# Sepsis promotes splenic production of a protective platelet pool with high CD40 ligand expression

**DOI:** 10.1172/JCI153920

**Published:** 2022-04-01

**Authors:** Colin Valet, Mélia Magnen, Longhui Qiu, Simon J. Cleary, Kristin M. Wang, Serena Ranucci, Elodie Grockowiak, Rafik Boudra, Catharina Conrad, Yurim Seo, Daniel R. Calabrese, John R. Greenland, Andrew D. Leavitt, Emmanuelle Passegué, Simón Méndez-Ferrer, Filip K. Swirski, Mark R. Looney

**Keywords:** Hematology, Stem cells, Hematopoietic stem cells, Innate immunity, Platelets

## Abstract

Platelets have a wide range of functions including critical roles in hemostasis, thrombosis, and immunity. We hypothesized that during acute inflammation, such as in life-threatening sepsis, there are fundamental changes in the sites of platelet production and phenotypes of resultant platelets. Here, we showed during sepsis that the spleen was a major site of megakaryopoiesis and platelet production. Sepsis provoked an adrenergic-dependent mobilization of megakaryocyte-erythrocyte progenitors (MEPs) from the bone marrow to the spleen, where IL-3 induced their differentiation into megakaryocytes (MKs). In the spleen, immune-skewed MKs produced a CD40 ligand^hi^ platelet population with potent immunomodulatory functions. Transfusions of post-sepsis platelets enriched from splenic production enhanced immune responses and reduced overall mortality in sepsis-challenged animals. These findings identify a spleen-derived protective platelet population that may be broadly immunomodulatory in acute inflammatory states such as sepsis.

## Introduction

Megakaryocytes (MKs) are the largest hematopoietic cell in the bone marrow (BM) and the progenitors of platelets, which are released locally from the BM, or from intravascular MKs in the lungs for extramedullary platelet biogenesis (1, 2). Platelets are anucleate blood cells that have central roles in hemostasis and arterial thrombosis, the latter representing one of the leading causes of death worldwide (3, 4). The primary physiological role of platelets is to sense vascular injury and adhere and aggregate at vascular lesions to prevent blood loss (3). In addition to the function of platelets in hemostasis, accumulating evidence indicates that platelets play a significant role in the inflammatory response, as they localize at sites of bacterial infection or inflammation (5, 6). Platelets can participate in inflammation via different mechanisms including through interactions with leukocytes and endothelial cells, through release of granule contents and microparticles, and through the synthesis of pro- and antiinflammatory cytokines and surface receptors (5, 7–9).

The BM and extramedullary sites, such as the lung, operate to meet the enormous daily platelet production needs during homeostasis (1, 10). Platelet production and activation are tightly regulated to avoid catastrophic bleeding or arterial occlusion leading to organ failure (10, 11). Megakaryopoiesis is a highly specialized process, whereby hematopoietic BM progenitor cells differentiate into MKs that in turn release platelets into the circulation. Extramedullary hematopoiesis, especially in the spleen, is a common process in a variety of inflammatory conditions (12–15). During acute inflammation, platelet counts may be drastically reduced from a combination of consumption and underproduction (5), while during chronic inflammation, thrombocytosis is common (16). However, during acute inflammation, such as in life-threatening sepsis, it is unknown if there are fundamental changes in the sites of platelet production and resulting platelet phenotypes.

On the basis of our previous work, in which we observed the presence of MK progenitors in the spleen (1), we hypothesized that megakaryopoiesis and platelet biogenesis and function are reshaped during inflammation with a prominent role for splenic production. In this study, we used sepsis as a driver of severe, acute inflammation to study extramedullary megakaryopoiesis through direct imaging of the spleen and lineage-tracing assays enabled by splenic transplantation. We found that sepsis triggered adrenergic-dependent mobilization of hematopoietic precursors from the BM to the spleen, where IL-3 rather than thrombopoietin drove maturation of these cells to immune-skewed MKs. These splenic MKs produced a unique CD40L^hi^ platelet population that showed strong immunomodulatory effects in vitro and in vivo.

## Results

### Sepsis increases splenic megakaryopoiesis and platelet biogenesis.

Sepsis is a life-threatening condition caused by an extreme host response to microbial infection. To investigate the influence of acute inflammation on megakaryopoiesis, we used cecal slurry (CS) injections (17) to model sepsis (Supplemental Figure 1, A–E; supplemental material available online with this article; https://doi.org/10.1172/JCI153920DS1). Thrombocytopenia is a common clinical feature in sepsis (18). Using a nonlethal dose of CS, we observed a sharp decrease in platelet counts followed by a return to normal counts after 5 days (Figure 1A). The platelet rebound was associated with an increased mean platelet volume and an expanded thiazol orange^+^ (RNA-rich, recently produced) platelet population, indicating increased platelet production (Figure 1B and Supplemental Figure 1F). Five days after sepsis induction, when splenomegaly was present (Supplemental Figure 2A), we directly imaged the spleen using 2-photon intravital microscopy (2PIVM) (Supplemental Figure 2B) and fluorescent reporter mice (Pf4-Cre x mTmG, hereafter called Pf4-mTmG) to visualize MKs and platelets (1). We observed a significant increase in MK content and platelet-producing MKs in the spleen (Figure 1, C–E, Supplemental Figure 2, C–E, and Supplemental Video 1), but not in the BM (Figure 1, F–H, Supplemental Figure 2, F and G, and Supplemental Video 2) or the lungs (Figure 1, I and J). Splenic MKs have higher ploidy compared with BM MKs (Supplemental Figure 2, H and I), and sepsis induced a shift toward MKs with higher ploidy in both the BM and spleen (Supplemental Figure 2, H and I). To extend our findings of increased splenic megakaryopoiesis, we used a sterile model of sepsis (i.p. LPS) that resulted in thrombocytopenia, increased platelet production, unchanged BM MK numbers, and increased splenic MKs (Supplemental Figure 2, J–L).

The presence of MKs in the human spleen has not previously been investigated outside the context of extreme extramedullary hematopoiesis (19, 20). We therefore studied human spleen samples collected from organ donors (Table 1). Using immunofluorescence, we observed large, CD42b^+^ cells with polyploid nuclei and proplatelet cytoplasmic extensions in human spleens (Figure 1K and Supplemental Video 3). We confirmed these observations by flow cytometric studies of the human spleens, in which a lineage^–^ (Lin^–^), CD45^+^, CD41a^+^, CD42b^+^ MK population was consistently found (Figure 1L and Supplemental Figure 2M), indicating that the human spleen is a hospitable environment for MK residence.

### Sympathetic nervous system activation regulates MEP mobilization in sepsis.

To understand the mechanisms responsible for splenic megakaryopoiesis in sepsis, we measured hematopoietic progenitor cells (megakaryocyte-erythrocyte progenitors [MEPs] and their precursors, Lin^–^c-Kit^+^Sca-1^+^ [LSK] cells) in the BM and blood during sepsis (see the gating strategy in Supplemental Figure 3A). MEPs significantly decreased in the BM, even if their proliferation rate was increased (Figure 2A and Supplemental Figure 3B), whereas LSK content increased after sepsis (Supplemental Figure 3D). In contrast, blood and splenic MEPs (Figure 2A and Supplemental Figure 3C) and LSKs (Supplemental Figure 3, E and F) and their proliferation rates increased after sepsis. The capacity of splenic MEPs to differentiate into MK colonies was also increased after sepsis, whereas BM MEP capacities were unaffected (Figure 2B). These results indicate that sepsis triggers an egress of hematopoietic progenitor cells from the BM into the blood with an increase of MEPs in the spleen.

To identify mechanisms regulating sepsis-induced hematopoietic progenitor cell egress, we examined potential roles of retention factors that have been shown to influence the hematopoietic stem cell niche (13, 21, 22). Sepsis decreased the levels of CXCL12 and stem cell factor (SCF) in the BM (Figure 2C), while increasing SCF levels in the blood (Supplemental Figure 3G), which suggests a chemotactic gradient favorable for LSK and MEP egress into the blood. Next, we assessed gene expression of *Scf* and *Cxcl12* in hematopoietic niche stromal cells, endothelial cells, and leptin receptor^+^ (LepR^+^) perivascular cells (13, 21, 22) using LepR-Cre-tdTomato mice. In sepsis, endothelial cells expressed lower *Cxcl12* mRNA (Figure 2D), and LepR^+^ cells expressed lower *Scf* mRNA (Figure 2E). These results are in accordance with a previous study reporting that *Scf* deletion from LepR^+^ cells depleted the BM of MEPs (23, 24).

In homeostasis and in response to stressors, the expression of stem cell retention factors is regulated by the sympathetic nervous system (SNS) through β3-adrenergic receptors, which directly influence the mobilization of hematopoietic progenitors to the blood (14, 25). Indicative of SNS activation, we found increased levels of tyrosine hydroxylase, an enzyme responsible for noradrenaline production in sympathetic fibers, in the BM after sepsis (Figure 2, F and G). Treatment with a β3-adrenergic receptor antagonist increased MEPs and LSKs in the BM, while decreasing their content in the blood and spleen, thus completely reversing these responses during sepsis (Figure 2H and Supplemental Figure 4, A–F). SCF levels in the BM were higher after β3-adrenergic receptor blockade, while CXCL12 levels were unaffected (Figure 2I). These data indicate that sepsis-induced SNS activation decreases the expression of SCF in LepR^+^ stromal cells and induces hematopoietic progenitor cell mobilization from the BM.

### Splenic MEPs originate from the BM.

Next, we focused on the mechanisms of MEP enrichment in the spleen during sepsis. Using splenic transplantation to facilitate lineage tracing (Supplemental Figure 5A), we transplanted unlabeled spleens into ubiquitin-GFP mice and analyzed spleen GFP^+^ hematopoietic progenitor engraftment during homeostasis and sepsis. With saline or CS injection 2 days after transplantation and spleen harvesting 5 days after transplantation, 70.4% of splenic MEPs in the control mice were GFP^+^ (i.e., originating from cells outside of the spleen), while 84.6% of splenic MEPs were GFP^+^ following sepsis (Figure 3A). We observed a similar relationship in the GFP^+^ LSK population in the spleen, with 64.2% GFP^+^ LSKs in controls versus 82.1% in septic mice (Supplemental Figure 5B). We used splenic transplantation to also track the origin of splenic MKs. Transplantation of unlabeled spleens into Pf4-tdTomato recipients with or without sepsis revealed that the majority of splenic MKs were derived from cells outside of the spleen and that this increased after sepsis (Figure 3B). Using adoptive transfer of GFP^+^ MEPs into unlabeled mice, we also observed that sepsis increased splenic, but not BM, engraftment of MEPs (Figure 3C and Supplemental Figure 5C).

Depletion of SCF from splenic endothelial or Tcf21^+^ stromal cells can block MEP engraftment in induced extramedullary hematopoiesis (26). We observed that sepsis increased SCF levels in the spleen, suggesting a role for SCF in MEP engraftment (Supplemental Figure 5D). Antibody neutralization of SCF decreased the retention of adoptively transferred GFP^+^ MEPs in the spleen (Figure 3D) but not the BM (Supplemental Figure 5E). By 2 weeks after transplantation of unlabeled spleens into Pf4-tdTomato^+^ recipients, more than 90% of the splenic MKs were tdTomato^+^ (Figure 3E), indicating that the majority of splenic MKs were produced from BM progenitors. Overall, we conclude that in response to sepsis, MEPs exited the BM to engraft in the spleen in an SCF-dependent process.

Next, we used transplantation of Pf4-tdTomato spleens into unlabeled recipient mice to track splenic platelet production. We observed that a control spleen produced approximately 3%–4% of the total circulating platelet pool (tdTomato^+^, CD41^+^ events), and transplantation of spleens obtained 3 days after sepsis significantly increased splenic platelet production to more than 13% of total circulating platelets (Figure 3F). The presence of tdTomato^+^ MKs in the spleen and the absence of tdTomato^+^ MKs in the BM after splenic transplantation confirmed that the observed tdTomato^+^ circulating platelets originated from MKs in the transplanted spleen (Supplemental Figure 5F). We conclude from these results that the spleen is a site of platelet production and that sepsis significantly increases splenic platelet production capacity.

### IL-3 drives splenic megakaryopoiesis.

The maturation of BM MEPs into MKs is predominately driven by thrombopoietin (Tpo) (27), however, in the spleen, injections of recombinant IL-3 into WT mice were found to increase the number of splenic MKs by more than 4-fold (28). IL-3 serum levels also significantly increase during sepsis and drive splenic myelopoiesis in atherosclerotic mice (29, 30). Following sepsis, we tested candidate MK growth factors and observed decreased splenic expression of *Tpo*, *Csf2,* and *Ccl5,* while *Il1b* was unchanged and *Il3* and *Il6* were significantly increased (Figure 4A and Supplemental Figure 6A). At the protein level, plasma Tpo concentrations remained unchanged on post-sepsis day 3, while IL-3 was significantly increased (Figure 4B). IL-3 signals through a heterodimer composed of CD123, the IL-3 receptor α chain, and CD131, the IL-3 receptor common β chain. Both MEPs and MKs expressed CD123 in the BM and spleen (Figure 4C). To determine whether IL-3 regulates MK maturation in the spleen during sepsis, we treated septic mice with an IL-3–neutralizing antibody or an isotype control antibody. IL-3 blockade had no impact on the mean platelet count or volume kinetics following sepsis (Supplemental Figure 6, B and C) but reduced the splenic MK content and proplatelet production (Figure 4, D, F, and G, and Supplemental Video 4). Total BM MKs were not affected (Figure 4E), but intravital imaging revealed that IL-3 blockade increased the number of MKs producing platelets in the BM (Figure 4, H and I, and Supplemental Video 5), which could be a compensatory response for the decreased splenic production of platelets. Anti–IL-3 treatment did not affect LSK or MEP numbers, nor did it affect proliferation rates in the BM, blood, or spleen (Supplemental Figure 6, D–H), which suggests that IL-3 blockade specifically prevented splenic MEP differentiation into MKs.

To confirm that IL-3, rather than Tpo, drives splenic megakaryopoiesis, we studied MK and platelet responses to sepsis in mice lacking the Tpo receptor (*c-mpl^–/–^*). As in WT mice, in *c-mpl^–/–^* mice, we observed increased MK numbers in the spleen after sepsis, with no effect of the gene knockout on platelet counts or volume or BM MK content (Supplemental Figure 7, A–C), confirming that Tpo was not driving megakaryopoiesis in the spleen. When IL-3 was neutralized in *c-mpl^–/–^* mice during sepsis, the MK numbers in the spleen returned to the nonseptic baseline, whereas the BM MK content remained unaffected (Supplemental Figure 7, B and C). LSK and MEP populations and proliferation rates in the BM, blood, and spleen of *c-mpl^–/–^* mice, with or without IL-3 blockade, had kinetics similar to that of WT mice during sepsis (Supplemental Figure 7, D–H). We conclude from these results that IL-3 regulates megakaryopoiesis in the spleen during sepsis.

### Splenic production of a CD40L^hi^ platelet population following sepsis.

Previous studies have identified that the tissue of origin significantly influences the transcriptional profile of MKs (1, 2). 

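MKs were sorted from the BM and spleen of Pf4-TdTomato mice, in which cells that express the MK gene Pf4 carry a red fluorescent protein, 5 days after saline or after sepsis induced with cecal slurry (CS). Each of the 4 groups (BM saline, BM sepsis, spleen saline and spleen sepsis) had 3 independent replicates. Each of the 12 libraries was made from 300 sorted cells with the SMART-Seq HT kit, which amplifies full-length cDNA, followed by the Nextera XT kit. The authors deposited the number of reads counted on each of 55536 genes, listed by Ensembl identifier, without normalization. The aligner version, genome build, annotation and counting options are not given in the sources used here, and gene positions are those of the GENCODE annotation of GRCm38, which holds all 55536 identifiers. The total count per library ranged from 7756762 to 9379865 in BM MKs after saline (median 9189331) and from 8249323 to 24574713 in BM MKs after sepsis (median 13998425). It ranged from 10080631 to 12912148 in splenic MKs after saline (median 11556774) and from 10010153 to 27386184 in splenic MKs after sepsis (median 11702894). A count of 0 allowed up to 3 counts, which correspond to between 0.110 and 0.387 CPM (counts scaled to a common library total) depending on the library, and this limit covers counting error only because reads copied by PCR are not independent molecules. Counts were scaled with edgeR's TMM factors, which ranged from 0.713 to 1.43. Immunoglobulin and T cell receptor segment genes took between 1.04% and 4.23% of the counts in BM libraries and between 13.0% and 30.1% in splenic libraries, where the lowest share was that of replicate 3 after sepsis. Replicates of one group differed by more than counting error, with a chi-square per degree of freedom between 74.4 and 731 and a Pearson correlation of log2 CPM across genes between 0.612 and 0.916 over the 12 pairs of replicates. The 20263 genes that passed edgeR's expression filter (minimum count 10) were fitted with 1 mean per group and 8 residual degrees of freedom, and genes with a Benjamini-Hochberg adjusted p under 0.05 in the quasi-likelihood test were called differentially expressed. Fold changes between tissues are given as BM over spleen and fold changes between treatments as sepsis over saline, and CPM are TMM-scaled means ± SD (n = 3).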

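The genes of the proteins used for sorting were measured in the same libraries. Ptprc, which encodes CD45 (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708), had 128 ± 29.2 CPM in BM MKs and 665 ± 132 CPM in splenic MKs after saline, and 108 ± 10.8 CPM and 848 ± 359 CPM after sepsis. Its log2 fold change was -2.38 (SE 0.49, adjusted p = 0.0189 in edgeR) after saline and -2.97 (SE 0.51, adjusted p = 0.00305) after sepsis. Pf4 (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383) had 18663 ± 1680 CPM in BM MKs and 1175 ± 1096 CPM in splenic MKs after saline, and 17625 ± 11325 CPM and 627 ± 157 CPM after sepsis. Its log2 fold change was 3.99 (SE 0.62, adjusted p = 0.00197 in edgeR) after saline and 4.81 (SE 0.64, adjusted p = 0.000336) after sepsis, and limma-voom with quality weights did not call it (adjusted p = 0.660 and 0.626). Over all alternatives its adjusted p ranged from 1.37e-39 to 0.660 after saline and from 1.21e-53 to 0.626 after sepsis. Itga2b, which encodes CD41 (ENSMUSG00000034664, chromosome 11, 102453297 to 102470122), had 340.1 ± 38.4 CPM in BM MKs and 48.3 ± 39.2 CPM in splenic MKs after saline, and 341 ± 160.2 CPM and 115 ± 178 CPM after sepsis. Neither of its log2 fold changes of 2.82 (SE 0.99) and 1.56 (SE 0.95) was called by edgeR (adjusted p = 0.252 and 0.457). Splenic replicate 3 after sepsis had 320.5 CPM of Itga2b, against 6.43 and 19.2 CPM in the other two, and without it Itga2b was called both after saline (log2 fold change 2.85, adjusted p = 0.0106) and after sepsis (4.76, adjusted p = 0.000688). Itga2b was also called after saline without splenic replicate 1 of sepsis (2.91, adjusted p = 0.0320), without the expression filter (2.87, adjusted p = 0.00281), and after sepsis by limma-voom (3.99, adjusted p = 0.0389). Over all alternatives its adjusted p ranged from 0.00281 to 0.405 after saline and from 0.000688 to 0.689 after sepsis. Gp1ba, which encodes CD42b (ENSMUSG00000050675, chromosome 11, 70639122 to 70642036), had 40.4 ± 15.3 CPM in BM MKs and 2.44 ± 3.75 CPM in splenic MKs after saline, and 61.3 ± 55.4 CPM and 10.0 ± 12.4 CPM after sepsis, differences that were not called (adjusted p = 0.266 and 0.394 in edgeR). Without splenic replicate 3 of saline, Gp1ba was called after saline (log2 fold change 7.15, adjusted p = 0.0222), as it was without the expression filter (4.08, adjusted p = 0.0355), and over all alternatives its adjusted p after saline ranged from 0.0222 to 0.410.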

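Sdc1, which encodes CD138 (ENSMUSG00000020592, chromosome 12, 8771323 to 8793715), had between 1.45 ± 1.35 CPM (BM sepsis) and 45.5 ± 64.1 CPM (spleen sepsis), and its log2 fold changes of -0.90 after saline and -4.98 after sepsis were not called (adjusted p = 0.895 and 0.271 in edgeR). Among genes of other lineage markers, Cd3e had 27.5 ± 24.0 CPM in splenic MKs and 2.03 ± 1.66 CPM in BM MKs after saline, with log2 fold changes of -3.75 after saline and -6.29 after sepsis (adjusted p = 0.402 and 0.203 in edgeR). Itgam and Adgre1 had group means between 2.64 and 10.6 CPM and were not called between tissues (adjusted p between 0.908 and 0.997 in edgeR), and 68.7% of the exonic sequence of Itgam overlaps another gene. Klrb1c, which was too low to be tested, had 6.63 ± 5.69 CPM in splenic MKs after saline. In the other groups no library held more than 2 counts of it, which is within the limit of 3 counts allowed for a count of 0.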

We used RNA-Seq to characterize and compare BM and splenic MKs with or without sepsis, while carefully excluding contamination from other immune cell populations (CD45^+^, Lin^–^, CD138^–^, CD19^–^, Tom^+^, CD41^+^, CD42b^+^; Figure 5A and Supplemental Figure 8A). While BM MKs expressed classical platelet transcriptional signatures, splenic MKs displayed an immune-like transcriptional signature during homeostasis and in sepsis, indicating that the tissue of residence was the primary driver of changes in MK phenotype (Figure 5, B–D, and Supplemental Figure 8, B–D). 

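Lists of marker genes written by hand were tested in place of Gene Ontology terms, with limma's camera on log2 CPM and a preset correlation between genes of 0.01, and p values were adjusted over 48 tests (12 lists in 4 comparisons). The 21 genes of the MK and platelet list were higher in BM than in splenic MKs, with a median difference in log2 CPM of 3.09 after saline (adjusted p = 2.98e-11) and 3.14 after sepsis (adjusted p = 9.64e-11). All 21 genes had a positive fold change after saline and 20 after sepsis. In the gene-wise edgeR test, 6 of the 21 genes were called over all genes after saline and 14 when adjusted over the list alone, and after sepsis 6 were called over all genes and 10 when adjusted over the list alone. The 8 MK transcription factors had a median difference of 2.75 after saline (adjusted p = 1.01e-06, 2 called over all genes and 8 when adjusted over the list alone) and 4.22 after sepsis (adjusted p = 2.16e-10, 4 over all genes and 8 when adjusted over the list alone). The 20 genes of the B cell list were lower in BM than in splenic MKs, with a median difference of -5.17 after saline (adjusted p = 8.87e-30, 18 called over all genes and 20 when adjusted over the list alone) and -6.40 after sepsis (adjusted p = 5.13e-40, 19 over all genes and 20 when adjusted over the list alone). The 10 MHC class II genes had a median difference of -4.31 after saline (adjusted p = 2.98e-11) and -5.37 after sepsis (adjusted p = 9.35e-17), with 6 and 7 genes called over all genes and 7 and 10 when adjusted over the list alone. The 9 plasma cell genes had a median difference of -4.65 after saline (adjusted p = 2.07e-09) and -4.09 after sepsis (adjusted p = 1.46e-10), with 6 and 5 genes called over all genes and 7 and 9 when adjusted over the list alone. Some of these genes are shown in the heat maps of the paper, which were drawn from the same libraries, so the counts adjusted over the list alone are not independent evidence. These 5 lists kept their calls after both treatments under fry and under camera with an estimated correlation. Scaling by library size alone moved the median difference of the MK and platelet list after saline most, to 3.56, and the directions of these 5 lists were the same with that scaling and with RLE factors. With each library left out in turn, this list moved most after sepsis, from 2.40 without BM sepsis replicate 1 to 3.66 without BM sepsis replicate 3. In 19 of the 20 genes of the B cell list all 6 splenic libraries lay above all 6 BM libraries, where chance gives 0.108%, and pooled libraries of 300 cells do not show which cells carried these transcripts.

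**Figure D1:**
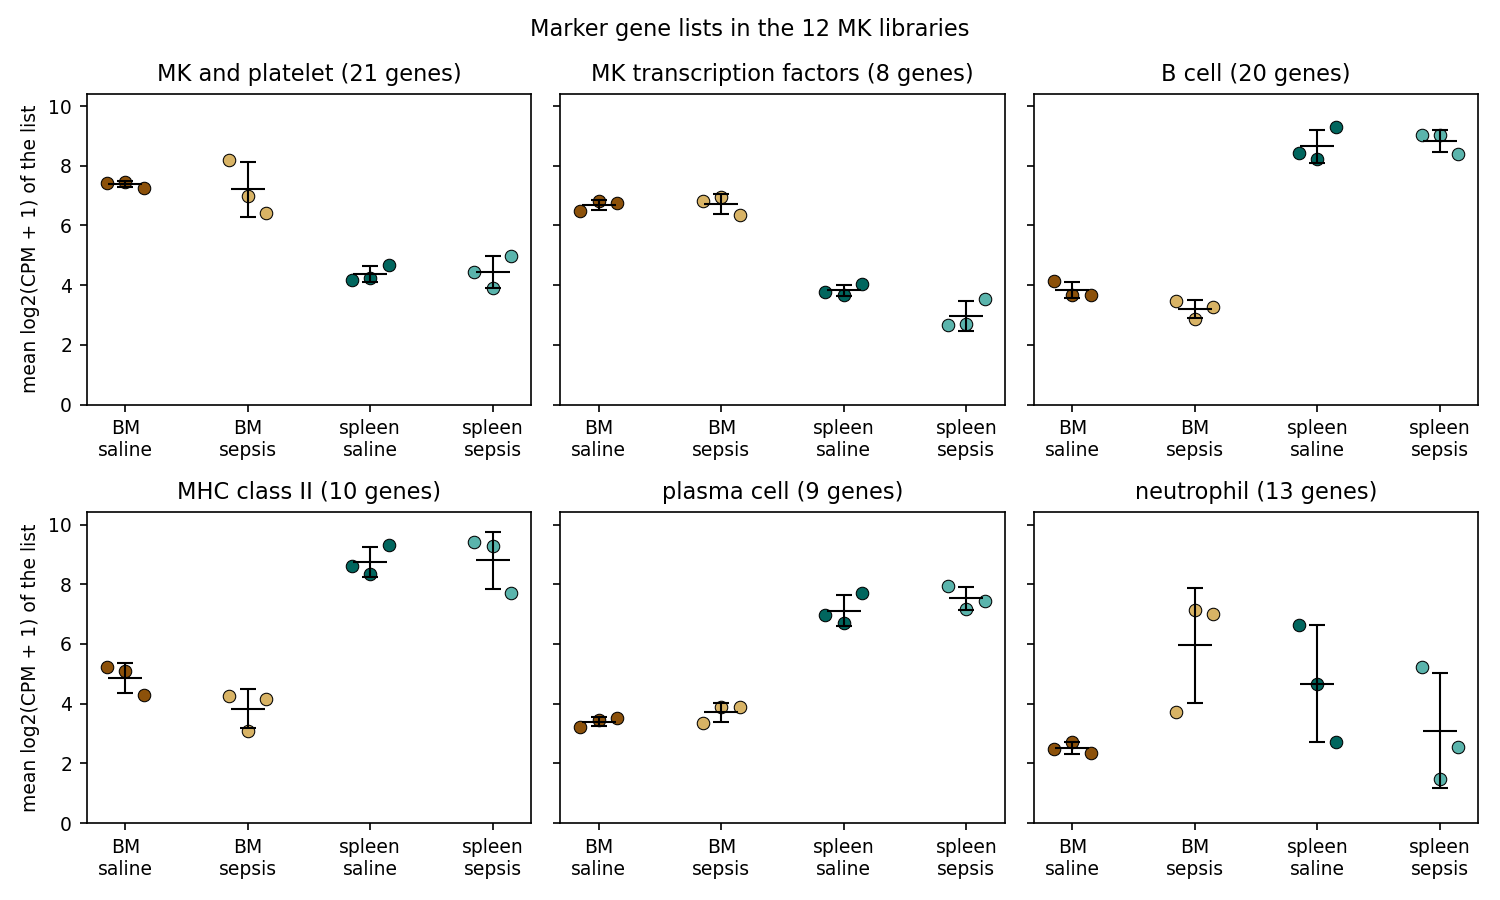
Mean log2(CPM + 1) over the genes of 6 marker lists in each of the 12 libraries, by tissue and treatment; points are libraries and bars give the mean ± SD of 3 libraries. The B cell list lay between 2.87 and 4.15 in BM libraries and between 8.23 and 9.29 in splenic libraries, and the MK and platelet list between 6.42 and 8.20 in BM and between 3.90 and 4.96 in spleen.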

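Among the genes labelled in the heat map of Figure 5B, Tal1 (ENSMUSG00000028717, chromosome 4, 115056426 to 115071755) had 127 ± 28.3 CPM in BM MKs and 14.7 ± 6.20 CPM in splenic MKs after saline, a log2 fold change of 3.11 (SE 0.71, adjusted p = 0.0353 in edgeR). This call was lost without BM saline replicate 1 (adjusted p = 0.114), BM saline replicate 3 (0.0715), splenic saline replicate 1 (0.0769) or splenic saline replicate 3 (0.0718), with RLE scaling (0.0711), in limma-voom (0.0983) and after random thinning of all libraries to equal depth, which was chosen after the data were seen (0.0594), and its adjusted p ranged from 0.00736 to 0.114 over all alternatives. After sepsis Tal1 had 122 ± 36.0 CPM in BM MKs and 1.62 ± 1.18 CPM in splenic MKs (log2 fold change 6.25, SE 0.83, adjusted p = 0.000336). Nfe2 (ENSMUSG00000058794, chromosome 15, 103248212 to 103258403) had 174 ± 22.1 CPM in BM MKs and 55.2 ± 16.9 CPM in splenic MKs after saline (log2 fold change 1.66, SE 0.56, adjusted p = 0.214), and 170.4 ± 15.4 CPM and 8.22 ± 3.73 CPM after sepsis (4.37, SE 0.62, adjusted p = 0.000607). Gata1 (ENSMUSG00000031162, chromosome X, 7959260 to 7978071) had log2 fold changes of 2.24 after saline (SE 0.78, adjusted p = 0.237) and 4.05 after sepsis (SE 0.84, adjusted p = 0.0141), and the latter was not called without BM sepsis replicate 1 (adjusted p = 0.0935) or 2 (adjusted p = 0.0531) or in limma-voom (adjusted p = 0.0664). With scaling by library size alone, Nfe2 was also called after saline (adjusted p = 0.0450), as was Gata1 by DESeq2 (adjusted p = 0.0398). Over all alternatives the adjusted p after saline ranged from 0.0398 to 0.556 for Gata1 and from 0.0450 to 0.556 for Nfe2, and that of Gata1 after sepsis from 4.44e-07 to 0.0935. That some of these genes were called after sepsis and not after saline does not show that the tissue effect differed between treatments, since edgeR called 0 genes in the test of that difference (smallest adjusted p = 0.0764). In that test 1556 genes had an unadjusted p under 0.05, against 1013 given by chance, and limma-voom called 0 genes and DESeq2 470. With each library left out in turn, edgeR called between 3 (without splenic saline replicate 2) and 48 genes (without splenic saline replicate 3).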

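Cd79a (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197) had 61.0 ± 24.0 CPM in BM MKs and 1350.0 ± 617 CPM in splenic MKs after saline (log2 fold change -4.47, SE 0.83, adjusted p = 0.00843 in edgeR). After sepsis it had 8.89 ± 3.71 CPM in BM MKs and 1827 ± 1481 CPM in splenic MKs (log2 fold change -7.68, SE 0.97, adjusted p = 0.000187). Ighm (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730) had 452 ± 344 CPM in BM MKs and 28174 ± 15407 CPM in splenic MKs after saline (log2 fold change -5.96, SE 0.80, adjusted p = 0.000859), and 314 ± 264 CPM and 30839 ± 11344 CPM after sepsis (-6.62, SE 0.82, adjusted p = 0.000184). Cd79b and Cd74 had log2 fold changes of -4.04 (adjusted p = 0.00146) and -5.31 (adjusted p = 0.00251) after saline, and of -5.58 (adjusted p = 8.54e-05) and -7.41 (adjusted p = 0.000184) after sepsis. Limma-voom with quality weights kept the direction of these genes and did not call Ighm (adjusted p = 0.277 and 0.158) or Cd74 (adjusted p = 0.260 and 0.161) after either treatment, or Cd79a after saline (adjusted p = 0.0866). These were the highest adjusted p values of the 3 genes over all alternatives, and the lowest were between 1.18e-101 and 1.31e-13. Of the plasma cell list, Jchain had 58838 ± 18520.5 CPM in splenic MKs and 2544 ± 1787 CPM in BM MKs after saline (log2 fold change -4.53, adjusted p = 0.000886 in edgeR). Of the transcription factors, Gfi1b had log2 fold changes of 4.35 after saline (adjusted p = 0.0926) and 5.33 after sepsis (adjusted p = 0.0301).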

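The lists of other immune cells and of the interferon response were not called under an estimated correlation. The 17 T cell genes had a median difference in log2 CPM of -3.53 after saline (adjusted p = 1.01e-06 in camera, 0 called over all genes and 10 when adjusted over the list alone) and -3.50 after sepsis (adjusted p = 1.00e-05, 1 called under either adjustment). The NK cell list, with 9 of its 10 genes tested, had a median difference of -2.22 after saline (adjusted p = 0.0396) and -1.07 after sepsis (adjusted p = 0.401), and the call after saline was lost without splenic saline replicate 1 (adjusted p = 0.532) or 2 (adjusted p = 0.0553) and with RLE factors (adjusted p = 0.0508). The 13 neutrophil genes had a median difference of -2.83 after saline (adjusted p = 0.0124), which was lost without splenic saline replicate 1 (adjusted p = 0.338), and 3.38 after sepsis (adjusted p = 0.00206). The monocyte and macrophage list, with 14 of its 15 genes tested, had a median difference of -1.11 after saline (adjusted p = 0.0160) and 0.67 after sepsis (adjusted p = 0.0310). Its call after saline was lost without BM saline replicate 3 (adjusted p = 0.0680), splenic saline replicate 2 (0.0509) or splenic saline replicate 3 (0.159), and its call after sepsis without BM sepsis replicate 3 (0.0821), splenic sepsis replicate 1 (0.0832) or splenic sepsis replicate 3 (0.0996), and with the replicate number as a block (0.0583), although the 18 correlations between libraries of equal number lay between -0.0566 and 0.0447. The 12 genes of the interferon response had a median difference of -1.14 after saline (adjusted p = 0.0472) and -1.52 after sepsis (adjusted p = 0.0125). The call after saline was lost with 10 of the 12 libraries left out in turn (all but BM saline replicate 3 and splenic saline replicate 2), up to an adjusted p of 0.402 and a median of 0.25 without splenic saline replicate 3. Among these 5 lists, fry called only the interferon response after sepsis (adjusted p = 0.0479). The median fitted log2 fold change in edgeR differed by more than 1.5 times from the difference in log2 CPM for the neutrophil list (-5.33 after saline and 0.86 after sepsis), the monocyte and macrophage list after saline (-1.75), and the NK cell (-1.86) and interferon response lists (-3.17) after sepsis. One library also moved several median differences by more than 1.5 times. The neutrophil list was -4.73 after saline without splenic saline replicate 3, and after sepsis 5.14 without BM sepsis replicate 1 and 5.44 without splenic sepsis replicate 1. The NK cell list after saline was -3.84 without BM saline replicate 2, and -0.78 and -4.26 without splenic saline replicates 1 and 3. The monocyte and macrophage list after sepsis was 1.56 without BM sepsis replicate 2, and 1.11, 2.01 and 0.33 without splenic sepsis replicates 1, 2 and 3. The interferon response list was -1.80 after saline without splenic saline replicate 2, and -2.30 after sepsis without splenic sepsis replicate 3.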

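Sepsis was compared with saline separately in BM MKs and in splenic MKs. In BM MKs edgeR called 0 genes (smallest adjusted p = 0.988), and 717 genes had an unadjusted p under 0.05, fewer than chance gives. Limma-voom with quality weights called 0 genes and DESeq2 called 220 genes (86 higher and 134 lower after sepsis), the largest change from an alternative. With 1 library left out in turn, edgeR called 4, 7 and 5 genes without BM saline replicates 1, 2 and 3, 8, 2 and 1 genes without BM sepsis replicates 1, 2 and 3, 1 gene without splenic saline replicate 1, and 12, 4 and 6 genes without splenic sepsis replicates 1, 2 and 3. In data simulated at the observed depth and spread, edgeR recovered 165 of 200 genes changed by a log2 fold change of 6 in this comparison and 56 of 200 changed by 3, so smaller changes were mostly not detectable. The changed genes were drawn from the more abundant genes only, so recovery was not measured for genes of low expression. In splenic MKs edgeR called 32 genes, of which 12 were higher and 20 lower after sepsis, and 2649 genes had an unadjusted p under 0.05. DESeq2 called 931 genes (297 higher and 634 lower), with all 32 among them, while limma-voom and an edgeR fit of the 6 splenic libraries alone each called 0. Without BM saline replicates 1, 2 and 3 the count was 64, 85 and 76, without BM sepsis replicates 1, 2 and 3 it was 81, 82 and 80, without splenic saline replicates 1, 2 and 3 it was 57, 48 and 138, and without splenic sepsis replicates 1, 2 and 3 it was 74, 52 and 87. Since edgeR called no gene for the tissue by sepsis interaction, these counts do not show that BM and splenic MKs responded differently.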

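The 3 genes with the smallest p in each direction whose libraries did not overlap between treatments were named in splenic MKs. Pecr (ENSMUSG00000026189, chromosome 1, 72259167 to 72284314) rose from 0.162 ± 0.161 CPM after saline to 56.8 ± 21.1 CPM after sepsis (log2 fold change 8.32, SE 1.14, adjusted p = 0.00667 in edgeR). Rfc5 (ENSMUSG00000029363, chromosome 5, 117378103 to 117389047) rose from 0.217 ± 0.0527 to 37.2 ± 16.6 CPM (log2 fold change 7.38, SE 1.06, adjusted p = 0.00838). The saline libraries held 0, 2 and 3 counts of Pecr and 2 counts each of Rfc5, so the size of these fold changes rests on few reads, and 11.5% and 10.7% of the exonic sequence of the 2 genes overlaps another gene. Inka1 (ENSMUSG00000042106, chromosome 9, 107984223 to 107985879) rose from 1.21 ± 0.711 to 19.6 ± 6.55 CPM (log2 fold change 4.03, SE 0.67, adjusted p = 0.0200). Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) had 1661 ± 1238 CPM after saline and 8.61 ± 9.11 CPM after sepsis (log2 fold change -7.59, SE 1.01, adjusted p = 0.00667). Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669) had 105 ± 110.3 CPM after saline and 0.376 ± 0.389 CPM after sepsis (log2 fold change -7.99, SE 1.22, adjusted p = 0.0127). Rgs1 (ENSMUSG00000026358, chromosome 1, 144242296 to 144249242) had 887 ± 833 CPM after saline and 5.07 ± 2.87 CPM after sepsis (log2 fold change -7.44, SE 1.16, adjusted p = 0.0127). Limma-voom and the fit of the 6 splenic libraries kept these 6 directions and called none of the genes, with adjusted p values between 0.267 and 0.9996, the latter for Inka1, while DESeq2 gave adjusted p values of at most 6.93e-06. Ccl4 and Il4 also belong to a list of 12 basophil genes drawn up after these values were seen, 5 of which were among the 20 genes called lower after sepsis. In BM MKs Ccl4 had 796 ± 417 CPM after saline and 93.3 ± 62.8 CPM after sepsis.

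**Figure D2:**
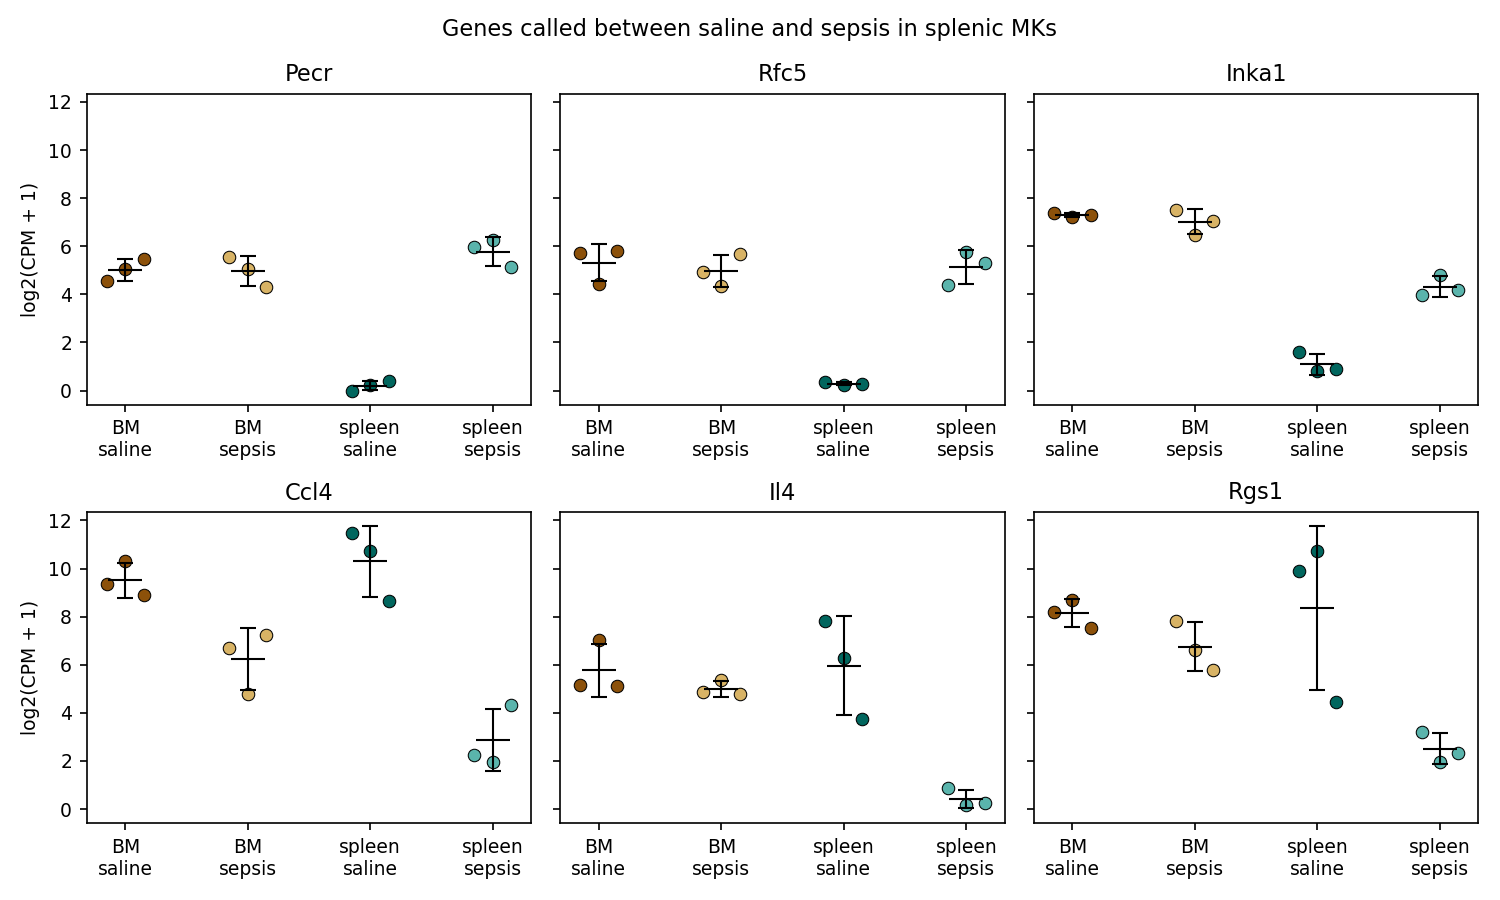
TMM-scaled log2(CPM + 1) of Pecr, Rfc5, Inka1, Ccl4, Il4 and Rgs1 in each of the 12 libraries, by tissue and treatment; points are libraries and bars give the mean ± SD of 3 libraries. In splenic MKs the 3 libraries after sepsis lay above those after saline for Pecr, Rfc5 and Inka1 and under them for Ccl4, Il4 and Rgs1.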

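The hand-written marker lists were also compared between treatments with limma's camera. In BM MKs the neutrophil list rose by a median difference in log2 CPM of 4.50 after sepsis (adjusted p = 8.90e-10, 0 genes called over all genes and 8 when adjusted over the list alone), in 12 of its 13 genes. The monocyte and macrophage list rose by 1.07 (adjusted p = 0.0125), and the lists that fell were MHC class II (-1.07, adjusted p = 0.000368), B cell (-0.76, adjusted p = 0.00118), interferon response (-1.17, adjusted p = 0.0125) and T cell (-0.57, adjusted p = 0.0310). The MK and platelet list (-0.18, adjusted p = 0.531), the MK transcription factors (-0.02, adjusted p = 0.923), and the plasma cell (0.50, adjusted p = 0.139), NK cell (-1.21, adjusted p = 0.0955), erythroid (-1.39, adjusted p = 0.0665) and cell cycle (0.18, adjusted p = 0.146) lists were not called. With each library left out in turn, the MK and platelet list was called in 1 fit and the NK cell and erythroid lists in 3 fits each. The MK and platelet genes had a median fitted log2 fold change of 0.05 and a mean of 0.06, opposite in sign to the difference in log2 CPM, and the transcription factors had a median of -0.03 and a mean of 0.02. In BM MKs the B cell call was lost without BM sepsis replicate 2 (adjusted p = 0.123), and the monocyte and macrophage call without BM saline replicate 3 (0.0879) or BM sepsis replicate 3 (0.121). The interferon response call was lost without BM saline replicates 2 (0.0591) or 3 (0.152) or BM sepsis replicates 2 (0.0954) or 3 (0.0620), and the T cell call without BM saline replicates 1 (0.260) or 2 (0.203), BM sepsis replicates 2 (0.894) or 3 (0.159) or splenic saline replicates 1 (0.0565), 2 (0.0636) or 3 (0.0558). Median differences of called lists that moved by more than 1.5 times were those of the B cell (-0.33), MHC class II (-0.67) and T cell lists (-0.34) without BM sepsis replicate 2, the T cell (-2.19) and monocyte and macrophage lists (0.61) without BM sepsis replicate 1, the T cell (-1.72) and monocyte and macrophage lists (0.67) without BM saline replicate 3, and the interferon response list (-1.78) without BM saline replicate 1. The median fitted log2 fold change of the T cell list was -0.18.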

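In splenic MKs the cell cycle list rose by a median difference in log2 CPM of 2.09 after sepsis (adjusted p = 3.81e-06 in camera, 0 of 17 genes called over all genes and 3 when adjusted over the list alone). The lists that fell were monocyte and macrophage (-1.60, adjusted p = 0.00206), NK cell (-2.95, adjusted p = 0.0142), T cell (-1.77, adjusted p = 0.0172) and neutrophil (-2.11, adjusted p = 0.0287). The MK and platelet (-0.03, adjusted p = 0.742), B cell (0.34, adjusted p = 0.485), MHC class II (0.10, adjusted p = 0.742), plasma cell (0.43, adjusted p = 0.450), erythroid (-0.94, adjusted p = 0.777) and interferon response (-0.48, adjusted p = 0.393) lists and the MK transcription factors (-1.04, adjusted p = 0.0814) were not called. Of these only the erythroid list was called with a library left out, in 1 fit. The direction of the MK and platelet list was not settled, with a median fitted log2 fold change of 0.02, a mean of -0.22 and an upward statistic in camera. The NK cell call was lost without splenic saline replicate 1 (adjusted p = 0.362), and the T cell call without splenic saline replicates 1 (0.532) or 2 (0.0553) or splenic sepsis replicate 3 (0.434). The neutrophil call was lost without splenic saline replicates 1 (0.589) or 2 (0.0509) or splenic sepsis replicates 2 (0.261) or 3 (0.0598), and the median fitted log2 fold change of this list was -1.08. Without splenic saline replicate 1 the median differences that moved by more than 1.5 times were those of the T cell (-0.85), NK cell (-0.89), neutrophil (-0.74), monocyte and macrophage (-2.51) and cell cycle lists (1.25), without splenic saline replicate 2 that of the NK cell list (-1.67), and without splenic saline replicate 3 those of the NK cell (-4.69), neutrophil (-3.53) and cell cycle lists (3.32). Without splenic sepsis replicate 1 they were those of the T cell (-2.93) and neutrophil lists (-3.53), without splenic sepsis replicate 2 those of the neutrophil (-0.89) and monocyte and macrophage lists (-2.43), and without splenic sepsis replicate 3 those of the T cell (-0.48) and monocyte and macrophage lists (-0.94). Under fry or an estimated correlation none of these calls between treatments held in either tissue, and fry alone called the MK transcription factors in splenic MKs (adjusted p = 0.0267).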

We identified low numbers of differentially expressed genes when comparing BM or splenic MKs in saline versus sepsis conditions (Figure 5E). Conversely, we detected a high number of differentially expressed transcripts between BM and splenic MKs during homeostasis (Figure 5E, Supplemental Figure 8E, and Supplemental Table 1) and after sepsis (Figure 5, E and F, and Supplemental Table 2). These results indicate that tissue imprinting, rather than sepsis itself, is the major driver of changes in the MK transcriptome and suggest that the spleen could be capable of producing a functionally distinct population of platelets.

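Between BM and splenic MKs after saline, edgeR called 253 genes, of which 106 were higher in BM MKs and 147 in splenic MKs, and 2534 genes had an unadjusted p under 0.05. After sepsis edgeR called 361 genes, 121 higher in BM MKs and 240 in splenic MKs, and 2618 genes had an unadjusted p under 0.05. DESeq2 moved both counts most, to 1053 and 1248, and kept 239 of the 253 and 345 of the 361 calls. The split by direction depended on the scaling of the libraries. With scaling by library size alone, 376 genes were called after saline (262 higher in BM MKs and 114 in splenic MKs) and 380 after sepsis (214 and 166). With RLE factors, 261 were called after saline (79 and 182) and 378 after sepsis (110 and 268). The median log2 fold change of all genes after saline was -0.28 with TMM, -0.54 with RLE and 0.20 with library size alone, and after sepsis -0.18, -0.30 and 0.34. The count after saline rose by more than 1.5 times without splenic saline replicate 3 (419 genes) and without splenic sepsis replicates 1 (423), 2 (395) or 3 (467), and between 23354 and 26112 genes were tested with 1 library left out. The count after sepsis stayed between 307 and 512. Without immunoglobulin and T cell receptor segment genes, 232 and 318 genes were called. Genes higher in BM MKs after sepsis included Mcpt8, Prss34, Cpa3, Ms4a2, Il4 and Ccl4 (adjusted p between 0.00500 and 0.0366 in edgeR). These belong to the basophil list drawn up after values were seen, of which other genes were not called. That list took between 0.430% and 3.59% of the counts in BM libraries, and the MK and platelet list between 1.49% and 5.67%. Pooled libraries do not show which cells carried these transcripts.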

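Among the genes higher in BM MKs after saline, Tceal8 (ENSMUSG00000051579, chromosome X, 136168984 to 136172342) had the smallest p, with 196 ± 6.71 CPM in BM MKs and 1.10 ± 0.606 CPM in splenic MKs (log2 fold change 7.44, SE 0.80, adjusted p = 0.000197 in edgeR). After sepsis it had 208 ± 60.3 CPM in BM MKs and 2.30 ± 1.32 CPM in splenic MKs (log2 fold change 6.48, SE 0.76, adjusted p = 0.000108). The next genes after saline by p among those whose libraries did not overlap between tissues were Inka1, Slc14a1, Gstm5 and Rfc5, with log2 fold changes of 7.02, 5.67, 7.24 and 7.57 and adjusted p values between 0.000197 and 0.00121. Gstm5 belongs to a multigene family and 13.9% of its exonic sequence overlaps another gene, so its counts are uncertain, and limma-voom did not call Rfc5 (adjusted p = 0.0615, against a lowest value of 1.96e-10 over all alternatives). The splenic saline libraries held 3, 3 and 6 counts of Gstm5 and 2 counts each of Rfc5. The size of these 2 fold changes therefore rests on few reads. After sepsis the genes chosen the same way included Ifitm2, Slc14a1 and Muc13, with log2 fold changes of 5.66, 6.25 and 7.35 and adjusted p values between 0.000108 and 0.000184. Of the exonic sequence of Ifitm2 and Muc13, 40.9% and 6.06% overlaps another gene. Among the genes higher in splenic MKs, H2-Eb1 (ENSMUSG00000060586, chromosome 17, 34305867 to 34316674) had 12.9 ± 1.25 CPM in BM MKs and 1040.3 ± 490.0 CPM in splenic MKs after saline (log2 fold change -6.33, SE 0.72, adjusted p = 0.000268). Ms4a1, which encodes CD20 and belongs to the B cell list (ENSMUSG00000024673, chromosome 19, 11249675 to 11266241), had 8.90 ± 4.78 CPM in BM MKs and 2016 ± 1140 CPM in splenic MKs after sepsis (log2 fold change -7.83, SE 0.77, adjusted p = 6.47e-05). Besides H2-Eb1, the genes chosen the same way after saline were H2-DMb2, Ms4a1, H2-Ab1 and H2-Aa, with log2 fold changes of -5.65, -5.27, -4.68 and -5.25 and adjusted p values between 0.00053 and 0.000859. Besides Ms4a1, those after sepsis were H2-DMb2, H2-Ab1, Ly6a and H2-Eb1, with log2 fold changes of -7.59, -6.41, -7.58 and -6.87 and adjusted p values between 6.47e-05 and 6.51e-05.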

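Averaged over both treatments, edgeR called 962 genes between BM and splenic MKs (419 higher in BM MKs and 543 in splenic MKs). Averaged over both tissues, it called 14 genes between sepsis and saline (5 higher and 9 lower after sepsis), and 3907 and 2072 genes had an unadjusted p under 0.05. DESeq2 called 2178 and 666 genes and limma-voom 1517 and 1, and with scaling by library size alone edgeR called 1515 (1091 higher in BM MKs and 424 in splenic MKs) and 15. The first count stayed between 810 and 1151 with each library left out. The second was 34, 36 and 58 without BM saline replicates 1, 2 and 3, 54, 38 and 40 without BM sepsis replicates 1, 2 and 3, 52, 31 and 83 without splenic saline replicates 1, 2 and 3, and 62, 48 and 54 without splenic sepsis replicates 1, 2 and 3. Tissue accounted for 19.0% of the sum of squares of log2 CPM over all tested genes, sepsis for 9.36%, their interaction for 7.97%, and differences between libraries of one group for 63.6%. In exact permutation tests of tissue labels within treatment and of treatment labels within tissue, with 400 arrangements each, the share was as large as the observed one with a one-sided p of 0.005 for tissue and for sepsis (0.005 also when adjusted over the 2 tests), which is the smallest p the design allows, and the permuted medians were 8.77% and 8.06%. Over the 500 genes of highest variance the shares were 44.9% for tissue and 7.72% for sepsis. Of the genes called between tissues, 150 were called after both saline and sepsis, all in the same direction, and 103 were called only after saline and 211 only after sepsis. Of these, 89 and 195 had the same sign in the other treatment. Across genes, which are not independent replicates, the fold changes between tissues after saline and after sepsis had a Pearson correlation of 0.214 and a Spearman correlation of 0.276, against 0.00720 and 0.0875 in DESeq2 and 0.357 and 0.325 in limma-voom. With each library left out, when more genes were tested, they ranged from 0.112 and 0.148 (without splenic sepsis replicate 2) to 0.155 and 0.213 (without BM sepsis replicate 2). DESeq2 shared 388 calls, 14 of them in opposite directions, and with each library left out the shared calls ranged from 127 to 233, the latter without splenic sepsis replicate 3. Those in opposite directions ranged from 0, without any one of the splenic saline replicates, to 6 of 185, without splenic sepsis replicate 1. From the few genes that changed with sepsis and the many that differed between BM and spleen, the paper concludes that tissue imprinting outweighs sepsis in shaping the MK transcriptome, and it proposes that platelets made in the spleen could be functionally distinct.

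**Figure D3:**
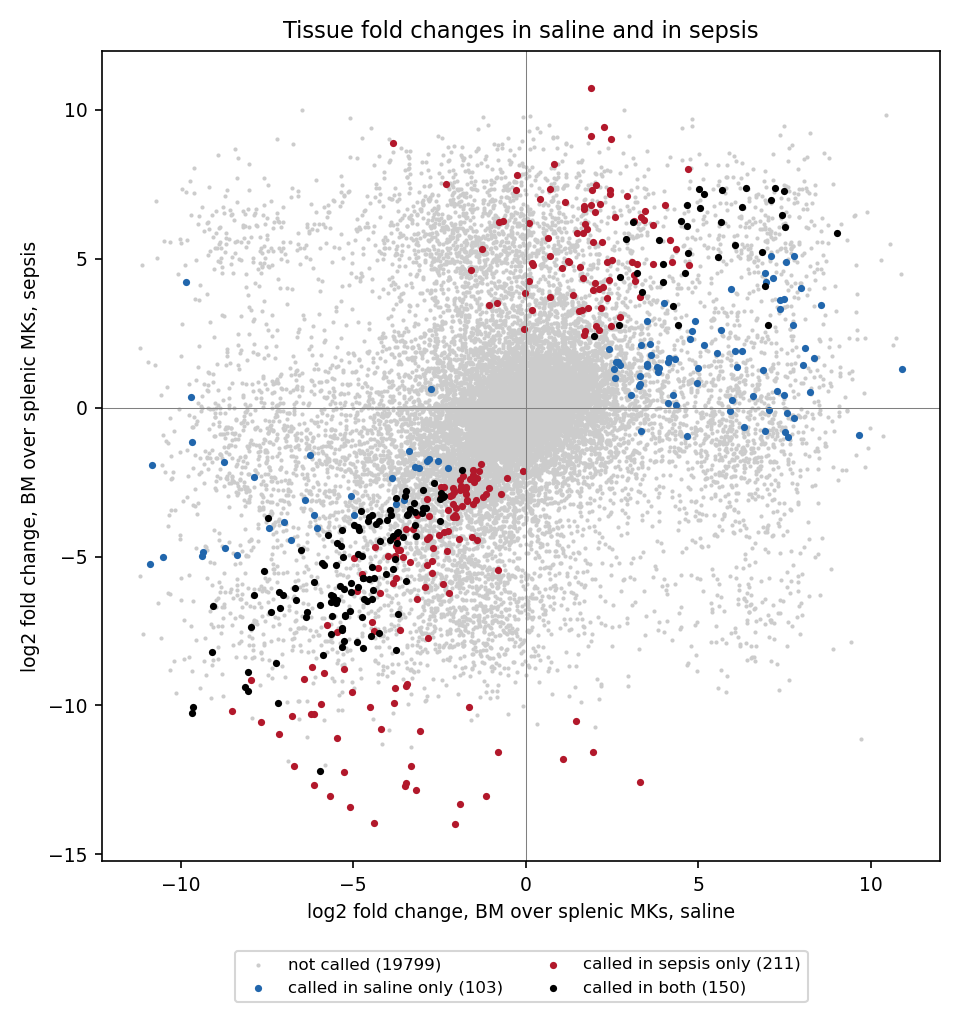
Log2 fold change BM over spleen of each tested gene after saline (x axis) and after sepsis (y axis), with points marked by whether edgeR called the gene after saline, after sepsis, after both or after neither. The 150 genes called after both lie in the quadrants of equal sign.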

P-selectin (CD62P) and CD40 ligand (CD40L) are proteins stored in platelet granules, released during activation, and are 2 major pathways used by platelets to interact with leukocytes. On day 5 after sepsis, when platelet counts were back to normal, we observed that, while platelet CD62P surface expression was similar to that in baseline controls, CD40L surface expression was significantly increased (Figure 6A and Supplemental Figure 9A). Splenectomy resulted in the disappearance of this CD40L^hi^ platelet population following sepsis (Figure 6A). To confirm that this CD40L^hi^ platelet population was produced in the spleen, we transplanted Pf4-tdTomato spleens into unlabeled recipient mice. We observed that platelets, originating from the donor spleen sourced from either control mice or from mice 3 days after sepsis, expressed high levels of CD40L compared with platelets originating from the BM (Figure 6B). To rule out platelet activation as the source for CD40L, we tested for surface expression of CD62P but did not find increased expression (Supplemental Figure 9B). These results show that the spleen produced a CD40L^hi^ platelet population and that the overall production of these spleen-derived platelets was increased in sepsis.

CD40L is capable of influencing a variety of immune responses (31), including an association with the release of bactericidal neutrophil extracellular traps (NETs) (32). Using an in vitro NETs assay, we found that recombinant mouse CD40L induced NETs to the same extent as the potent NET inducer PMA (ref. 33 and Figure 6C). We and others have previously found that platelets are potent inducers of NETs (8, 34). Here, when platelets obtained in the resolution phase of sepsis, enriched in CD40L^hi^ platelets, were incubated with neutrophils and live bacteria (methicillin-resistant *Staphylococcus aureus* [MRSA]) (Figure 6D), we observed increased NETs and enhanced bactericidal activity, as indicated by reduced bacterial CFU compared with cocultures of neutrophils and MRSA with control platelets (Figure 6, E and F). This effect was lost when using post-sepsis platelets from splenectomized mice (Supplemental Figure 9, C and D) or with the addition of a neutralizing antibody against CD40L during coincubation (Figure 6, G and H). Taken together, these results indicate that the CD40L^hi^ platelet population produced in increased amounts by the spleen during sepsis has immunomodulatory capabilities to enhance microbial clearance.

### Post-sepsis platelet transfusion protects against sepsis.

There are no precision therapies for sepsis beyond antibiotics and supportive care. A previous study showed that platelet transfusions are potentially protective during septic shock (35). As we found that CD40L^hi^ spleen-derived platelets enhanced bacterial killing, we hypothesized that transfusions enriched with this phenotypically altered platelet pool might be superior to standard platelets as a transfusion therapy for sepsis. To test this hypothesis, we therefore isolated platelets from either control or post-sepsis mice (Supplemental Figure 10A), transfused these washed platelets into WT mice challenged 6 hours previously with CS injections, and then sacrificed the transfused animals 12 hours after CS injection when bacteremia peaks in this model (Figure 7A). Relative to control platelet transfusions, post-sepsis platelet transfusions did not result in altered mean platelet counts or body temperature (Figure 7B and Supplemental Figure 10B), but mice transfused with post-sepsis platelets had a significantly decreased bacterial load in the blood (Figure 7C), while the splenic bacterial load remained unchanged (Supplemental Figure 10C). Treating mice with post-sepsis platelet transfusions also resulted in reductions in several readouts of sepsis-induced inflammation and injury. Transfusions of post-sepsis platelets resulted in reduced blood neutrophil and Ly6C^hi^ monocyte counts (Figure 7D and Supplemental Figure 10D), and a lower proportion of these inflammatory cells aggregated with platelets (Figure 7E and Supplemental Figure 10E). Post-sepsis platelet transfusions also reduced plasma levels of TNF-α and IL-6 (Figure 7F) and the organ injury biomarker aspartate aminotransferase (AST) (Figure 7G). We also detected a reduction in neutrophil migration and a trend toward decreased plasma protein leakage into the lung airspaces (Figure 7, H and I, and Supplemental Figure 10F).

In contrast with other inflammatory mediators and in concordance with our in vitro studies, the levels of plasma NETs were increased following transfusions with post-sepsis platelets (Figure 7J). These results suggest that transfusions enriched in CD40L^hi^ platelets generated after sepsis promote the release of NETs to enable more efficient bacterial containment, which results in reduced inflammation and organ injury. Most important, mice transfused with post-sepsis platelets were protected from death compared with mice transfused with normal platelets (Figure 7K). We conclude from these experiments that transfusions of post-sepsis platelets, enriched in spleen-derived CD40L^hi^ immune-skewed platelets, are strongly immunomodulatory in sepsis.

Since sepsis might significantly modify platelet phenotypes beyond CD40L expression (36), we repeated the platelet transfusion experiments using platelets from *Cd40l^–/–^* mice obtained 5 days after saline or CS injection (Supplemental Figure 11A). We did not observe any differences in blood bacterial load, circulating inflammatory cells, or plasma TNF-α, IL-6, AST, or NET levels (Supplemental Figure 11, B–G). These results suggest that the protective effects observed with post-sepsis platelet transfusions are dependent on the expression of CD40L on platelets.

## Discussion

Platelets are critical immune effectors, and yet we are still learning about the important sites of production and their immune capabilities (5, 9). Sepsis commonly provokes thrombocytopenia, which leads to emergency platelet production to avoid bleeding (37). Although it is known that sepsis induces extramedullary myelopoiesis in the spleen (15, 38), less is known about the dynamics and localization of megakaryopoiesis and platelet production. The presence of MEPs and platelet-producing MKs in the spleen during homeostasis (1) led us to hypothesize that splenic MKs could be essential in emergency platelet production following sepsis-induced thrombocytopenia. Our results indicate that sepsis dramatically increased splenic megakaryopoiesis and platelet production and that splenic MKs and their platelet progeny were unique in both their immune function and their regulation by IL-3.

Until recently, megakaryopoiesis and platelet production were thought to occur solely in the BM, but intravital microscopy studies have revealed platelet-producing MKs in the spleen and lung during homeostasis (1). Our results indicate that sepsis induced an important increase of MKs and their progenitor cells, MEPs, in the spleen, while MEPs in the BM were decreased. In homeostasis or in response to injuries such as myocardial infarction, hematopoietic progenitors are known to exit the BM and relocate to other tissues for extramedullary hematopoiesis (14, 25, 39). This process is in part governed by the SNS, which controls the expression and secretion of retention factors in the BM (21, 22). In line with previous reports (23, 24), we observed that sepsis boosted SNS activity to reduce medullar SCF levels by acting on β3-adrenergic receptors present on the LepR^+^ perivascular cells and, in turn, allowing the release of MEPs into the circulation.

The spleen is a well-characterized extramedullary hematopoietic site (12). In induced extramedullary hematopoiesis assays, splenic endothelial cells and Tcf21-expressing perivascular cells were found to control SCF levels and eventually the splenic engraftment of hematopoietic progenitors (26). Using spleen transplantation and lineage-tracing experiments, we reveal that sepsis enhanced splenic SCF levels and drove BM-released and circulating MEPs to engraft. In the BM, megakaryopoiesis is promoted by thrombopoietin and other cytokines (27). IL-3 is a cytokine known for being greatly increased after sepsis and for enhancing BM myelopoiesis (30). Our results indicate that splenic megakaryopoiesis in response to sepsis was driven by IL-3, not Tpo. Increases in the levels of IL-3, and potentially those of other splenic sources of cytokines, had profound effects on the production of immune-skewed MKs in the spleen. These immune-skewed MKs contributed to 3%–4% of circulating platelets during homeostasis, but with sepsis, the production of this platelet pool rose to greater than 13% of total platelets, with the immune signature of spleen-derived platelets being the expression of surface CD40L. To our knowledge, this is the first description of a circulating platelet subpopulation.

CD40L on platelets participates in immune responses either by direct contact with other cell types or after being shed from the platelet surface (31, 40). We observed that platelets enhanced the release of NETs, which led to more efficient microbial containment, and this effect was dependent on platelet expression of CD40L. Likewise, transfusion of post-sepsis platelets, enriched in splenic production of CD40L, led to improved bacterial clearance (perhaps through increased NETs), reduced organ injury, and improved survival, and this protective effect was lost when platelets were sourced from *Cd40l^–/–^* mice. Taken together, these data strongly implicate the platelet CD40L pathway in protective responses in sepsis, however, other factors might be involved and will be investigated in future studies. Approximately one-third of sepsis survivors are readmitted to the hospital within 90 days (41). The production of an immune-protective platelet pool during sepsis might also represent the host adaptation to fight against post-sepsis syndrome, which is characterized by prolonged immunosuppression and the threat of a secondary infection.

Our findings could inform precision therapy for sepsis through a cellular approach of transfusing platelets that are preprogrammed for immune functions like enhancing microbial clearance directly or through interactions with other immune cells. Because of the increased demand for platelet transfusions and the limitations of blood donation, major progress has been made in the production of platelets in vitro (42). We believe our study represents a first step in the characterization of a unique platelet population with immunoprotective capacities and could add sophistication to these approaches by enabling the production of platelets for specific indications, such as in sepsis.

## Methods

### Animals

Mice were housed and bred under specific pathogen–free conditions at the UCSF Laboratory Animal Research Center. Male and female mice between 8 and 12 weeks of age were used for the experiments. WT C57BL/6J, C57BL/6-Tg(Pf4-icre)Q3Rsko/J, B6.Cg-*Gt(ROSA)26Sor^tm14(CAG-tdTdTomato)Hze^*/J, B6.129(Cg)-*Gt(ROSA)26Sor^tm4(ACTB-tdTdTomato,-EGFP)Luo^*/J, C57BL/6-Tg(UBC-GFP)30Scha/J, B6.129(Cg)-*Lepr^tm2(cre)Rck^*/J and B6.129S2-CD40lg^tm1lmx^/J mice were purchased from The Jackson Laboratory. *c-mpl*^−/−^ mice (on a C57BL/6 background) were obtained from Genentech through a material transfer agreement.

### CS sepsis model

The CS preparation was produced as described previously (17). Briefly, cecal content from C57BL/6J mice was mixed with a solution of PBS and 10% glycerol at a ratio of 1 mL per 100 mg cecal content. The CS was then filtered sequentially through 4 sterile meshes (860, 380, 190, and 74 μm). The CS (200 μL) was administered i.p. for nonlethal sepsis. Mice received daily s.c. injections of 700 μL normal saline solution to alleviate fluid loss during sepsis for 48 hours. The rectal temperature was measured by insertion of a temperature sensor under anesthesia. For survival experiments, the mice were administered 400 μL CS i.p.

### LPS sepsis model

LPS from *Escherichia coli* O111:B4 (10 mg/kg) was administered i.p. to C57BL/6 WT mice to model nonlethal sepsis. Mice received daily s.c. injections of 700 μL normal saline solution for supportive care during sepsis. The mice were euthanized 3 days after LPS.

### In vivo treatments

#### Treatment with β_3_ adrenergic receptor antagonist.

Mice were injected twice daily i.p. with SR59230A, a selective adrenergic β_3_ receptor antagonist obtained from MilliporeSigma, at a dose of 5 mg/kg.

#### Adoptive transfer of GFP^+^ MEPs.

Approximately 50,000 Lin^–^c-Kit^+^Sca-1^–^CD34^–^CD16^–^CD32^–^ MEPs were sorted from UBC-GFP mice and adoptively transferred i.v. into C57BL/6J mice.

#### In vivo Scf neutralization.

C57BL/6J mice were injected i.v. with 300 μg anti-mouse anti-SCF antibody or control goat IgG (R&D Systems) in 300 μL PBS the day before and 2 days after sepsis induction. On the day of sepsis induction, 50,000 sorted GFP^+^ MEPs were adoptively transferred i.v.

#### In vivo IL-3 neutralization.

C57BL/6J, Pf4-Cre-tdTdTomato, or *c-mpl*^−/−^ mice were injected i.p. once daily for 3 or 5 days with either a neutralizing anti–mouse IL-3 antibody (100 mg, clone MP2-8F8, Bio X Cell) or control IgG1 (100 mg, clone HRPN, Bio X Cell).

### Spleen transplantation

The surgical procedure for mouse spleen transplantation was adapted from previously published protocols (43, 44). Briefly, donor mice were anesthetized with an i.p. injection of ketamine (50 mg/kg) and xylazine (10 mg/kg). After ensuring adequate anesthesia with a paw pinch, a midline abdominal incision was made, and the intestines were moved to the right flank of the abdomen to expose the spleen. The spleen was then covered with a piece of sterile gauze soaked with warm saline (37°C) to minimize its damage during surgery. The short gastric vein, superior pancreaticoduodenal vein, and left gastric vessels were ligated with 7-0 silk suture, respectively. The part of the portal vein connecting to the splenic vein was then dissected and mobilized (for the creation of the splenic vein–portal vein patch later). The spleen and the connected pancreatic tissue were flipped to the right flank of the abdomen to expose the splenic artery, the celiac trunk, and the aorta. Heparin (50 units) was then injected into the inferior vena cava (IVC). The abdominal aorta near the celiac trunk was dissected and mobilized (for the creation of the splenic artery–celiac trunk–abdominal aorta patch later). The portal vein distal to the splenic vein and the aorta above the celiac trunk were ligated with a 7-0 suture. The spleen was perfused with 3–4 mL cold heparinized saline (4°C, 100 units/mL) through the abdominal aorta. The splenic artery–celiac trunk–abdominal aorta patch was prepared by transecting the aorta below the celiac trunk. The splenic vein–portal vein patch was prepared by transecting the portal vein proximal to the liver. The spleen graft was then removed and preserved in cold saline (4°C). For the recipient mice, the aorta and IVC were cross-clamped using 2 microvascular clips. The splenic artery–celiac trunk–abdominal aorta patch was anastomosed to the recipient aorta, and the splenic vein–portal vein patch was anastomosed to the recipient IVC using 11-0 sutures. The microvascular clips were removed to perfuse the donor spleen. The native splenic artery and vein were occluded with a 7-0 suture, and the recipient native spleen was removed. The abdomen was closed with a 6-0 suture. Mice received buprenorphine (0.1 mg/kg) every 12 hours for 2 days after the operation. The duration of ischemia of the spleen graft ranged from 30–35 minutes.

### Splenectomy

The procedure for mouse splenectomy was as follows. The mouse was placed on the surgical platform with its left side facing up after anesthesia via ketamine (50 mg/kg) and xylazine (10 mg/kg). The fur on the left side was shaved, and the skin was wiped with an antiseptic povidone-iodine pad and a 70% ethanol pad. A 2 cm horizontal skin incision midway between the last rib and the hip joint was made with surgical scissors. After loosening the connective tissue, a 1 cm incision was made in the peritoneal wall. The spleen was then gently pulled out with forceps. The splenic artery and vein were ligated with a 7-0 silk suture, and the spleen was removed. The peritoneal wall was closed with 1 absorbable 5-0 silk suture, and the skin was closed with two 5-0 silk sutures. Mice received buprenorphine (0.1 mg/kg) every 12 hours for 2 days after the operation. The mice were injected with saline or CS seven days after the splenectomy.

### Cell collection

BM cells were collected by flushing bones with PBS before passing through a 26 gauge needle to create a single-cell suspension, and RBCs were lysed with RBC lysis buffer (BioLegend). Spleens were crushed onto either a 40 μm or 100 μm filter, followed by RBC lysis. Lungs were placed in 2 mL PBS with 5 μg/mL DNaseI (Roche) and 0.5 mg/mL Liberase (Roche), minced with scissors in 15 mL tubes, and digested for 30 minutes at 37°C before filtration through a 100 μm cell strainer and RBC lysis. Peripheral blood was collected by retro-orbital bleeding or vena cava puncture before RBC lysis. For BM stromal cell isolation, BM was digested in digestion mix (1 mg/mL collagenase IV, MilliporeSigma, C5138), 2 mg/mL dispase (Gibco, Life Technologies, Thermo Fisher Scientific, 17105-041), and 5 μg/mL DNase I (Thermo Fisher Scientific, 90083) in HBSS buffer (Gibco, Life Technologies, Thermo Fisher Scientific, 14025-092), 3 times for 15 minutes at 37°C to isolate LepR^+^ and endothelial cells.

### Flow cytometry

Single-cell suspensions were stained in FACS buffer (0.5% BSA and 2 mM EDTA in PBS). The following anti-mouse antibodies were used for flow cytometry: anti-CD41 (BioLegend, clone MWReg30, lot B203702); CD42b (Emfret, clone Xia.G5, lot 0401-D); anti-CD45 (BioLegend, clone 30-F11, lot B294297); anti-CD3 (BioLegend, clone 17A2, lot B274725); anti-NK1.1 (BioLegend, clone PK136, lot B241353); anti-CD11b (BioLegend, clone M1/70, B279987); anti-F4/80 (BioLegend, clone BM8, lot B280040); anti-B220 (BioLegend, clone RA3-6B2, lot B280298); anti-CD31 (BD Biosciences, clone 390, lot 9140841); anti-Ter119 (BioLegend, clone TER-119, lot B286863); anti-CD34 (BD Biosciences, clone RAM34, lot 9015677); anti-CD16/32 (BD Biosciences, clone 2.4G2, lot 9133882); anti-Kit (BD Biosciences, clone 2B8, lot 8239973); anti-Sca1 (BioLegend, clone D7, lot B301237); anti–Gr-1 (BioLegend, clone RB6-8C5, lotB288472); anti-CD19 (BioLegend, clone 6D5, lot B248057); anti-CD49b (BioLegend, clone DX5, lot B272165); anti-90.2 (BioLegend, clone 53-2.1, lot B274408); anti-CD11c (BioLegend, clone N418, lot B262129); anti–IL-7Ra (BD Biosciences, clone SB/199, lot 9275199); anti–Ly-6G (BD Biosciences, clone 1A8, lot 9058981); anti-CD115 (BioLegend, clone AFS98, lot B268245); anti–Ly-6C (BioLegend, clone HK1.4, lot B268312); anti-CD40L (BioLegend, clone MR1, lot B270104); anti-CD62P (Emfret, clone Wug.E9, lot FE); anti-SiglecF (BD Biosciences, clone E50-2440, lot 9197200); anti-CD123 (Miltenyi Biotec, clone REA114, lot 1320020550); anti-KI67 (Invitrogen, Thermo Fisher Scientific, clone SolA15, lot 2191034); and anti-CD138 (BioLegend, clone 281-2, lot B286625).

All antibodies were used at a 1:700 dilution. Viable cells were identified as unstained with DAPI (Invitrogen, Thermo Fisher Scientific, D1306) or with LIVE/DEAD Fixable Far Read Dead Cell Stain kit or LIVE/DEAD Fixable Aqua Dead Cell Stain kit (both from Invitrogen, Thermo Fisher Scientific). Cells were identified as MKs (CD41^+^CD42b^+^Lin1^–^CD45^+^Tom^+^) using Pf4-cre- B6.Cg-*Gt(ROSA)26Sor^tm14(CAG-tdTdTomato)Hze^*/J mice; MK-erythrocyte progenitors (MEPs) (CD45^+^CD34^+^CD1632^–^Lin2^–^Sca1^–^Kit^+^); LSK cells (CD45^+^CD34^+^Lin2^–^Sca1^+^Kit^+^); platelets (CD41^+^CD42b^+^CD45^–^); BM leptin receptor cells (CD45^–^CD31^–^Ter119^–^Tom^+^) using Lepr-Cre-B6.Cg-*Gt(ROSA)26Sor^tm14(CAG-tdTdTomato)Hze^*/J mice; BM endothelial cells (CD45^–^CD31^+^Ter119^–^); blood Ly-6C^hi^ monocytes (CD45^+^CD11b^+^Ly-6G^–^Ly-6C^hi^); blood neutrophils (CD45^+^CD11b^+^Ly-6G^+^); bronchoalveolar lavage (BAL) neutrophils (CD45^+^CD11b^+^Ly-6G^+^F4/80^–^); BAL alveolar macrophages (CD45^+^F4/80^+^CD11b^–^SiglecF^+^); platelet-neutrophil aggregates (CD45^+^CD11b^+^Ly-6G^+^CD41^+^); and platelet-Ly-6C^hi^ monocytes (CD45^+^CD11b^+^Ly-6G^–^Ly-6C^hi^CD41^+^). Lineages were defined as Lin1 (NK1.1, CD3, CD11b, F4/80, B220) and Lin2 (Gr-1, Ter119, CD11b, B220, CD19, CD49b, CD90.2, CD11c, Il-7Ra).

The following anti-human antibodies were used for flow cytometry: anti-CD41a (BD Pharmingen, clone HIP8, lot 9171960); anti-CD42b (BD Pharmingen, clone HIP1, lot 9247599); anti-CD45 (BioLegend, clone 2D1, lot B293149); anti-CD2 (STEMCELL Technologies, clone RPA-2.10, lot 1000018050); anti-CD11b (STEMCELL Technologies, clone ICRF44, lot 1000017695); anti-CD14 (Invitrogen, Thermo Fisher Scientific, clone 61D3, lot 2124592); anti-CD56 (STEMCELL Technologies, clone HCD56, lot SC07565); anti-CD235 (BioLegend, clone HIR2, lot B263799); anti-CD11c (Invitrogen, Thermo Fisher Scientific, clone3.9, lot 2087652); anti-CD3 (STEMCELL Technologies, clone UCHT1, lot 1000010685); anti-CD19 (STEMCELL Technologies, clone HIB19, lot 1000019049); anti-CD66b (BioLegend, clone G10F5, lot B215969); anti-CD16 (STEMCELL Technologies, clone 3G8, lot BX31455); anti-CD24 (Invitrogen, Thermo Fisher Scientific, clone eBioSN3, lot 1938843); and streptavidin (BioLegend, lot B267737). MKs were identified as CD45^+^Lin^–^ (CD2, CD11b, CD14, CD56, CD235, CD11c, CD3, CD19, Cd66b, CD16, CD24) CD41a^+^CD42b^+^.

### MK ploidy assay

After BM and splenic cell collection, cells were placed onto a BSA gradient to isolate MKs. After fixation using 0.5% formaldehyde on ice for 30 minutes, MKs were stained with a solution containing 2 mM MgCl_2_, 0.005% saponin, 10 mg/mL propidium iodide, and 10 IU/mL RNAse A for 2 hours at 4°C and immediately analyzed on an LSR II flow cytometer (BD Biosciences).

### Cell sorting

BM or splenic cells were stained for specific cell population identification and sorted using a FACS Aria III cell sorter (BD Biosciences).

### ELISAs

SCF and CXCL12 from serum and BM fluid were measured using ELISA kits (MCK00 from R&D Systems and MCX120 from R&D Systems, respectively). Briefly, to collect BM fluid, a small hole was made at the tip of the long bones before spinning the BM out of the bones by centrifugation at 6000*g* for 6 minutes. Supernatant was then collected. IL-3 and TPO from serum was measured using ELISA kits (EK0403 from BosterBio and MTP00 from R&D Systems). IL-6 and TNF-α from plasma were measured using ELISA kits (M6000B from R&D Systems and MTA00B from R&D Systems, respectively). To quantify soluble NETs (citrullinated histone H3–DNA complexes), a custom ELISA was used. For antibody capture, an anti-citrullinated histone H3 antibody (ab5103, Abcam) was used. Detection of complexes was done using anti–DNA-HRP conjugate (Cell Death Detection ELISA^plus^ Kit, Roche; ref. 45).

### MK CFU assay

Five thousand sorted MEPs from BM or spleen were plated on MegaCult medium with cytokines (MegaCult-C Complete Kit with Cytokines, 04971, STEMCELL Technologies) following the manufacturer’s instructions. MK CFU were counted after 8 days in a 5% CO_2_ incubator at 37°C.

### PCR

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN) or the RNeasy Micro Kit (QIAGEN) according to the manufacturer’s instructions. DNAse digestion, during RNA purification, was done using the RNase-free DNase Set (QIAGEN). RNA quantity and quality were measured using NanoDrop (Thermo Fisher Scientific). Total RNA (1 g) was taken for cDNA generation using iScript Reverse Transcription Supermix for RT-qPCR (Bio-Rad). Quantitative real-time TaqMan PCR was performed with the following TaqMan primers (Applied Biosystems): *Il6* (Mm00446190_m1); *Csf2* (Mm01290062_m1); *Il1b* (Mm00434228_m1); *Cxcl12* (Mm00445553_m1); *Il3* (Mm00439631_m1); *Kitl* (Mm00442972_m1); *Thpo* (Mm00437040_m1); and *Ccl5* (Mm01302427_m1). PCR was run on a Viia7 cycler, and gene expression was normalized to *GAPDH* and quantified with the 2ΔΔCt method.

### Preparation of mouse platelets for transfusion

As previously described (46, 47), blood was drawn from the inferior vena cava into a syringe containing acid citrate dextrose (MilliporeSigma, C3821). Platelet-rich plasma was obtained by mixing blood with modified HEPES-Tyrode buffer (140 mM NaCl, 2 mM KCl, 12 mM NaHCO_3_, 0.3 mM NaH_2_PO_4_, 1 mM MgCl_2_, 5.5 mM glucose, 5 mM HEPES, pH 6.8) containing 0.35% BSA, followed by centrifugation at 300*g* for 4 minutes. Prostacyclin (PGI_2_) was added to platelet-rich plasma (PRP) (500 nM final concentration), and platelets were then pelleted by centrifugation at 1000*g* for 6 minutes. Pelleted platelets were resuspended in modified HEPES-Tyrode buffer (pH 7.38) containing the adenosine diphosphate (ADP) scavenger apyrase (adenosine-5′-triphosphate diphosphohydrolase, 0.02 IU/mL final) before being rested for 45 minutes at 37°C. For platelet transfusions, recipient mice were injected i.v. with 3 × 10^8^ platelets, and BSA was added to a final concentration of 150 mg/g body weight of mice.

### Bacterial colony-forming assays

Whole blood samples were diluted, plated on tryptic soy agar (BD DIFCO), and incubated at 37°C. The number of bacterial colonies was counted 12–14 hours after incubation.

### Intravital imaging

2PIVM was used to observe MKs and platelet production in real time in mice (1, 48). Mice were anesthetized with ketamine and xylazine and secured with surgical tape to a custom heated microscope stage. A tracheal cannula was inserted and attached to a MiniVent mouse ventilator (Harvard Apparatus). Mice were ventilated with a stroke volume of 10 μL air (21% O_2_) per gram of mouse body weight, with a respiratory rate of 125 breaths per minute and a positive-end expiratory pressure of 2–3 cm H_2_O. Isoflurane (1%) was delivered continuously to maintain anesthesia. For spleen imaging, a skin incision was made on the left flank and along the costal margin to expose and externalize the spleen. A custom stainless-steel window (Supplemental Figure 2B) was fitted with an 8 mm round coverslip and applied to the spleen. For gentle immobilization of the preparation, 20–25 mmHg of suction was applied using a vacuum regulator (Amvex), and the window was secured to the stage using a set of 2 optical posts and a 90 degree angle post clamp (Thorlabs). A 2-photon microscope objective (CFI75 Apochromat 25XC W 1300, Nikon) was then lowered into place over the window for imaging. For BM 2PIVM, the calvarium was exposed at the coronal suture of the frontal bone. The imaged region was stabilized by a 3D printed apparatus that was affixed to the mouse skull with Vetbond and attached to the heated stage below, as described previously (1).

Intravital imaging was performed with a Nikon A1R Multi-photon microscope equipped with a Mai Tai DeepSee IR Laser (Spectra Physics) that was tuned to 950 nm for excitation of GFP and tdTdTomato. Emitted light was detected using a 25× water lens (Nikon) with green (500–550 nm) and red (570–620 nm) filters. Spleen images were captured with a high-resolution resonant scanner (512 × 512) and BM images using a high-resolution galvano scanner (512 × 512). The microscope was controlled using NIS Element AR software (5.11). A 352.256 μm × 336.384 μm x–y BM surface area (0.1185 mm^2^) was captured, and *Z*-stack images were acquired with total *Z*-depths of 10 μm. A 972.135 μm × 699.792 μm x–y spleen surface area (0.6803 mm^2^) was captured, and *Z*-stack images were acquired with total *Z*-depths of 10 μm. Images were analyzed using Imaris 9.5.1 software.

### Tyrosine hydroxylase staining

For tyrosine hydroxylase staining (25), freshly dissected femurs from mice were fixed in PBS and 2% PFA overnight at 4°C. After 2 washes with PBS, the bones were incubated in PBS and 30% sucrose overnight at 4°C. The bones were embedded in OCT (Thermo Fisher Scientific) and frozen. The OCT blocks were longitudinally cut with a cryostat (Leica) and washed several times to remove the OCT. The bones were placed into a 1.5 mL Eppendorf tube and were on rotation in the dark at room temperature (RT) for the staining process. The bones were first placed in blocking buffer (PBS plus 5% donkey serum, MilliporeSigma), 10% dimethyl sulfoxide (Santa Cruz Biotechnology), 0.5% IgePal630 (MilliporeSigma), and 1% BlokhenII (Aves Labs)) overnight at RT. The bones were then stained for 3 days in staining buffer (PBS, 5% donkey serum, 10% dimethyl sulfoxide, 0.5% IgePal630) with anti–tyrosine hydroxylase antibody (1:500, rabbit anti-mouse antibody, MilliporeSigma, catalog AB152) and washed multiple times with PBS for an entire day. The bones were then stained in staining buffer with a secondary antibody (1:300, donkey anti–rabbit IgG [H+L] antibody, Alexa Fluor 546, Thermo Fisher Scientific, A10040) for 3 days and washed around multiple times for an entire day with PBS. Next, the samples were stained with DAPI (1:2000, MilliporeSigma) in PBS for 30 minutes and washed twice with PBS for 30 minutes for each washing. Images were acquired using a Leica SP5 confocal microscope and analyzed with ImageJ software (NIH). To quantify neural fibers, the total TH^+^ area was normalized to the total DAPI-labeled BM area.

### Human spleen immunofluorescence

Human spleen samples from organ donors were fixed in 1% formaldehyde for 2 hours, cryoprotected with 30% sucrose overnight, and frozen in OCT. Cryosections (100 μm thick) were stained with primary antibodies (anti-CD42b, clone SP219, Abcam and anti-CD45, clone H130, BioLegend) in PBS with 0.3% Triton X-100, 0.2% BSA, and a 10% secondary host serum overnight. After washing, the sections were incubated with a secondary antibody (anti–rabbit IgG, AF488, Jackson ImmunoResearch) in PBS with 0.3% Triton X-100 before washing and mounted with VECTASHIELD (Vector Laboratories). Images were acquired using a Nikon A1R confocal microscope (UCSF Biological Imaging Development Center [BIDC]).

### Histology

Mouse femurs and spleens were fixed in 10% formalin for 24 hours. The femurs and spleens were then processed, paraffin wax embedded, sectioned and stained with H&E for analysis. Images were acquired with an Axio ScanZ.1 microscope (Zeiss).

### Platelet, neutrophil, and MRSA coincubations

BM cells were harvested in RT PBS without calcium. RBCs were eliminated after incubation of the pellet with 4 mL of 0.2% NaCl for 30 seconds. Cells were layered over 62% Percoll and centrifuged (1000*g* without braking for 30 minutes at RT). Neutrophils were recovered from the cloudy pellet obtained. Purity was checked by cytospin and was greater than 90% in all experiments. Cells were resuspended in PBS and plated per well in 96-well plates. For NETs ELISA experiments, neutrophils (2.5 × 10^5^ neutrophils) were cultured at 37°C and 5% CO_2_ and stimulated with MRSA (1.25 × 10^6^ CFU) and platelets (2.5 × 10^7^ platelets) for 4 hours. For CFU experiments, neutrophils (5 × 10^5^ neutrophils) were cultured at 37°C and 5% CO_2_ and stimulated with MRSA (3 × 10^7^ CFU) and platelets (1 × 10^8^ platelets) for 4 hours in DMEM. We used the SF8300 strain of MRSA (methicillin-resistant *S. aureus*, obtained from C. Chambers, UCSF), which is a minimally passaged USA300 clinical strain representative of the epidemic clone USA300-0114 (45). Cell-free supernatant was used to measure NETs by ELISA and supernatant for MRSA CFU capacities using tryptic soy agar (BD DIFCO).

### NETs in vitro assay

BM cells were harvested in RT PBS without calcium. RBCs were eliminated after incubation of the pellet with 4 mL 0.2% NaCl for 30 seconds. Cells were layered over 62% Percoll and centrifuged (1000*g* without braking for 30 minutes at RT). Neutrophils were recovered from the cloudy pellet obtained. Purity was checked by cytospin and was greater than 90% in all experiments. Cells were resuspended in PBS and plated in 96-well plates. Neutrophils (2.5 × 10^5^ neutrophils) were cultured at 37°C and 5% CO_2_ and stimulated with 200 ng/mL mouse recombinant CD40L (R&D Systems) or with 100nM PMA (MilliporeSigma) for 4 hours. Cell-free supernatant was used to measure NETs by ELISA.

### RNA-Seq analysis

For RNA-Seq experiments, we used Pf4-TdTomato mice and sorted CD41^+^CD42b^+^Lin1^–^CD45^+^Tom^+^ cells from BM and spleen, 5 days after saline treatment or sepsis, and the cells were prepared for single-cell suspension and flow cytometric analysis. Three independent replicates were used for each population. Total mRNA was isolated from 300 purified cells using the SMART-Seq HT kit (Takara Bio). An mRNA library was prepared by the UCSF Functional Genomics Core using the Nextera XT DNA Library Prep kit (Illumina).

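Genes were also counted with an absolute log2 fold change of at least 2, the line drawn in Figure 5F and Supplemental Figure 8E, in addition to an adjusted p under 0.05. Between BM and splenic MKs after saline, 251 genes passed both in edgeR, 105 higher in BM MKs and 146 in splenic MKs. Without the expression filter, which raised the number of tested genes to 45788, 529 genes passed the adjusted p alone (230 higher in BM MKs and 299 in splenic MKs), and DESeq2 split its calls into 429 higher in BM MKs and 624 in splenic MKs. In limma-voom with quality weights 185 genes passed (44 and 141), and in an edgeR fit of the 6 saline libraries alone 179 (64 and 115).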

Using log ratio and fold-change cutoffs (FDR <0.05), we found 776 genes that were differentially expressed in the saline condition: 275 were upregulated in BM MKs and 501 in splenic MKs. In the sepsis condition, we found 789 genes that were differentially expressed: 306 were upregulated in BM MKs and 483 in splenic MKs. 

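After sepsis 360 genes passed both the adjusted p and the fold change minimum in edgeR, 121 higher in BM MKs and 239 in splenic MKs. Without the expression filter 595 genes passed the adjusted p alone (225 and 370), and DESeq2 split its calls into 551 higher in BM MKs and 697 in splenic MKs. In limma-voom with quality weights 724 genes passed (236 and 488), and in an edgeR fit of the 6 sepsis libraries alone 256 (86 and 170).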

Functional pathways representative of each gene signature were analyzed for enrichment in gene categories from the Gene Ontology Biological Processes (GO-BP) database (Gene Ontology Consortium) using Enrichr bioinformatics resources (49, 50). GO-BP categories with at least 3 genes and *P* values of less than 0.001 were identified. The BioVenn diagram was created using DeepVenn software (www.deepvenn.com; ref. 51).

### Data availability

The RNA-Seq data supporting the findings of this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE196607).

### Statistics

All data are presented as the mean ± SEM. The *n* value represents the number of mice in each experiment, as detailed in the figure legends. Statistical significance was determined using an unpaired, 2-tailed Student’s *t* test to compare 2 groups or a 1- or 2-way ANOVA for multiple-group comparisons. Statistical analyses were performed using GraphPad Prism 7 (Graphpad Software) and FlowJo 10.7 software (BD Biosciences). *P* values of 0.05 or less were considered statistically significant, as indicated by asterisks in the figures, unless otherwise noted.

### Study approval

All experiments conformed to ethical principles and guidelines approved by the IACUC of UCSF.

## Author contributions

CV designed and conducted most of the experiments, analyzed the data, and wrote the manuscript. MM, SJC, KMW, SR, EG, CC, and YS performed experiments. LQ performed the spleen transplantation experiments. RB analyzed data. DRC and JRG provided human spleen samples. SJC, ADL, EP, SMF, and FKS provided intellectual input and edited the manuscript. MRL designed, conducted experiments, analyzed data, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supplemental video 5

## Figures and Tables

**Figure 1:**
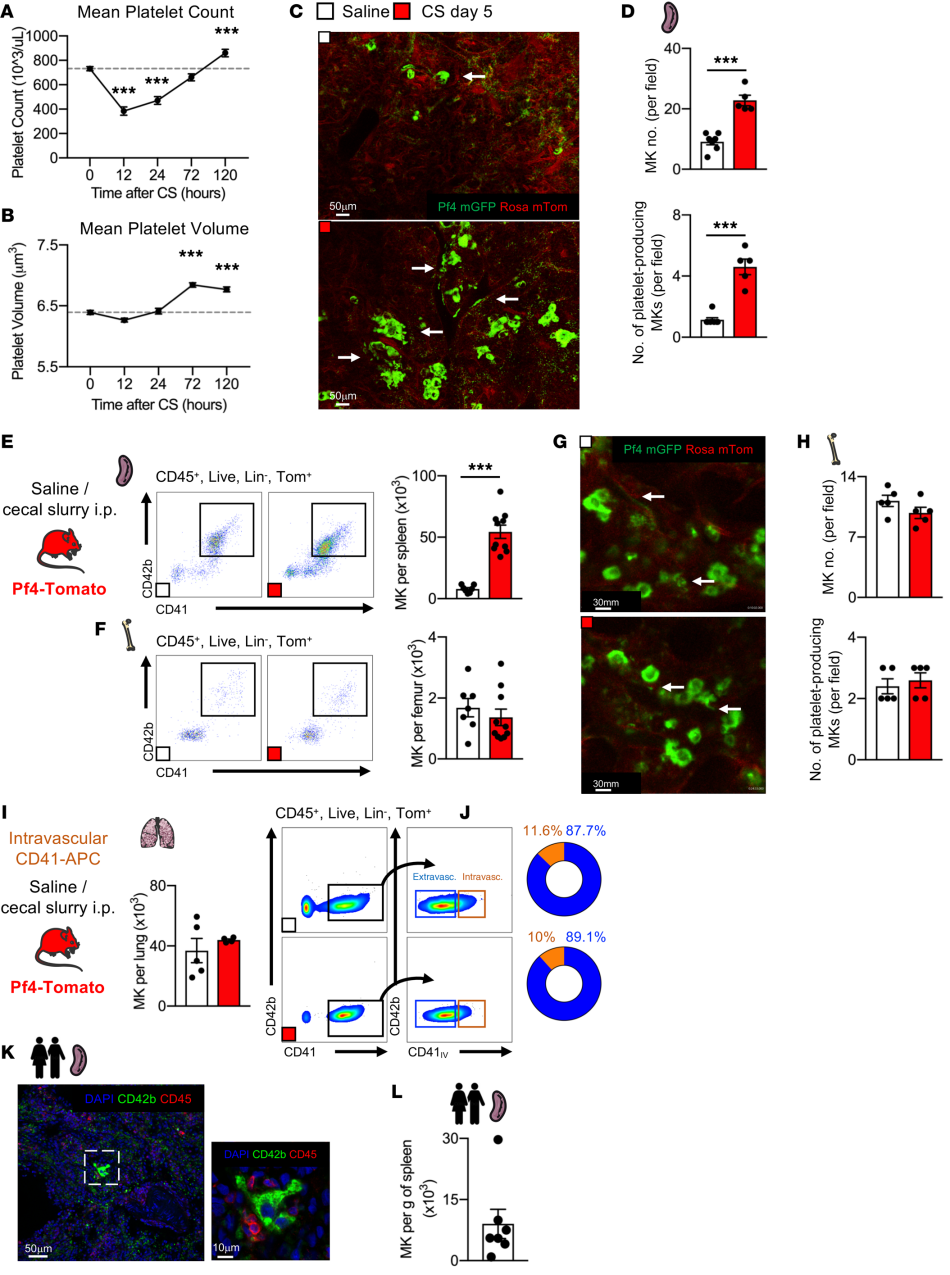
Sepsis induces splenic megakaryopoiesis and platelet production. (**A**) Mean platelet count and (**B**) mean platelet volume after CS injection. *n =* 12 and *n =* 24 mice, respectively. 2PIVM images (**C**) and analysis (**D**) of MK and platelet production (arrows) in spleens from Pf4-mTmG mice 5 days after saline or CS injection. *n =* 7 and *n =* 5 mice, respectively. Scale bars: 50 μm. Enumeration and analysis of MKs in the spleen (**E**) and the BM (**F**) 5 days after saline or CS injection. *n =* 7 and *n =* 10 mice, respectively. 2PIVM images (**G**) and analysis (**H**) of MKs and platelet production (arrows) in BM from Pf4-mTmG mice, 5 days after saline or CS injection. Scale bars: 30 μm. *n =* 5 mice per group. (**I**) Enumeration and analysis of MKs in the lungs 5 days after saline or CS injection. *n =* 5 and *n =* 4 mice, respectively. (**J**) Analysis and frequency of intravascular (intravasc.) and extravascular (extravasc.) MKs in the lungs 5 days after saline or CS injection. *n =* 5 and *n =* 4 mice, respectively. (**K**) Representative images of a MK in a human spleen. Scale bars: 50 μm and 10 μm. (**L**) Enumeration of MKs per gram of human spleen (*n =* 7). Data indicate the mean ± SEM. ***P < 0.0001, by 2-tailed, unpaired Student’s *t* test and 2-way ANOVA.

**Figure 2:**
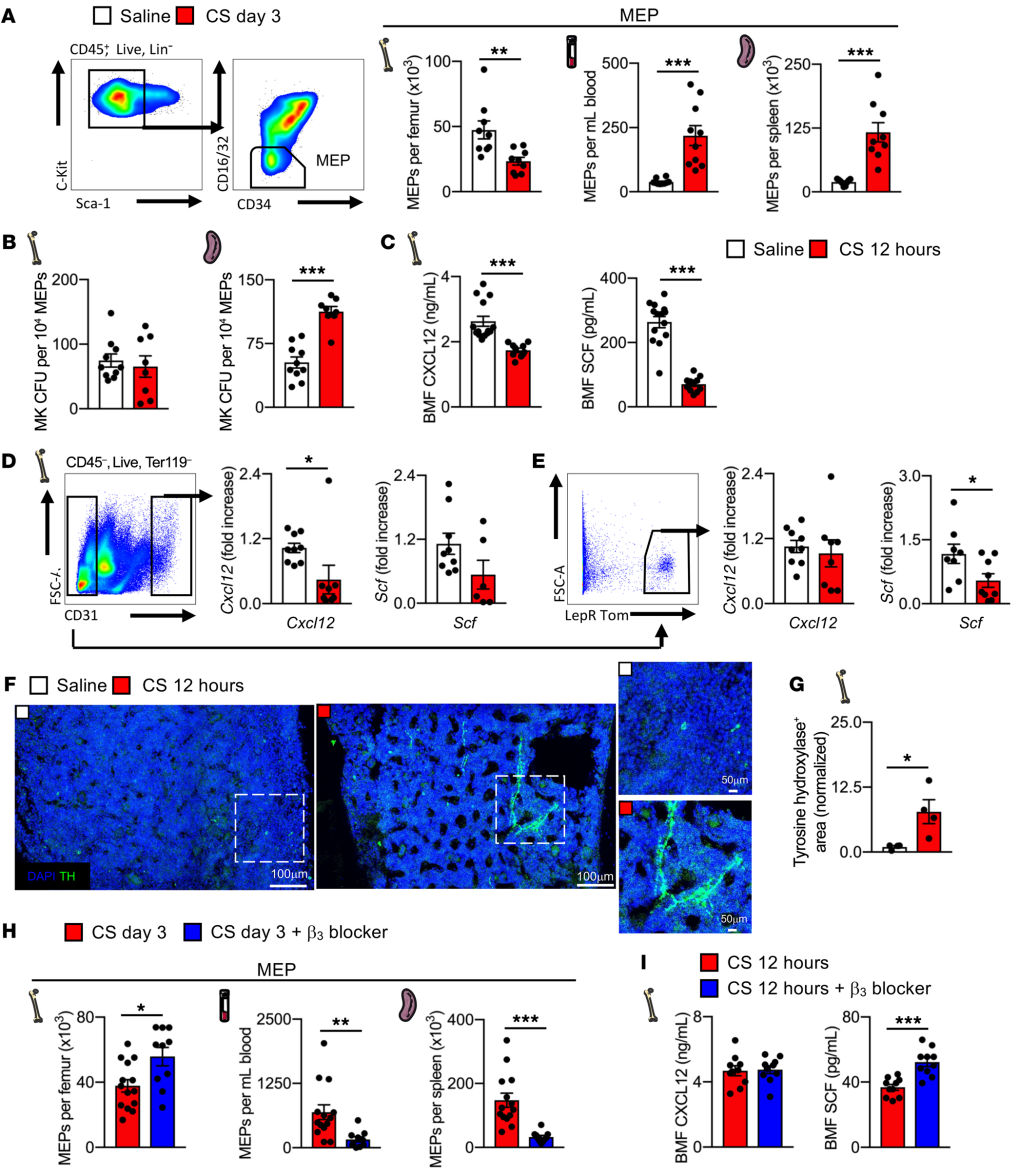
Sepsis induces adrenergic-dependent MEP egress from the BM. (**A**) Flow cytometric analysis of MEPs in the BM, blood, and spleen 3 days after saline or CS injection. *n =* 9 mice per group. (**B**) MegaCult colony-forming assay of BM and spleen MEPs 3 days after saline or CS injection. *n =* 10 and *n =* 8 mice, respectively. (**C**) BM CXCL12 and SCF levels 12 hours after saline or CS injection. *n =* 14 and *n =* 11, respectively. (**D** and **E**) Representative flow sorting of CD31^+^ endothelial and LepR^+^Tom^+^ stromal cells and expression of the retention factors *Cxcl12* and *Scf*, as assessed by quantitative PCR (qPCR) 12 hours after saline or CS injection. (**D**) *n =* 9, *n* = 8 and *n* = 9, *n* = 6 and (**E**) *n* = 9, *n* = 8 and *n* = 8, *n* = 9 mice, respectively. FSC-A, forward scatter area. (**F**) Representative images and (**G**) quantification of tyrosine hydroxylase (TH) staining in the BM 12 hours after saline or CS injection. *n =* 5 and *n =* 4 mice, respectively. Scale bars: 100 μm and 50 μm. (**H**) Flow cytometric analysis of MEPs in the BM, blood, and spleen 3 days after CS injection with or without β3 receptor antagonism. *n =* 14 and *n =* 10 mice, respectively. (**I**) BM CXCL12 and SCF levels 12 hours after CS injection with or without β3 receptor antagonism. *n =* 10 mice per group. Data indicate the mean ± SEM. Significance was assessed using a 2-tailed, unpaired Student’s *t* test. *P < 0.05, **P < 0.005, and ***P < 0.0001. BMF, bone marrow fluid.

**Figure 3:**
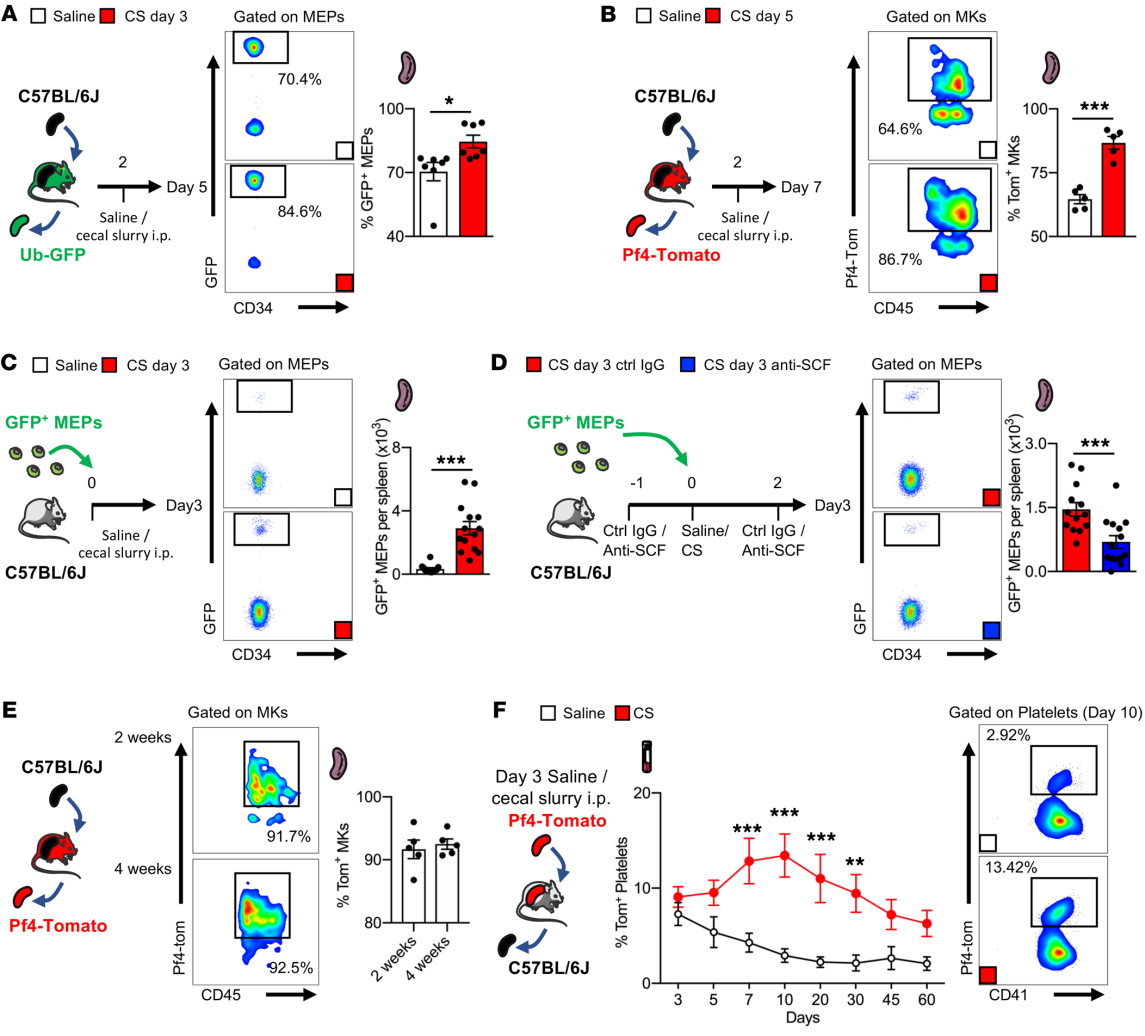
Sepsis promotes BM-derived MK engraftment and platelet production in the spleen. (**A**) Flow cytometric analysis of GFP^+^ MEPs in the spleen 5 days after saline or CS injection. *n =* 7 mice per group. (**B**) Flow cytometric analysis of Tomato^+^ (Tom^+^) MKs in the spleen 5 days after saline or CS injection. *n =* 5 mice per group. (**C**) Flow cytometric analysis of adoptively transferred GFP^+^ MEPs in the spleen 3 days after saline or CS injection. *n =* 12 and *n =* 14 mice, respectively. (**D**) Flow cytometric analysis of adoptively transferred GFP^+^ MEPs in the spleen 3 days after CS injection and treatment with control IgG or SCF-neutralizing antibody. *n =* 13 and *n =* 14 mice, respectively. (**E**) Flow cytometric analysis of Tomato^+^ MKs in the spleen 2 weeks and 4 weeks after transplantation. *n =* 5 mice. (**F**) Percentage of donor-derived CD41^+^, Tomato^+^ platelets. *n =* 7 mice per group. *P < 0.05, **P < 0.005, and ***P < 0.0001, by 2-tailed, unpaired Student’s *t* test (**A**–**D**) or 2-way ANOVA (**F**).

**Figure 4:**
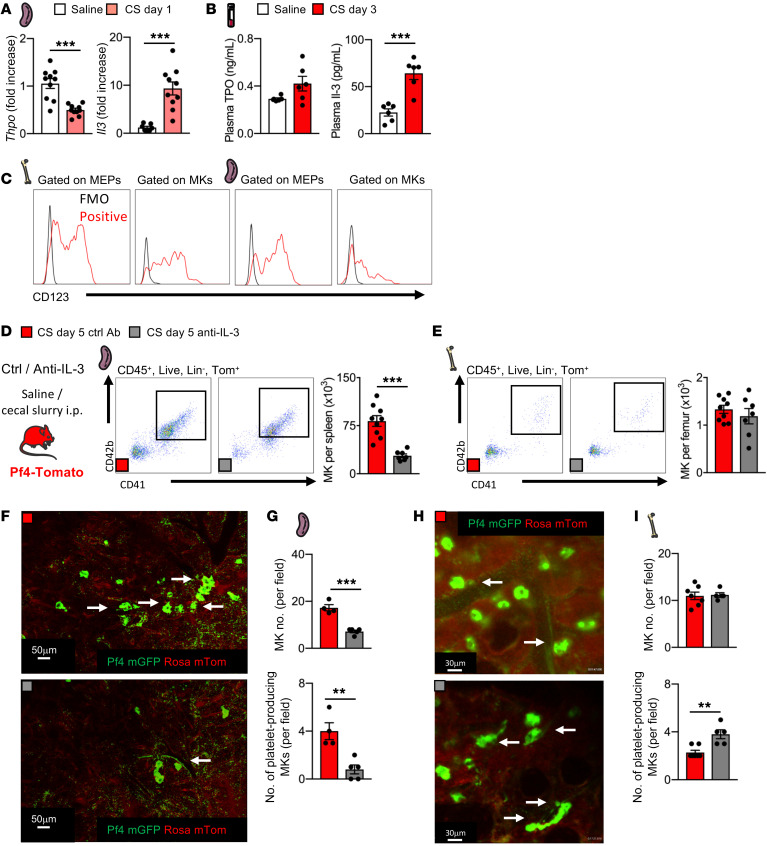
IL-3 drives MK maturation in the spleen during sepsis. (**A**) Expression of *Thpo* and *Il3* in the spleen as assessed by qPCR, 1 day after saline or CS injection. *n =* 10, *n =* 10 and *n* = 7, *n =* 10 mice, respectively. (**B**) Blood levels of TPO and IL-3 after saline injection 3 days after CS injection. *n =* 13, *n =* 9, *n* = 10 and *n* = 10, *n* = 8, and *n* = 9 mice, respectively. (**C**) Surface expression of IL-3Rα (CD123) on MEPs and MKs in the BM (left) and spleen (right). (**D** and **E**) Flow cytometric analysis of MKs in the spleen (**D**) and BM (**E**), 5 days after CS injection and treatment with anti-HRP or anti–IL-3–neutralizing antibody. *n =* 9 and *n =* 7 mice, respectively. Ctrl, control. (**F** and **G**) 2PIVM images (**F**) and analysis (**G**) of MKs and platelet production (arrows) in the spleen in Pf4-mTmG mice 5 days after CS injection and treatment with anti-HRP or anti–IL-3–neutralizing antibody. *n =* 4 and *n =* 5 mice, respectively. Scale bars: 50 μm. (**H** and **I**) 2PIVM images (**H**) and analysis (**I**) of MKs and platelet production (arrows) in the BM in Pf4-mTmG mice 5 days after CS injection and treatment with daily anti-HRP or anti–IL-3 antibody. Scale bars: 30 μm. *n =* 7 and *n =* 5 mice, respectively. Data indicate the mean ± SEM. **P < 0.005 and ***P < 0.0001, by 2-tailed, unpaired Student’s *t* test.

**Figure 5:**
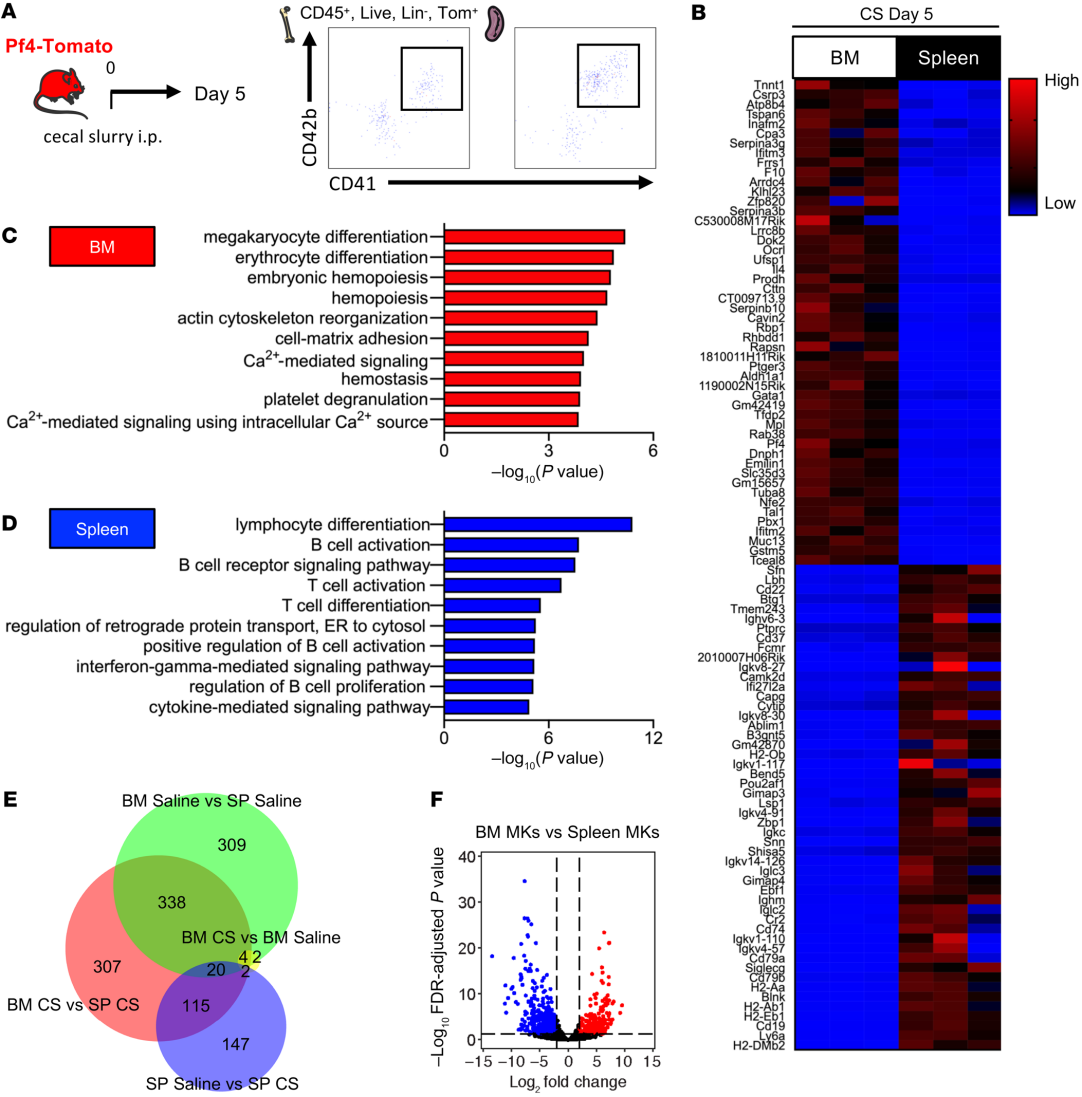
The spleen produces immune-skewed MKs. (**A**) Gating strategy for MKs in the spleen. (**B**) Pf4-Tomato^+^ MKs were sorted from the BM and spleen 5 days after sepsis, followed by mRNA isolation and sequencing. Relative mRNA expression from low (blue) to high (red) of the top 50 genes differentially increased in the BM versus spleen (upper part) and the top 50 genes differentially increased in the spleen versus BM (lower part). (FDR <0.05). (**C** and **D**) GO-BP analysis of genes upregulated in BM MKs (**C**) or upregulated in splenic MKs (**D**) 5 days after CS injection. The top 10 biological processes are shown. (**E**) BioVenn diagram of differentially expressed genes between BM and splenic (SP) MKs 5 days after saline or CS injection. (**F**) Volcano plots of DEG fold change between BM and splenic MKs 5 days after sepsis. *n =* 3 mice.

**Figure 6:**
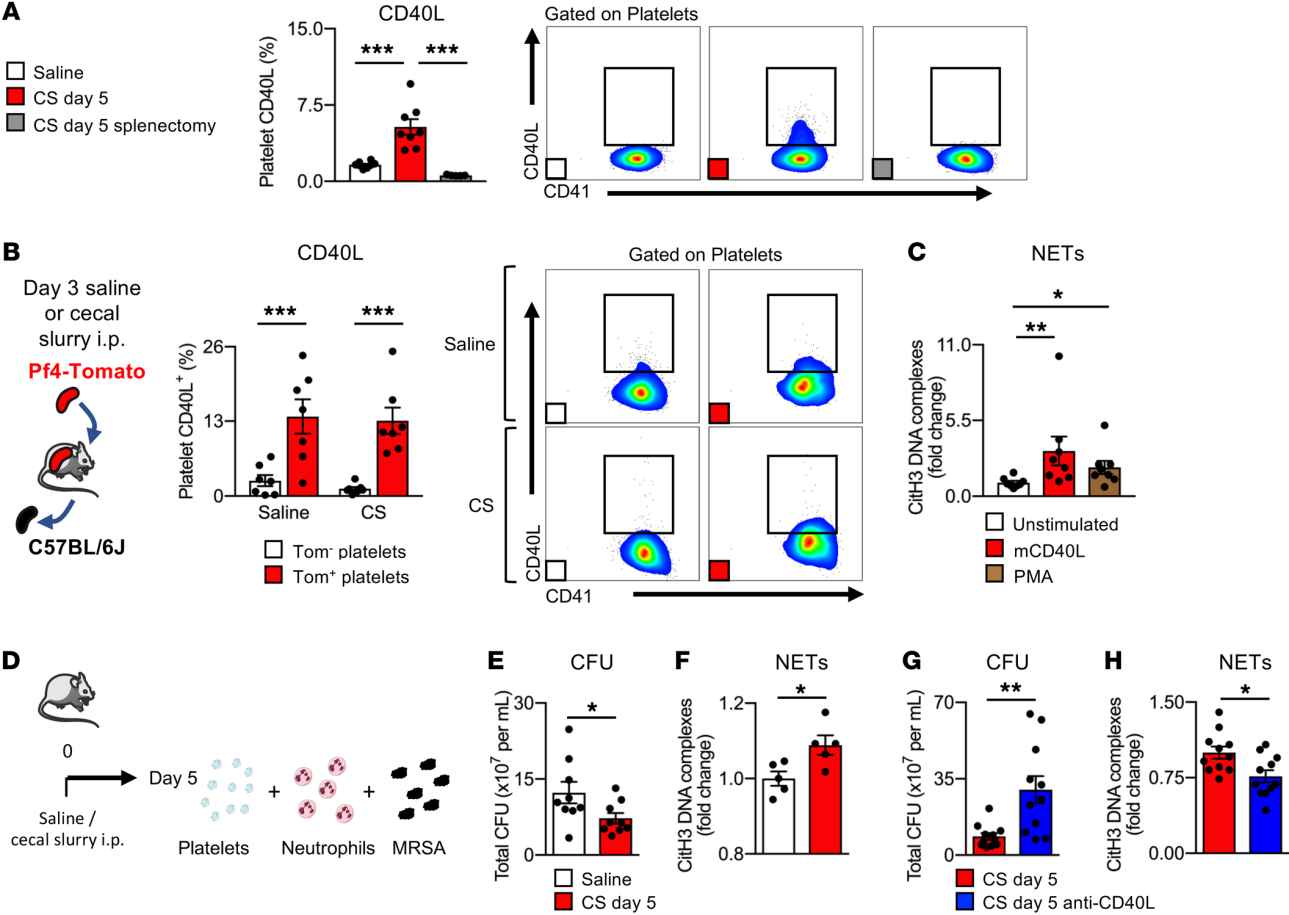
The spleen produces CD40L^hi^ platelets. (**A**) Percentage and analysis of CD40L^+^ platelets 5 days after saline injection, CS injection, or CS injection into splenectomized mice. *n =* 8, *n* = 8, and *n* = 5 mice, respectively. (**B**) Percentage of CD40L^+^ donor-derived Tomato^+^ platelets 10 days after spleen transplantation. *n =* 7 mice per group. (**C**) CitH3-DNA complexes (NETs) after incubation of BM neutrophils with recombinant mouse CD40L or PMA. *n =* 8 mice per group. (**D**) Schematic of platelet, neutrophil, and MRSA coincubation experiments. (**E** and **F**) Bacterial CFU (**E**) and CitH3-DNA complexes (NETs) (**F**) after neutrophil, MRSA, and platelet (collected from saline-injected mice or 5 days after CS injection into mice) coincubation. (**E**) *n =* 10 mice per group and (**F**) *n =* 5 mice per group. (**G** and **H**) Bacterial CFU (**G**) and CitH3-DNA complexes (**H**) after neutrophil, MRSA, and platelet (collected from mice 5 days after CS injection) coincubation with or without treatment with an anti-CD40L–neutralizing antibody. *n =* 11 mice per group. Data indicate the mean ± SEM. *P < 0.05, **P < 0.005, and ***P < 0.0001, by 1-ANOVA (**A** and **C**), 2-way ANOVA (**B**), and 2-tailed, unpaired Student’s *t* test (**E**–**H**).

**Figure 7:**
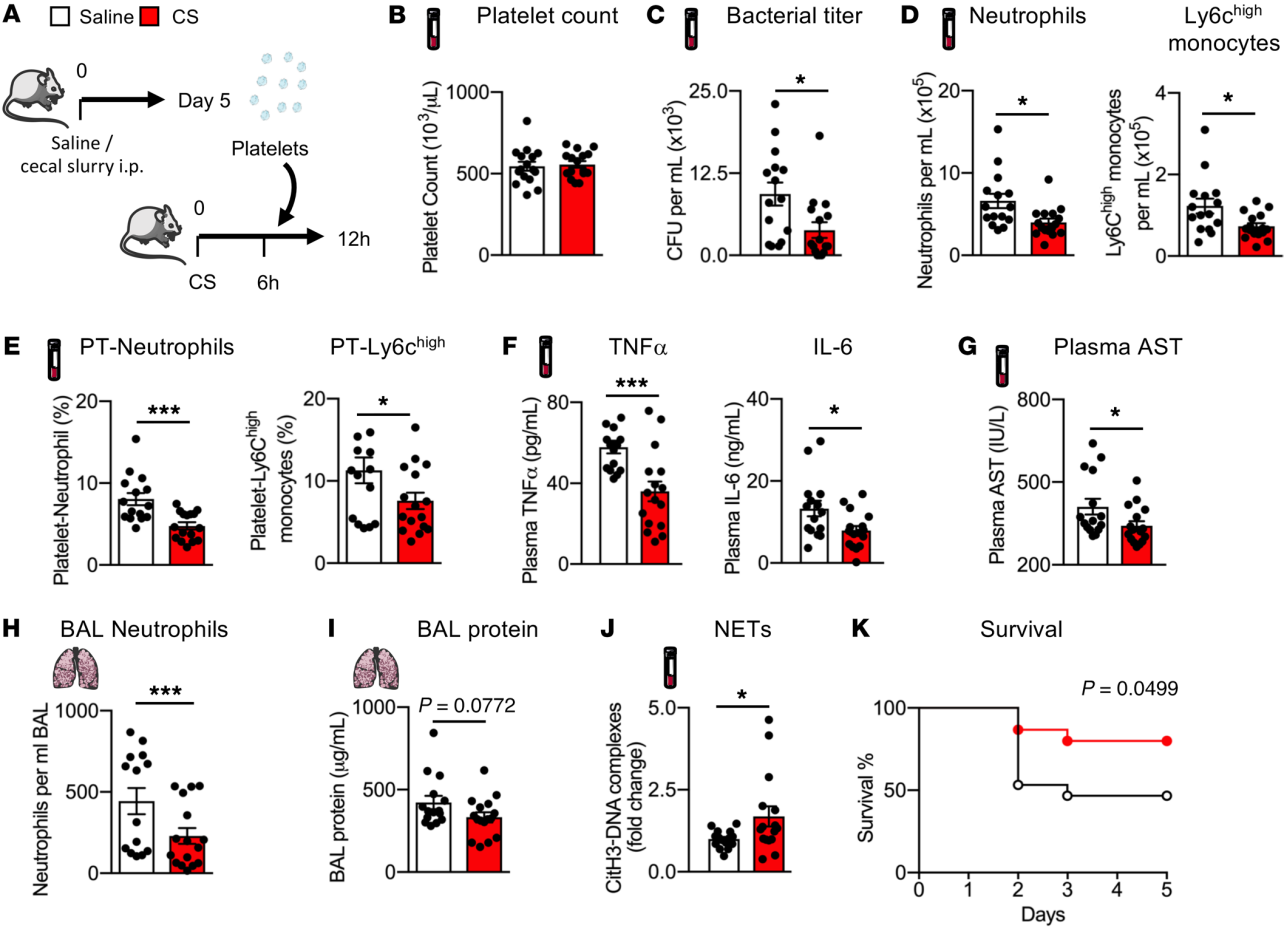
Transfusion of post-sepsis platelets confers protection against sepsis. (**A**) Schematic of septic mice transfused with platelets isolated on day 5 after saline or CS injection experiments. (**B**) Mean platelet counts, (**C**) bacterial CFU in the blood, (**D**) enumeration of neutrophils and Ly6C^hi^ monocytes in the blood, (**E**) enumeration of neutrophil-platelet and Ly6C^hi^ monocyte-platelet aggregates in the blood, (**F**) plasma TNF-α and IL-6 levels, (**G**) plasma AST levels, (**H**) BAL neutrophil count, (**I**) BAL protein levels, and (**J**) CitH3-DNA complexes (NETs) in the blood. *n =* 15–16 mice for all measurements. (**K**) Kaplan-Meier survival curve for mice transfused with 3 × 10^8^ platelets on day 5 after saline or CS injection. *n =* 15 mice per group. Data indicate the mean ± SEM. *P < 0.05 and ***P < 0.0001, by 2-tailed, unpaired Student’s *t* test (**B**–**J**) and Gehan-Breslow-Wilcoxon test (**K**).

**Table 1:**
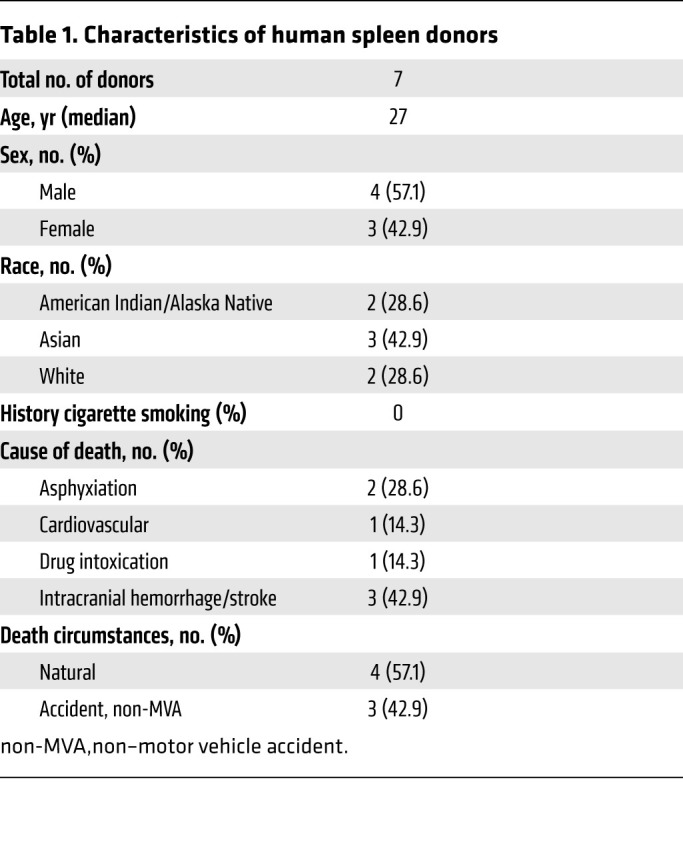
Characteristics of human spleen donors

# Supplementary material for: Sepsis promotes splenic production of a protective platelet pool with high CD40 ligand expression
**Source:** J Clin Invest. 2022 Apr 1;132(7):e153920. doi: 10.1172/JCI153920
**Supplement:** Supplemental data

**Video 1.** Spleen 2PIVM in PF4-mTmG mice 5 days after saline or CS injection. The video shows large extravascular MKs and also MKs releasing proplatelets (arrows) in the spleen of mice 5 days after saline or CS injection. Scale bar and acquisition time are indicated. A Gaussian filter was applied during analysis.

**Video 2.** Calvarium BM 2PIVM in PF4-mTmG mice 5 days after saline or CS injection. The video shows large extravascular MKs and also MKs releasing proplatelets (arrows) in the BM of mice 5 days after saline or CS injection. Scale bar and acquisition time are indicated. A Gaussian filter was applied during analysis.

**Video 3.** Z-stack video of MKs (green) and MKs releasing proplatelets (arrow) in human spleen. Scale bar is indicated. 1<sup>st</sup> example is 21  $\mu\text{m}$  depth; 2<sup>nd</sup> example is 14  $\mu\text{m}$  depth; 3<sup>rd</sup> example is 13  $\mu\text{m}$  depth; 0.5  $\mu\text{m}$  steps.

**Video 4.** Spleen 2PIVM in PF4-mTmG mice 5 days CS injection and treatment with daily anti-HRP or anti-IL-3 antibody. The video shows large extravascular MKs and MKs releasing proplatelets (arrows) in the spleen of mice 5 days CS injection and treatment with daily anti-HRP or anti-IL-3 antibody. Scale bar and acquisition time are indicated. A Gaussian filter was applied during analysis.

**Video 5.** Calvarium BM 2PIVM in PF4-mTmG mice 5 days CS injection and treatment with daily anti-HRP or anti-IL-3 antibody. The video shows large extravascular MKs and MKs releasing proplatelets (arrows) in the BM of mice 5 days CS injection and treatment with daily anti-HRP or anti-IL-3 antibody. Scale bar and acquisition time are indicated. A Gaussian filter was applied during analysis.

**Table 1. Characteristics of human spleen donors.**

**Table 2. RNA-sequencing of BM MKs versus Spleen MKs 5 days after saline injection.**

**Table 3. RNA-sequencing of BM MKs versus Spleen MKs 5 days after CS injection.**

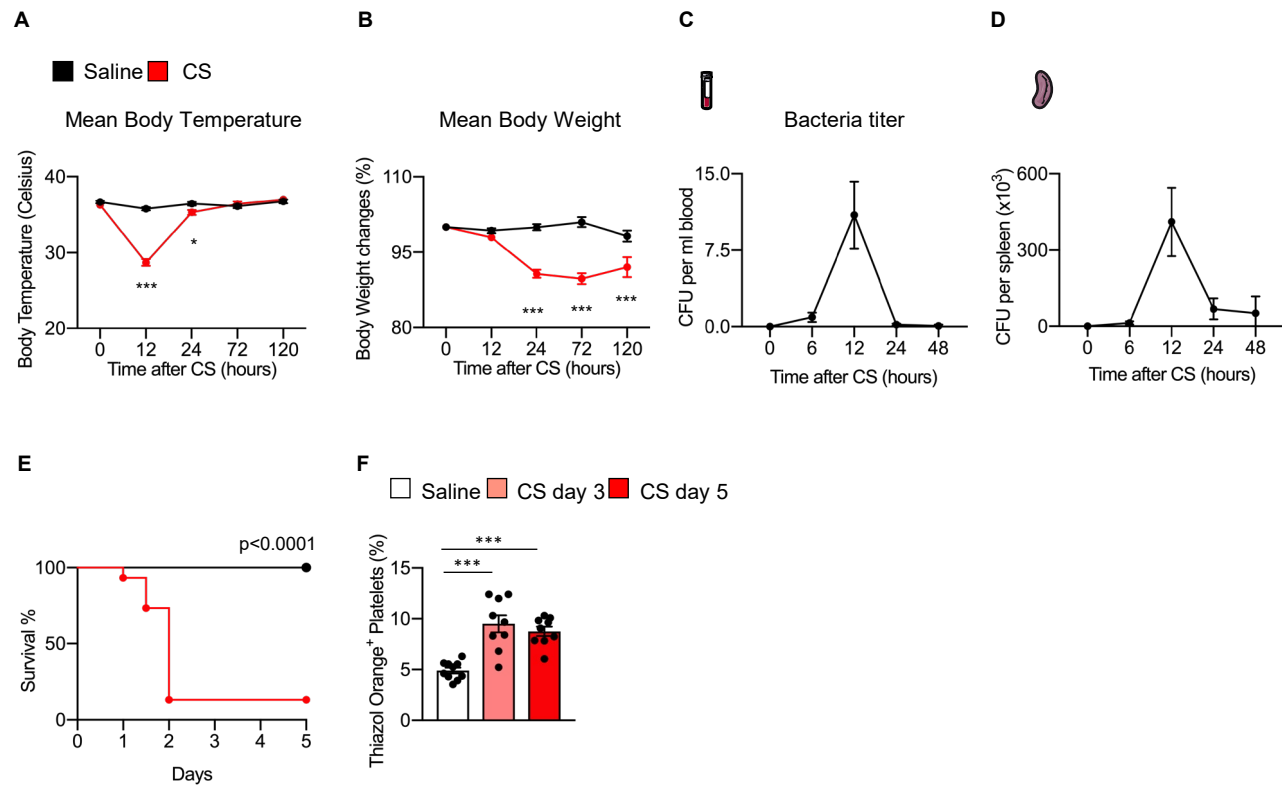

**Supplemental Figure 1. Cecal slurry model of sepsis increases platelet production.** (A) Mean body temperature and (B) body weight change following saline or CS injection (200  $\mu$ l). n=9, 10 mice, respectively. Bacterial titer in blood (C) and spleen (D) after CS injection. n=5, 18 mice, respectively. (E) Kaplan-Meier survival curve in mice receiving saline or CS lethal injection (400  $\mu$ l). n=15 mice per group. (F) Percentage of thiazol orange positive platelets. n=10, 9, 9 mice, respectively. Data are mean  $\pm$  SEM. Significance was assessed using two-way ANOVA. \*p<0.05, \*\*\*p<0.0001.

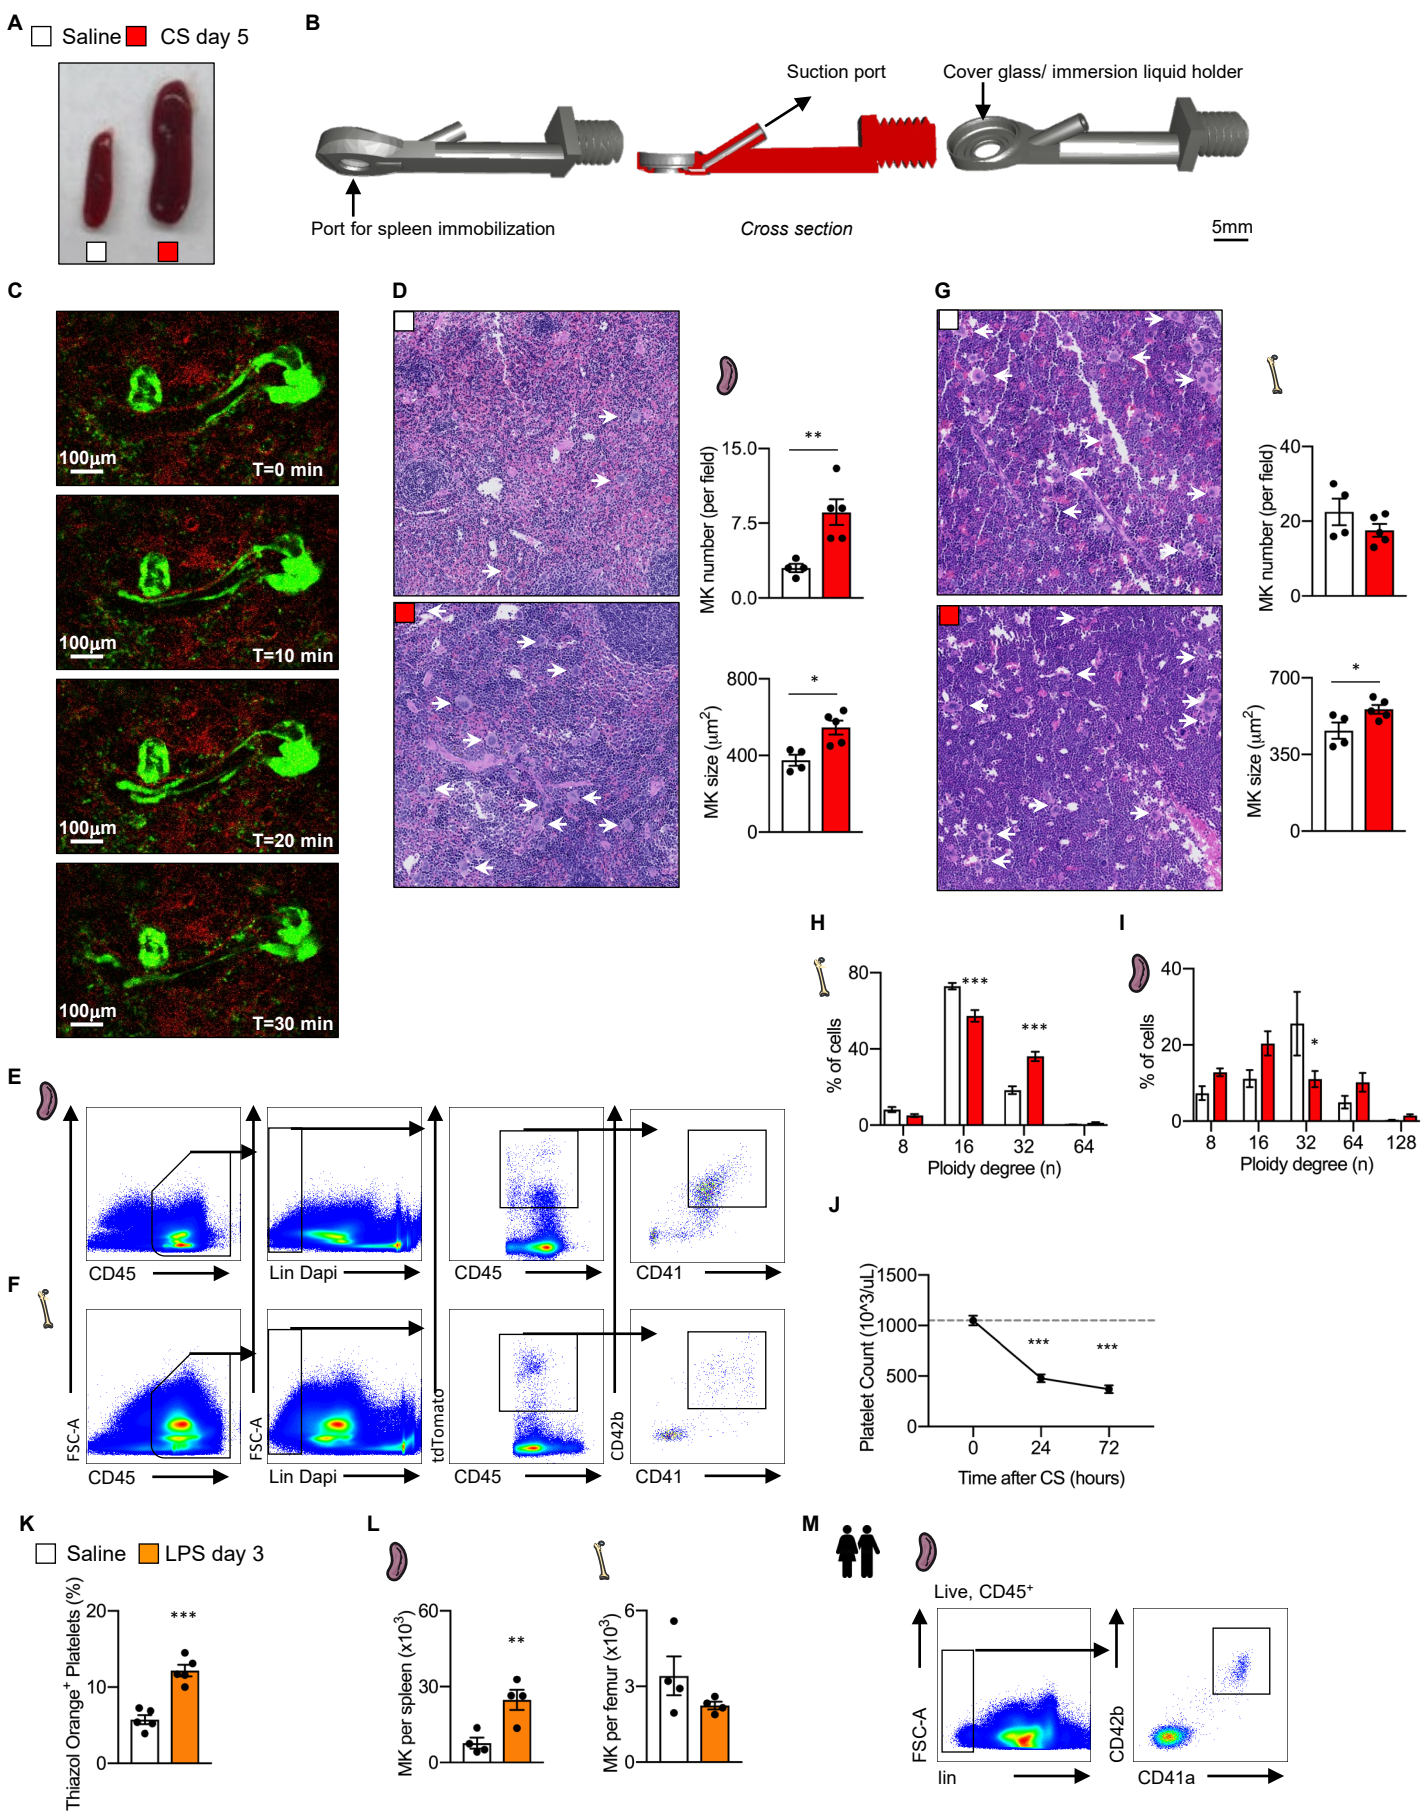

**Supplemental Figure 2. Cecal slurry model of sepsis increases splenic MK content.** (A) Representative image of the spleen 5 days after saline and CS injection. (B) Illustration of custom imaging window for spleen 2PIVM. (C) Sequential images show a large-sized MK (green) in the spleen (red) with proplatelet extensions. Scale bar = 100  $\mu$ m. (D) H&E staining and analysis of MK number and size in the spleen 5 days after saline and CS injection. n=4, 5 mice, respectively. Gating strategy for MKs in the spleen (E) and the BM (F). (G) H&E staining and analysis of MK number and size in the BM 5 days after saline and CS injection. n=4, 5 mice, respectively. Polyploidy analysis of native MKs in the BM (H) and spleen (I) 5 days after saline and CS injection. n=10, 8 mice, respectively. (J) Mean platelet count after LPS injection. n=5 mice. (K) Percentage of thiazol orange positive platelets. n=5 mice. (L) Enumeration of MKs in the spleen and BM 3 days after Saline or LPS injection. n=4 mice. (M) Flow cytometric analysis of MKs in the human spleen. Data are mean  $\pm$  SEM. Significance was assessed using two-tailed unpaired Student's *t*-test and two-way Anova. \**p*<0.05, \*\**p*<0.005, \*\*\**p*<0.0001.

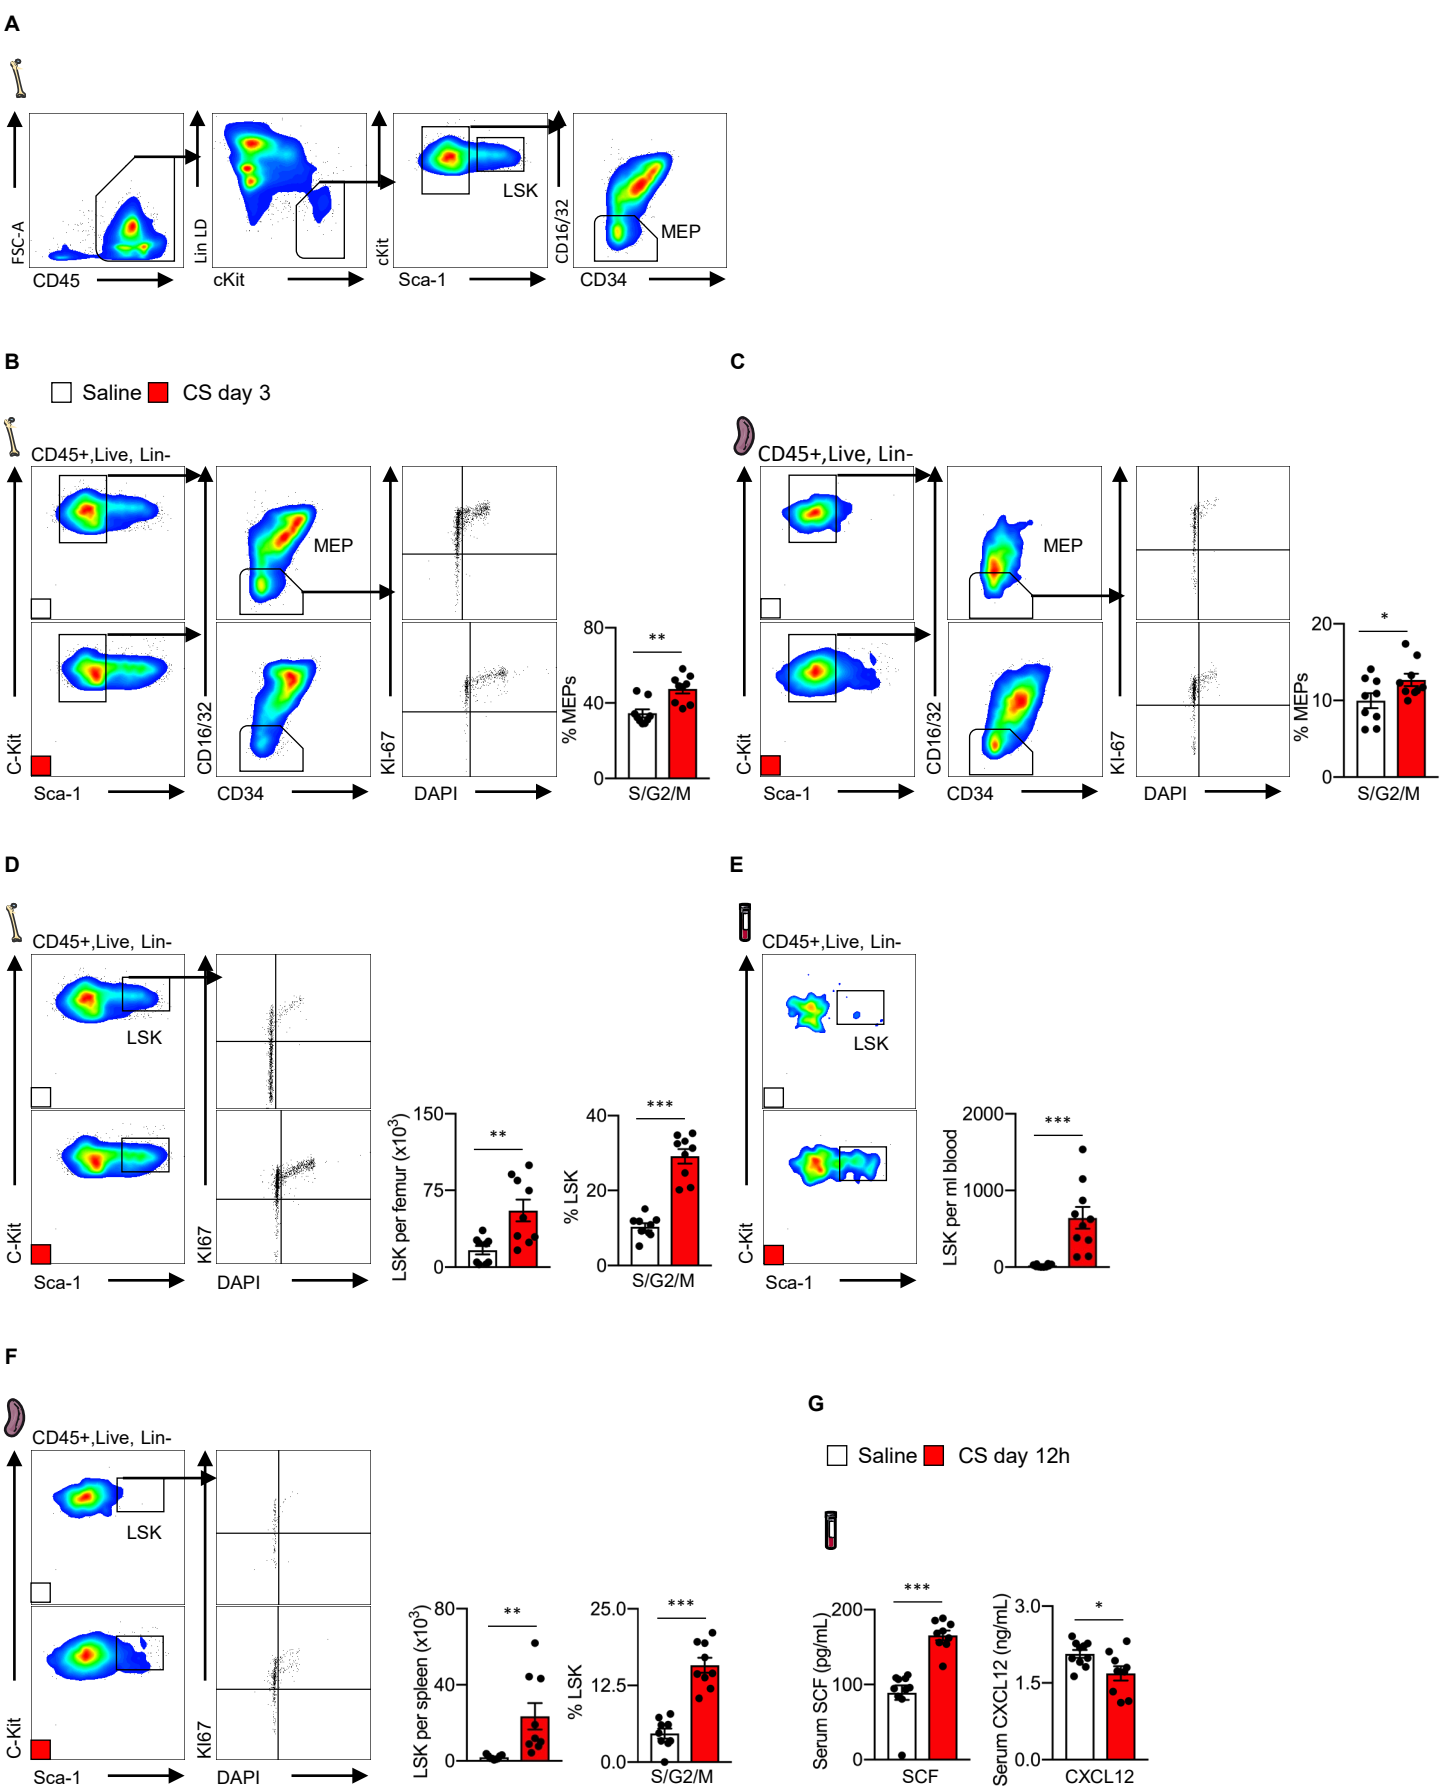

**Supplemental Figure 3. Increased levels of LSKs in the spleen after sepsis.** (A) Gating strategy for MEP and LSK. Analysis and proliferation rate of MEPs in the BM (B) and the spleen (C) 3 days after saline and CS injection.  $n=9$  mice per group. Analysis, enumeration, and proliferation rate of LSKs in the BM (D), blood (E), and spleen (F) at 3 days after saline and CS injection.  $n=9, 10$  mice, respectively. (G) Blood SCF and CXCL12 levels 12 hours after saline and CS injection.  $n=10, 9$  mice, respectively. Data are mean  $\pm$  SEM. Significance was assessed using two-tailed unpaired Student's *t*-test or two-way ANOVA. \* $p<0.05$ , \*\* $p<0.005$ , \*\*\* $p<0.0001$ .

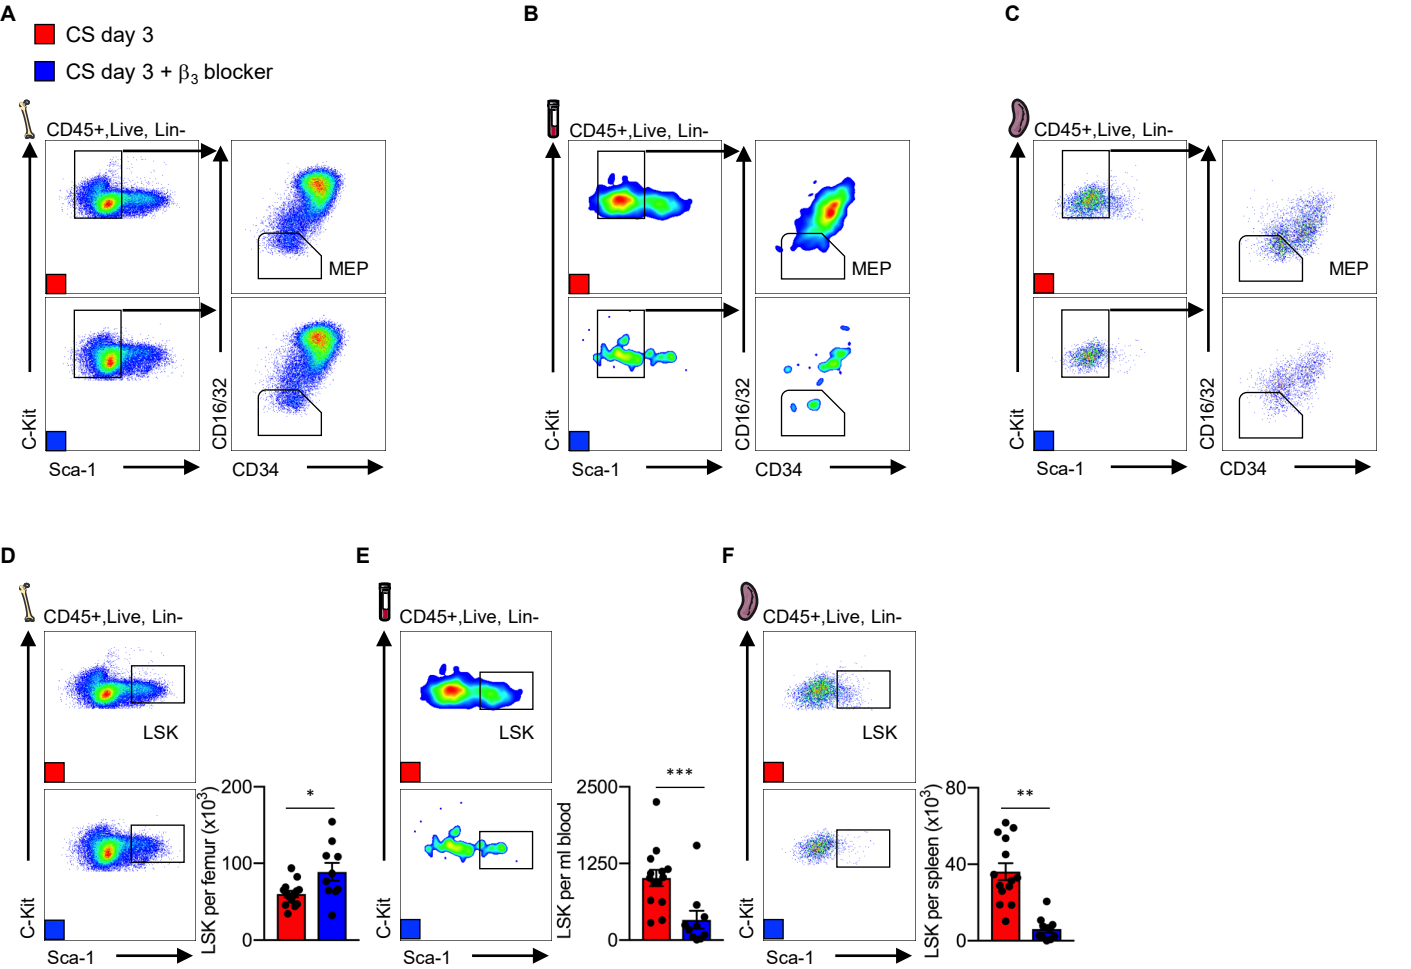

CD45+,Live, Lin-

LSK

LSK per femur ( $\times 10^3$ )

200

100

0

C-Kit

Sca-1

CD45+,Live, Lin-

LSK

LSK per ml blood

2500

1250

0

C-Kit

Sca-1

CD45+,Live, Lin-

LSK

LSK per spleen ( $\times 10^3$ )

80

40

0

C-Kit

Sca-1

**Supplemental Figure 4.  $\beta_3$  adrenergic receptor blockade reduces splenic LSK content after sepsis.** Analysis of MEPs in the BM (A), blood (B) and spleen (C) 3 days after CS injection and treatment with DMSO or  $\beta_3$  antagonist twice daily. Analysis and enumeration of LSKs in the BM (D), blood (E) and spleen (F) 3 days after CS injection and treatment with DMSO or  $\beta_3$  antagonist twice daily. n=14, 10 mice, respectively. Data are mean  $\pm$  SEM. Significance was assessed using two-tailed unpaired Student's *t*-test or two-way ANOVA. \**p*<0.05, \*\**p*<0.005, \*\*\**p*<0.0001.

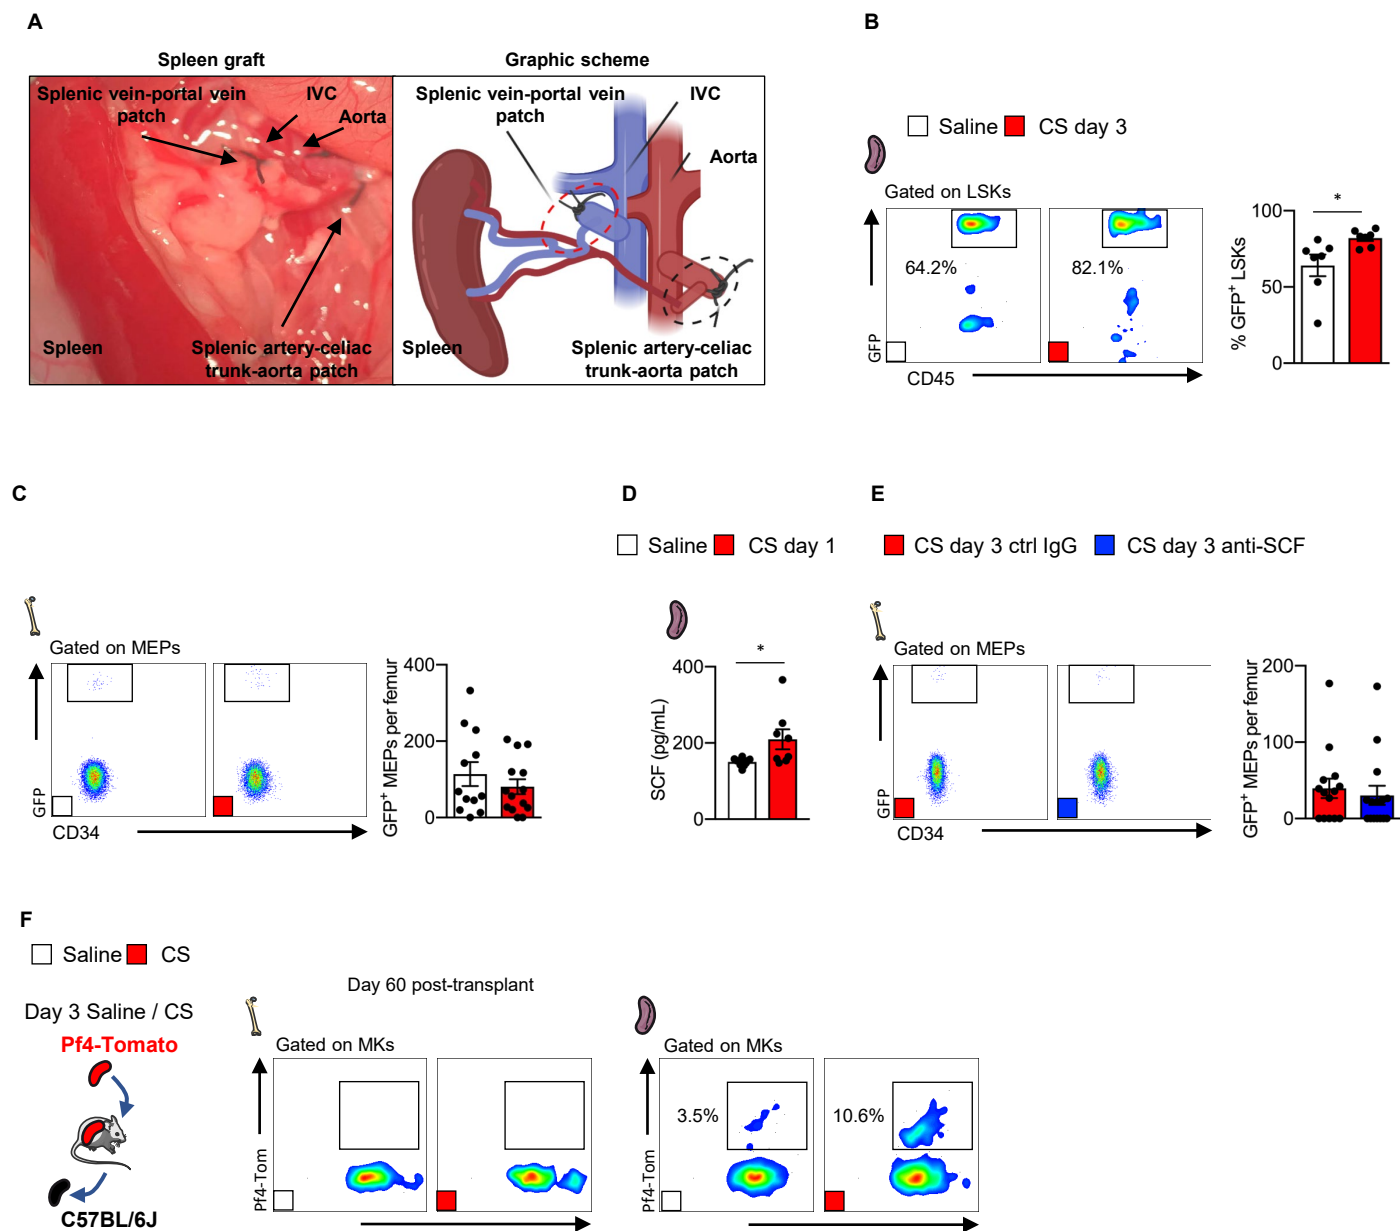

**Supplemental Figure 5. Splenic engraftment and niche experiments.** (A) Representative image and schematic of mouse spleen transplantation protocol. (B) Analysis and enumeration of GFP<sup>+</sup> LSKs in the spleen 5 days after saline and CS injection. n=5 mice. (C) Analysis and enumeration of adoptively transferred GFP<sup>+</sup> MEPs in the BM 3 days after saline and CS injection. n=12, 14 mice, respectively. (D) Spleen SCF levels 1 day after saline and CS injection. n=10, 8 mice, respectively. (E) Analysis and enumeration of adoptively transferred GFP<sup>+</sup> MEPs in the BM 3 days after CS injection and treatment with IgG or SCF neutralizing antibody. n=13, 14 mice, respectively. (F) Flow cytometric analysis of tomato<sup>+</sup> MKs in the BM (left) and spleen (right) 60 days after transplantation of a donor spleen obtained 3 days after saline and CS injection. n=4, 5 mice, respectively. Data are mean  $\pm$  SEM. Significance was assessed using two-tailed unpaired Student's *t*-test. \**p*<0.05.

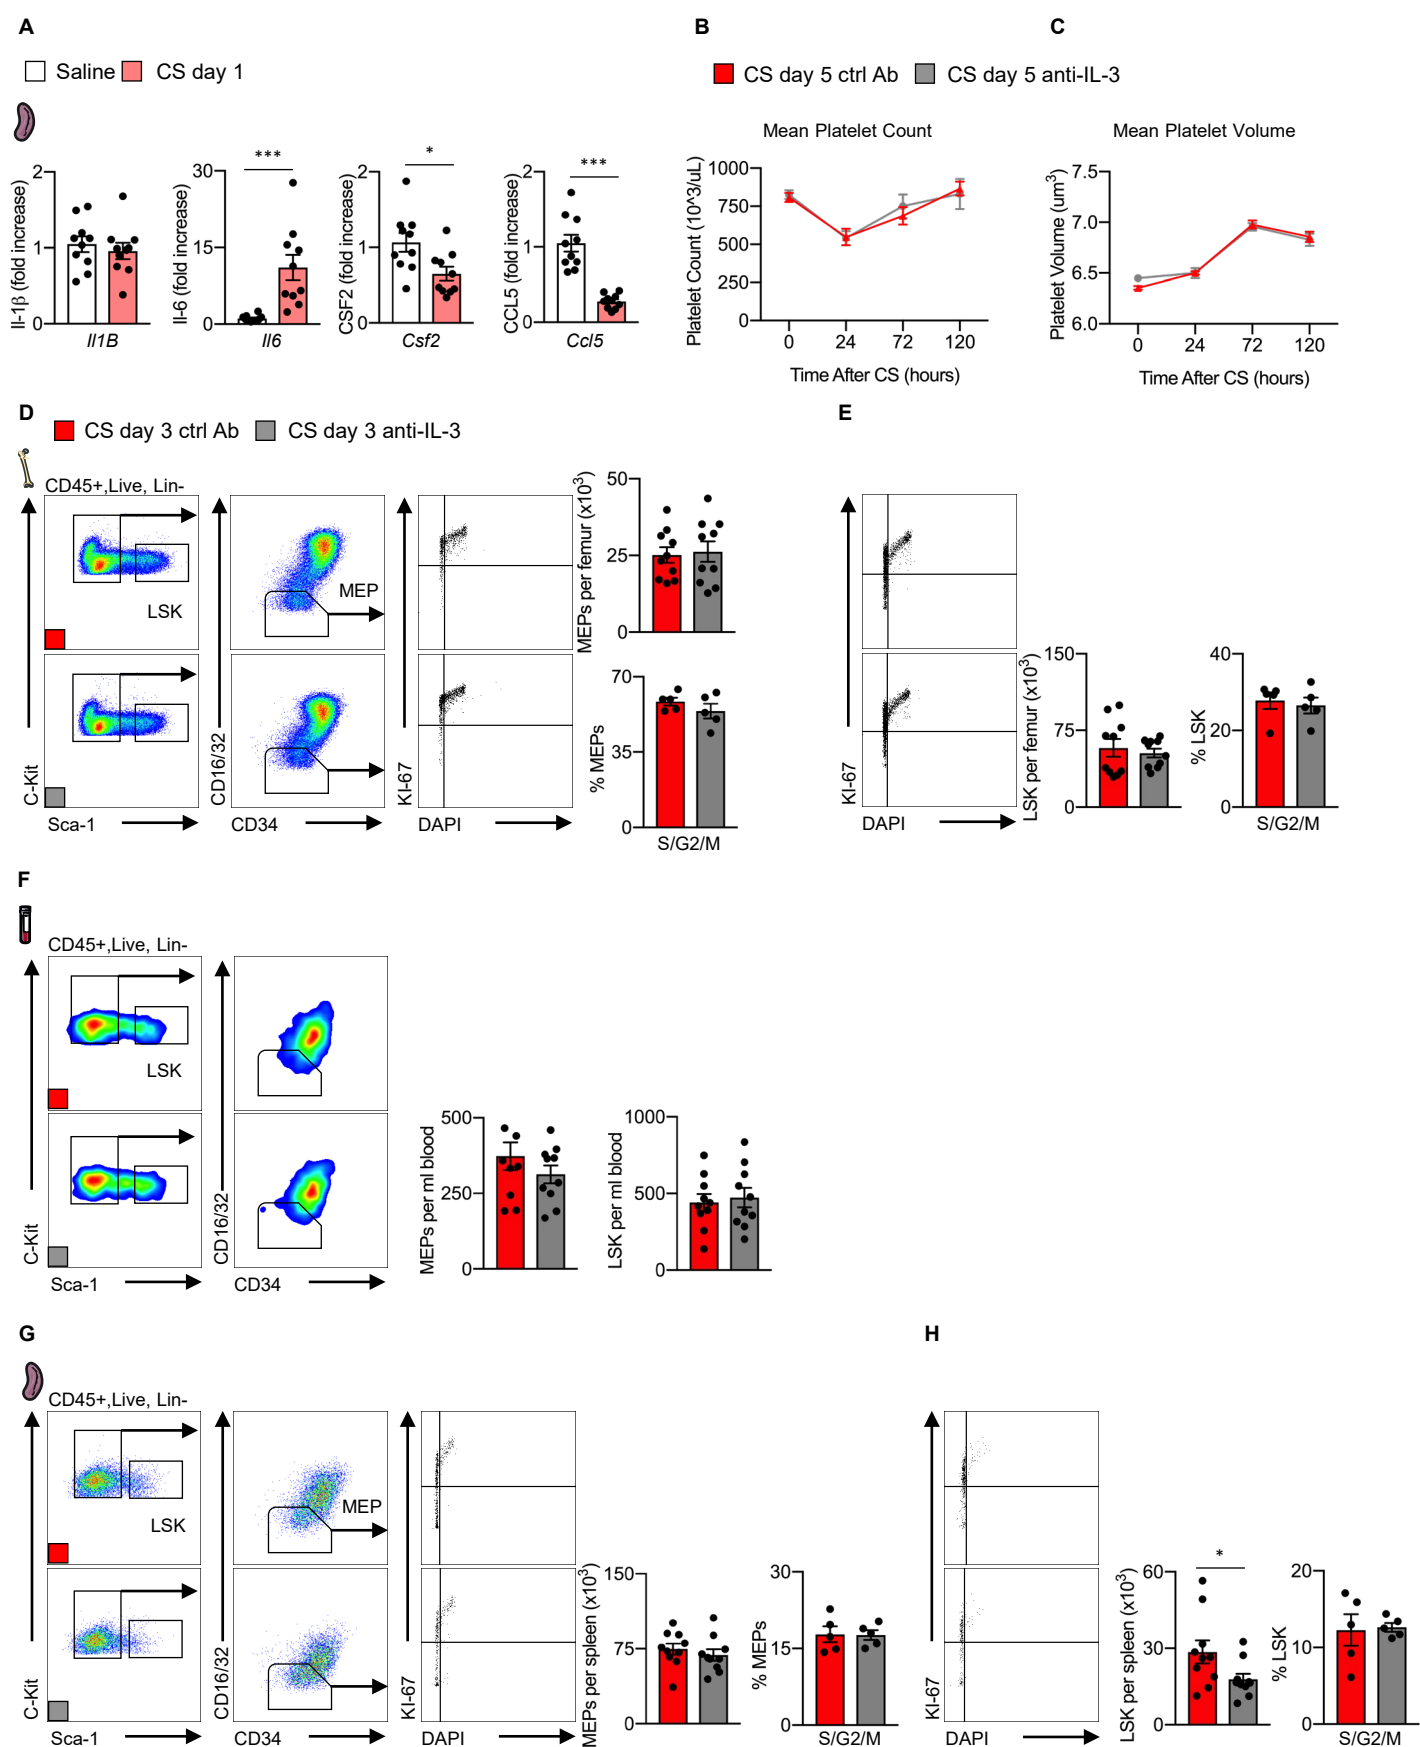

**Supplemental Figure 6. IL-3 neutralization has no effect on hematopoietic progenitors after sepsis.** (A) Expression of hematopoietic factors *IL1β*, *IL6*, *CSF2* and *CCL5* in the spleen as assessed by qPCR 1 day after saline and CS injection.  $n=10$  mice. (B) Mean platelet count and (C) mean platelet volume after CS injection and treatment with daily anti-HRP or anti-IL-3 antibody.  $n=9$ , 7 mice, respectively. Analysis, enumeration and proliferation rates of BM MEPs (D) and LSKs (E) 3 days after CS injection and treatment with daily anti-HRP or anti-IL-3 antibody.  $n=10$  and 5 mice, respectively. (F) Analysis and enumeration of blood MEPs and LSKs 3 days after CS injection and treatment with daily anti-HRP or anti-IL-3 antibody.  $n=10$  mice per group. Analysis, enumeration, and proliferation rates of spleen MEPs (G) and LSKs (H) 3 days after CS injection and treatment with daily anti-HRP or anti-IL-3 antibody.  $n=10$  and 5 mice, respectively. Data are mean  $\pm$  SEM. Significance was assessed using two-tailed unpaired Student's *t*-test or two-way ANOVA.  $*p<0.05$ ,  $***p<0.0001$ .

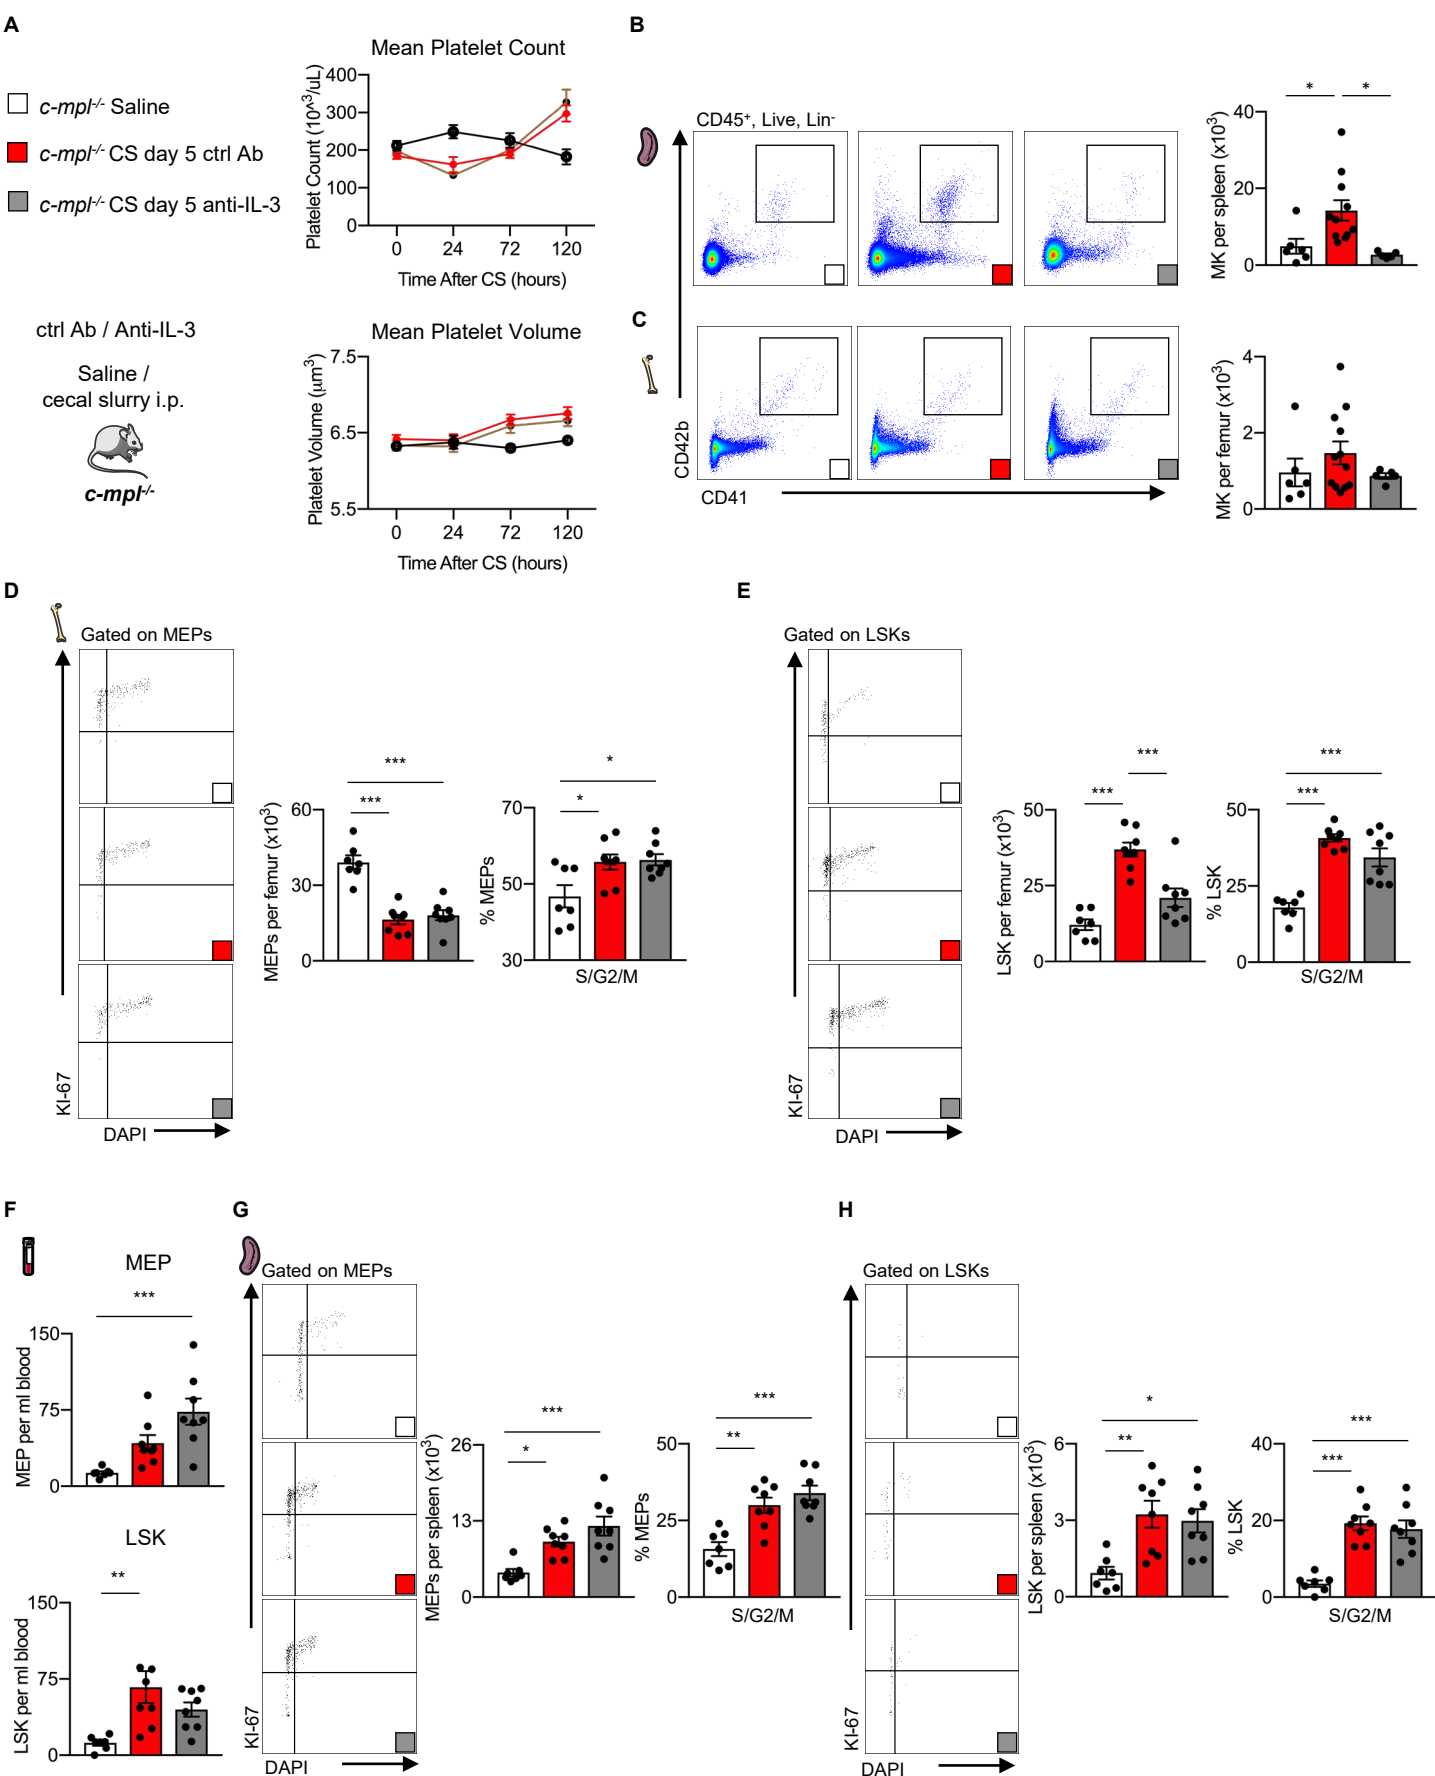

**Supplemental Figure 7. Effect of IL-3 neutralization on hematopoietic progenitors in *c-mpl*<sup>-/-</sup> mice after sepsis.** (A) Mean platelet count and mean platelet volume of *c-mpl*<sup>-/-</sup> mice after saline and CS injection and treatment with daily anti-HRP or anti-IL-3 antibody. n=9, 7 mice, respectively. Enumeration and analysis of MKs in the spleen (B) and BM (C) of *c-mpl*<sup>-/-</sup> mice at 5 days after saline and CS injection and treatment with anti-HRP or anti-IL-3 antibody. n=6, 11, 5 mice, respectively. Enumeration and proliferation rates of BM MEPs (D) and LSKs (E) 5 days after saline and CS injection and treatment of *c-mpl*<sup>-/-</sup> mice with anti-HRP or anti-IL-3 antibody. n=7, 8, 8 mice, respectively. (F) Enumeration of blood MEPs and LSKs 5 days after saline and CS injection and treatment of *c-mpl*<sup>-/-</sup> mice with anti-HRP or anti-IL-3 antibody. n=7, 8, 8 mice, respectively. Enumeration and proliferation rates of spleen MEPs (G) and LSKs (H) 5 days after saline and CS injection and treatment of *c-mpl*<sup>-/-</sup> mice with anti-HRP or anti-IL-3 antibody. n=7, 8, 8 mice, respectively. Data are mean  $\pm$  SEM. Significance was assessed using one-way ANOVA. \*p<0.05, \*\*p<0.005, \*\*\*p<0.0001.

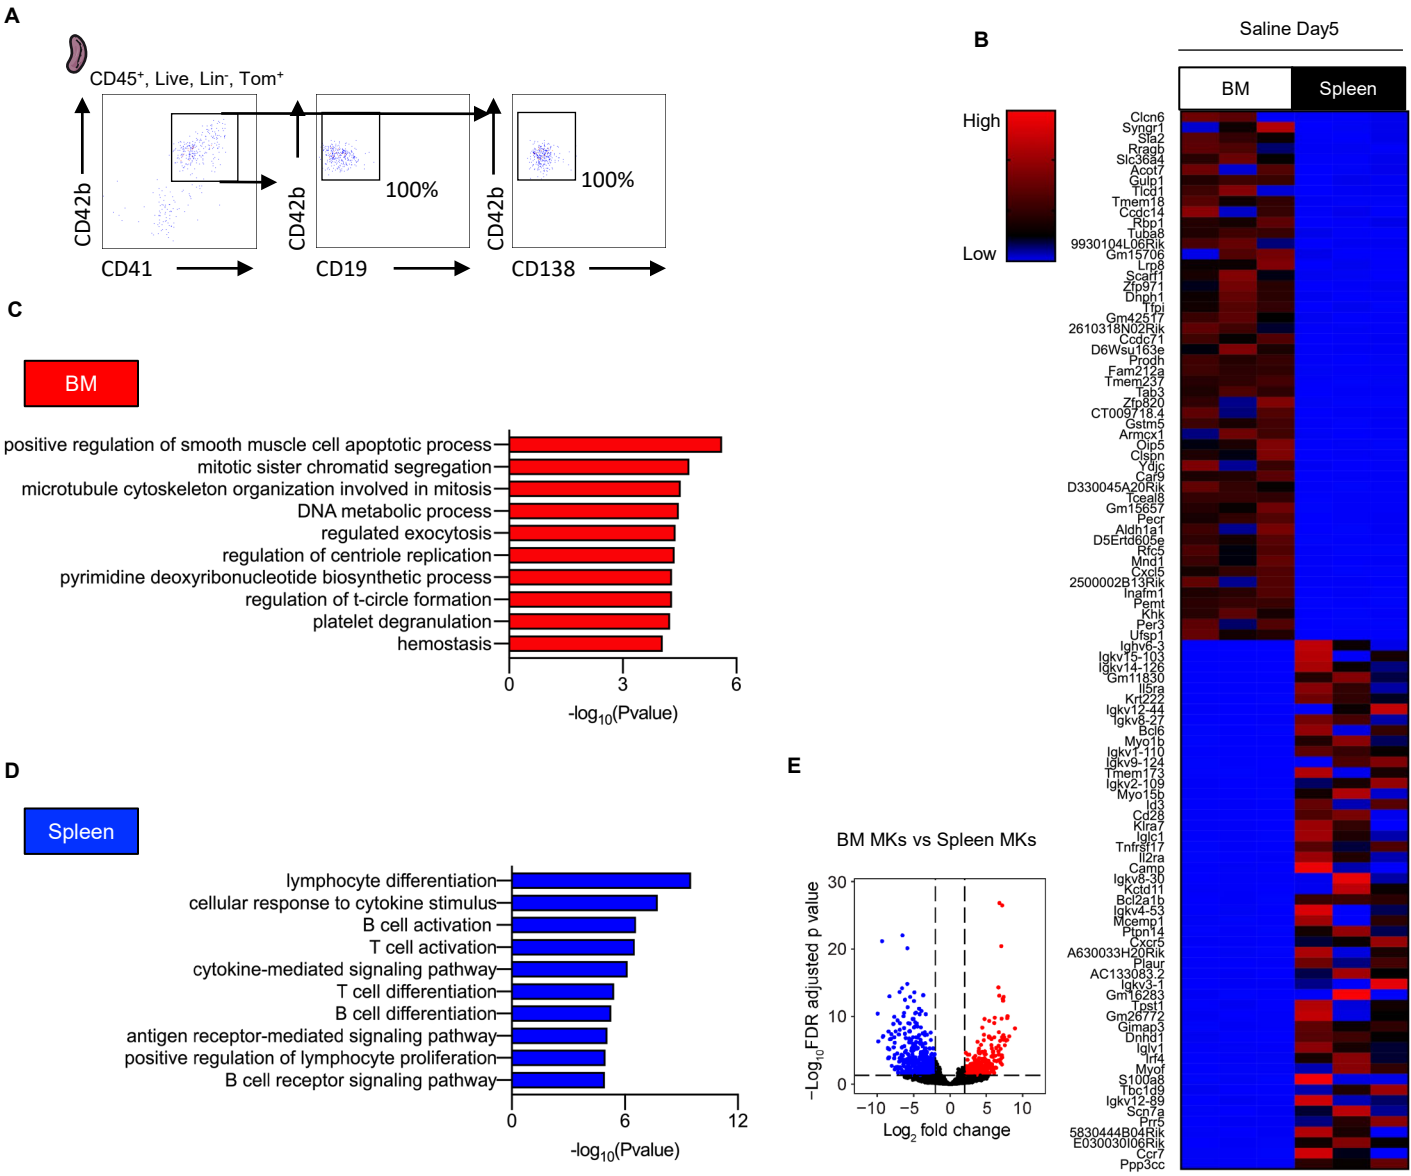

**Supplemental Figure 8. BM and spleen MK RNA-seq.** (A) Flow cytometry strategy for sorting of spleen MKs for RNA seq. (B) MKs were sorted from PF4-tom BM and spleen 5 days after saline followed by mRNA isolation and sequencing. Relative mRNA expression from low (blue) to high (red) of the top 50 genes differentially increased in the BM versus spleen (upper part) and the top 50 genes differentially increased in the spleen versus BM (lower part). (FDR<0.05) (C, D) Gene ontology biological processes analysis related to genes upregulated in BM MKs (C) or upregulated in spleen MKs (D) 5 days after saline injection. Top 10 biological processes are shown. (E) Volcano plots of DEG fold change between BM MKs and spleen MKs in saline control. n=3 mice.

A

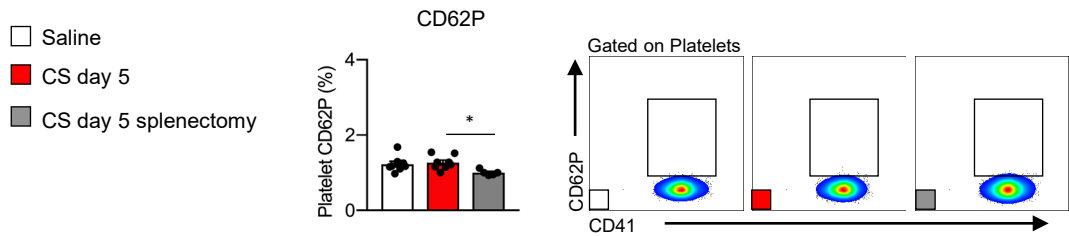

B

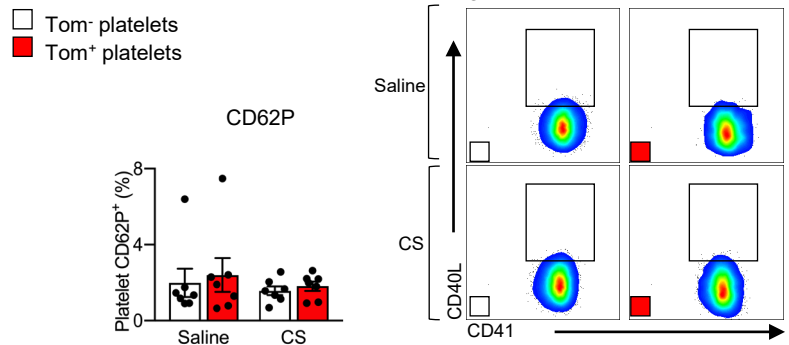

C

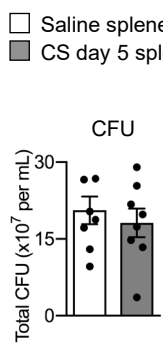

D

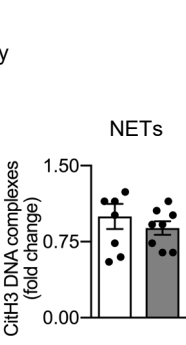

**Supplemental Figure 9. Spleen-derived platelet and effects of splenectomy on platelet phenotype and function.** (A) Percentage and analysis of CD62P<sup>+</sup> platelets 5 days after saline, CS injection, and CS injection in splenectomized mice. n=8, 8, and 5 mice, respectively. (B) Percentage of CD62P<sup>+</sup> donor-derived tomato<sup>+</sup> platelets. n=7 mice per group. CFU counts (C) and CitH3-DNA complexes (D) after neutrophil, MRSA, and platelets (obtained from 5 days after saline or CS injection in splenectomized mice) coinubation. n=7 and 8 mice, respectively. Data are mean  $\pm$  SEM. Significance was assessed using one-way ANOVA. \*p<0.05.

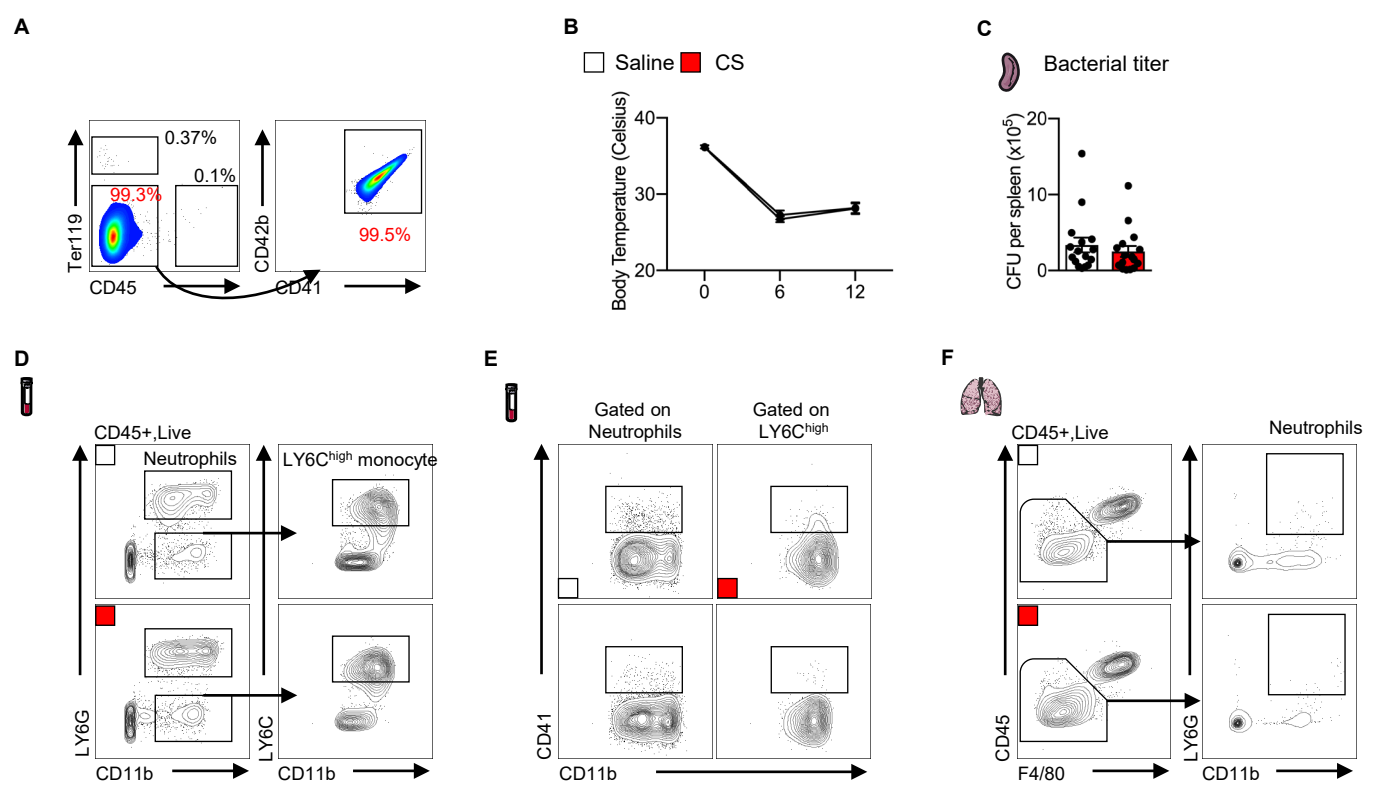

**Supplemental Figure 10. Platelet transfusion experiments.** (A) Analysis of isolated platelets. Septic mice were transfused with isolated platelets from day 5 post-saline or CS injection and tested for (B) mean body temperature and (C) splenic bacterial titer.  $n = 15$  and  $16$  mice per group, respectively. (D) Analysis of neutrophils and  $Ly6C^{high}$  monocytes in blood. (E) Analysis of platelet-neutrophil and platelet- $Ly6C^{high}$  monocyte aggregates in blood.  $n = 15$ ,  $16$  mice per group, respectively. (F) Analysis of BAL neutrophils of septic mice transfused with isolated platelets from day 5 post-saline or CS injection.  $n = 15$  and  $16$  mice per group, respectively. Data are mean  $\pm$  SEM.

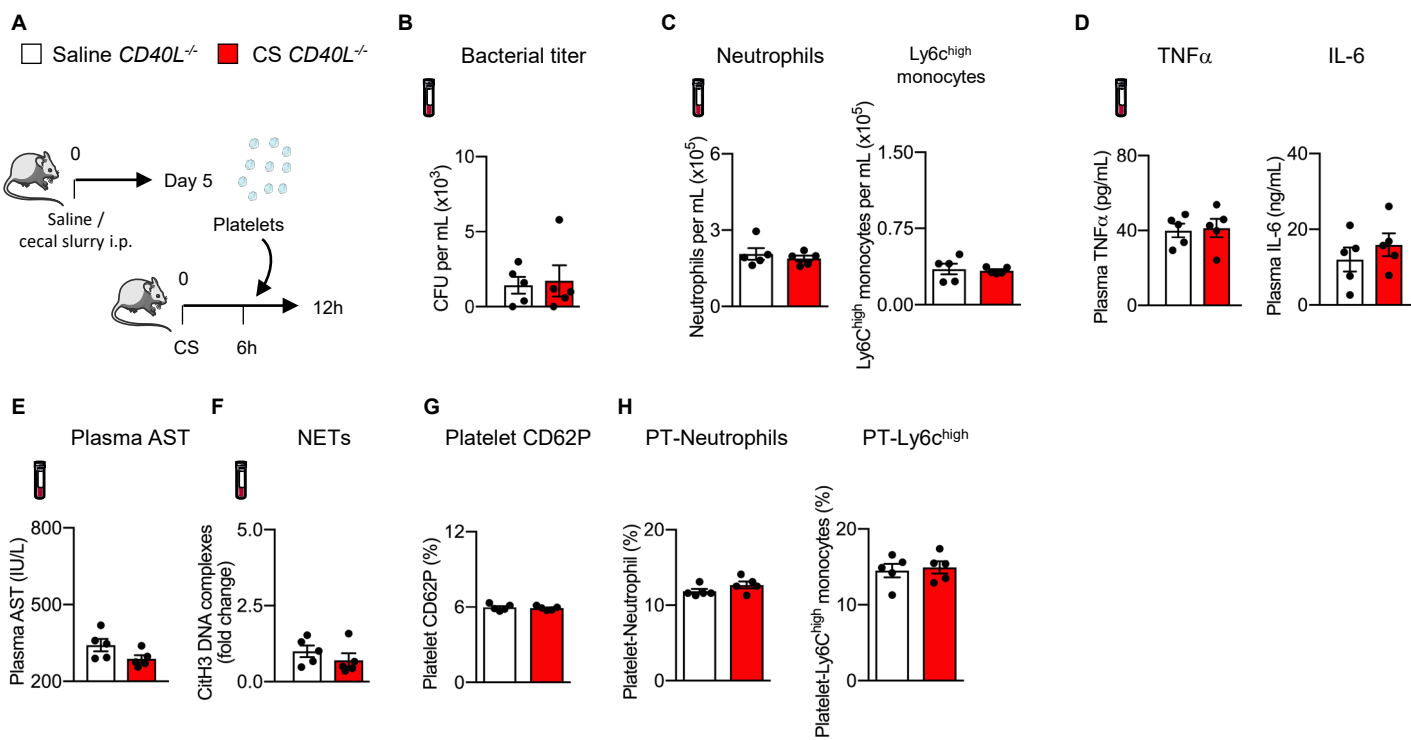

**Supplemental Figure 11. *CD40L*<sup>-/-</sup> platelet transfusion experiments.** (A) Schematic of septic mice transfused with *CD40L*<sup>-/-</sup> platelets isolated from either day 5 post-saline or CS injection experiments. (B) Bacterial CFU in the blood. (C) Enumeration of neutrophils and Ly6C<sup>high</sup> monocytes in blood. (D) TNF $\alpha$  and IL-6 plasma measurements. (E) Aspartate aminotransferase plasma measurements (F) CitH3-DNA complexes (NETs) in the blood. (G) Enumeration of CD62P<sup>+</sup> platelets. (H) Enumeration of neutrophil-platelet and LY6C<sup>high</sup> monocytes-platelet aggregates in the blood. n=5 mice per group. Data are mean  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

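RNA was measured in MKs sorted from the BM and spleen of Pf4-TdTomato mice 5 days after saline or sepsis, with 3 libraries in each of the 4 groups and 300 cells pooled per library. The authors made cDNA with the SMART-Seq HT kit and libraries with the Nextera XT kit, and deposited a table with the count of reads on each of 55536 genes in each of the 12 libraries, which holds whole numbers and was not normalized. STAR and mouse are named only in the name of the table, and the aligner version, genome build, annotation, counting options and any filter on reads are not given in the sources used here. Each column of the table was assigned to its group and replicate from its label, and all 12 columns were used. All 55536 identifiers were found in GENCODE release M21 on GRCm38, from which positions, gene lengths and overlaps between exons were taken, so that positions hold only if the same build was used for counting.

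Total counts per library were between 7756762 and 27386184. A count of 0 was read as up to 3 counts, and such limits cover counting error only. The common dispersion of 2.05 in edgeR corresponds to a biological coefficient of variation of 143%, so the spread between libraries, and not the number of reads, set the precision of most values.

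Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with a minimum count of 10 (20263 genes), libraries were scaled with TMM factors, and 1 mean was fitted for each of the 4 groups, which leaves 8 residual degrees of freedom. The quasi-likelihood F test (prior degrees of freedom 11.1) was applied to the difference between tissues after saline and after sepsis, the difference between treatments in each tissue, the tissue by sepsis interaction, and the average difference between tissues and between treatments. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and the SE of a log2 fold change is its size divided by the square root of F. CPM were scaled with the same factors.

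Lists of marker genes were written by hand to stand in for the Gene Ontology terms of the paper, which were not available. The 12 lists covered MK and platelet genes, MK transcription factors, B cells, MHC class II, plasma cells, T cells, NK cells, neutrophils, monocytes and macrophages, erythroid cells, the cell cycle and the interferon response, and some of their genes had been seen in the heat maps of the paper. They were tested in the 4 pairwise comparisons with limma's camera on log2 CPM (prior count 2) and a preset correlation of 0.01, with p values adjusted over 48 tests, and also with fry and with camera under an estimated correlation. The value given for a list is the median over its genes of the difference in mean log2 CPM. The difference between tissues in the effect of sepsis on the 12 lists, and a list of 12 basophil genes with a second list of 6, were examined only after results had been seen. Shares of variance were computed as sums of squares of log2 CPM and tested by exact permutation of labels, 400 arrangements for each factor.

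The genes named in the text are those of the sorted proteins, of CD40L, CD62P and the IL-3 receptor, and genes labelled in Figure 5B, whose directions had been seen there. Also named are the first 4 genes of each list, the 5 genes in each direction with the smallest p in each comparison between tissues, and the 3 in each direction in each comparison between treatments. The genes taken by p had an adjusted p under 0.05 and libraries that did not overlap between the groups, and immunoglobulin and T cell receptor segment genes were left out of them. The text does not give every gene that these rules cover, and a gene named outside them was chosen after its values were seen. The comparisons, tests, lists, named genes and alternatives were set before the data were examined, apart from those said to be chosen later.

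The alternatives were RLE factors or library size alone in place of TMM, no expression filter, a stricter filter of 10 counts in at least 6 libraries, DESeq2 with its defaults, limma-voom with sample quality weights, a minimum absolute log2 fold change of 2, a fit of the 6 libraries of a comparison alone, the replicate number as a block, removal of immunoglobulin and T cell receptor segment genes, and each library left out in turn. Random thinning of every library to a total of 7756762 was added after the data were seen. The procedure was tested on simulated data with the observed means, depths and dispersions, in which 200 genes were changed. These were drawn only from genes with a mean over 10 CPM, so recovery is not known for genes of lower expression. At a log2 fold change of 6 between tissues after saline, edgeR recovered 167 of the 200 genes with 14 false calls, limma-voom 138 with 22 false calls and DESeq2 187 with 215 false calls. At a log2 fold change of 3 edgeR recovered 40. With the B cell list raised in spleen, camera called the list in 2 of 2 comparisons and none of the other 46 tests. Genes were drawn independently there, so this could not show false calls that arise from correlation between genes. In the real libraries the estimated correlation within a list reached 0.386. Of 33 calls by camera with the preset correlation, 12 were kept by fry and 10 with an estimated correlation.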

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

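The tests of lists for a difference between tissues in the effect of sepsis, the count of rising neutrophil genes and the thinning of libraries were chosen after the results were seen. Over the 12 marker lists, the change with sepsis in BM MKs minus that in splenic MKs was tested with limma's camera on log2 CPM, and 5 lists had an adjusted p under 0.05. The median differences were 5.51 for the neutrophil list (adjusted p = 2.31e-07, positive in 13 of 13 genes), 2.18 for the monocyte and macrophage list (adjusted p = 0.000114, 11 of 14), -1.91 for the cell cycle list (adjusted p = 0.00184, negative in 14 of 17), -1.29 for the MHC class II list (adjusted p = 0.0271, 10 of 10) and -1.11 for the B cell list (adjusted p = 0.0207, 15 of 20). None of the 5 was called with fry or with an estimated correlation, where the neutrophil list had an adjusted p of 0.130 and 0.143. The other lists were not called, and their medians were -0.14 (MK and platelet), 1.15 (MK transcription factors), -0.28 (plasma cell, with an upward statistic in camera), 0.50 (T cell), 1.10 (NK cell), -0.45 (erythroid, with a median fitted value of 1.13) and -0.43 (interferon response). With each library left out in turn, the NK cell list was called in 4 fits and the erythroid list in 1.

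The B cell list was not called without BM saline replicate 1 (adjusted p = 0.0623), BM sepsis replicate 2 (0.102, median -0.65), splenic saline replicate 2 (0.208) or splenic sepsis replicates 1 (0.0712) or 2 (0.0831). The MHC class II list was not called without BM saline replicates 1 (0.0846) or 2 (0.0532), BM sepsis replicate 2 (0.127, median -0.78), splenic saline replicates 1 (0.0511) or 2 (0.208) or splenic sepsis replicates 1 (0.150) or 2 (0.146). The cell cycle list was not called without splenic saline replicate 1 (0.0793, median -0.95), and its median was -3.04 without splenic saline replicate 3. The neutrophil and monocyte and macrophage lists were called with every library left out in turn, with medians from 4.82 to 7.62 and from 1.42 to 3.10. No explanation was tested for the differences of the monocyte and macrophage, cell cycle, B cell and MHC class II lists, and a biological difference between BM and spleen in the response to sepsis stays open for them, as does a change in the cells that were sorted.

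The neutrophil genes are outside those the paper discusses for these libraries. Their median fitted log2 fold change, sepsis over saline, in BM libraries was 4.99, and 12 of the 13 genes had a higher mean after sepsis. In 6 of the 13 genes all 3 libraries after sepsis lay above all 3 after saline, where chance gives 5% in this direction. The mean log2(CPM + 1) of the list was 2.49, 2.73 and 2.34 in the BM saline libraries and 3.73, 7.13 and 7.01 in the BM sepsis libraries, so that replicate 1 after sepsis rose less than the other two. In splenic libraries it was 6.65, 4.66 and 2.71 after saline and 5.24, 1.49 and 2.56 after sepsis. The most abundant genes, S100a8 and S100a9, had 33.5 ± 21.1 and 21.5 ± 14.7 CPM in BM MKs after saline and 4142 ± 3296 and 2099 ± 1666 CPM after sepsis, and neither was called by edgeR. Library size was argued against as the cause, since the median in BM was 4.97 after every library was thinned to one total. The median difference in log2 CPM was 4.44 with RLE factors and 4.56 with scaling by library size alone. RNA of neutrophils or their precursors in the BM sort after sepsis cannot be told apart from expression of these genes by MKs, because 300 cells were pooled in each library and the rise of 12 of the 13 genes is the pattern itself. Of the 13 genes, 10 were already above 3 counts in all BM saline libraries. None of the 13 genes belongs to another list. A biological effect of sepsis stays open, and GC content, gene length and reads shared between related genes were not tested for this list.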

How the results depend on the processing

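The thinning of libraries was chosen after the results were seen, and the other alternatives were not. Of the values that answer a comparison, 182 recomputed values stayed close to the reported one (within 1.5 times for a count) and 93 moved further. Counts of calls and shares of variance have no direction, so only the lists among these values could reverse, and none did. The split of calls by direction was not counted here. With scaling by library size alone it turned after saline, from 106 higher in BM MKs and 147 in splenic MKs to 262 and 114. For named genes and called lists, 1459 recomputed values kept their direction and side of the threshold, 118 lost a call and 12 gained one. No test changed direction, but the median of the interferon response list after saline changed sign, to 0.25, without splenic saline replicate 3. Of the 15 differences of lists that were not called, which are not in these counts, 8 changed direction in camera with at least 1 library left out.

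Without the expression filter 45788 genes were tested, and the calls rose to 529 between tissues after saline, 595 between tissues after sepsis, 81 between treatments in BM MKs, 187 between treatments in splenic MKs, 130 for the interaction and 171 for the average effect of sepsis. With the stricter filter, which tested 12787 genes, the calls between treatments in splenic MKs fell to 20. DESeq2 called 1053, 1248, 220, 931 and 470 genes in the same first 5 comparisons, 2178 for the average effect of tissue and 666 for that of sepsis, and shared 388 calls between the comparisons of tissues after saline and after sepsis. In simulated data DESeq2 made 215 false calls beside 187 right ones. Limma-voom with quality weights, which gave splenic sepsis replicate 3 the lowest weight (0.373) and BM saline replicate 3 the highest (1.79), called 724 genes between tissues after sepsis, 0 between treatments in splenic MKs, 1517 for the average effect of tissue and 1 for that of sepsis. The fit of the 6 splenic libraries alone called 0 genes between treatments, and it has fewer residual degrees of freedom. With scaling by library size alone, the average effect of tissue had 1515 calls. Apart from the number of tested genes in the filters and of libraries in the smaller fit, the cause was not tested.

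Tissue accounted for 17.0% of the variance with a prior count of 0.5, 44.9% over the 500 genes of highest variance and 21.0% with scaling by library size alone, and sepsis for 7.72% over those 500 genes. The cause was not tested. With RLE factors, a minimum absolute log2 fold change of 2, thinning or removal of segment genes, every count of calls stayed within 1.5 times the reported one.

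With the replicate number as a block, 288 genes were called between tissues after saline, 401 after sepsis, 0 and 33 between treatments in BM and splenic MKs, 955 for the average effect of tissue and 20 for that of sepsis. The 18 correlations between libraries of equal number in different groups lay between -0.0566 and 0.0447, and 0 exceeded 0.1, so no sign of pairing was seen. Only BM and splenic libraries of one treatment could come from the same mouse, and their correlations lay between -0.0566 and 0.0238. With 3 libraries per group and a wide spread between them, such low values do not exclude a pairing.

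With each library left out in turn, the calls ranged from 197 to 467 between tissues after saline, from 307 to 512 after sepsis, from 0 to 12 and from 48 to 138 between treatments in BM and splenic MKs, from 3 to 48 for the interaction, from 810 to 1151 for the average effect of tissue and from 31 to 83 for that of sepsis. The lowest and highest counts after saline were those without BM saline replicate 3 and splenic sepsis replicate 3, and after sepsis those without BM sepsis replicate 1 and splenic sepsis replicate 3. For the comparison between treatments in splenic MKs, for the interaction and for the average effect of sepsis, they were those without splenic saline replicates 2 and 3. Between 23354 and 26112 genes were then tested, more than with all 12 libraries, because the filter follows the smallest group. The share of variance ranged from 16.9% to 20.1% for tissue and from 9.68% to 11.0% for sepsis, and the shared calls from 127 without BM saline replicate 1 to 233 without splenic sepsis replicate 3. The median difference of the MK and platelet list ranged from 2.99 to 3.28 after saline and from 2.40 to 3.66 after sepsis, and that of the B cell list from -5.44 to -4.71 and from -6.59 to -5.80.

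Depth limited few values, since thinning to the smallest total still gave 277 and 386 calls between tissues and 26 between treatments in splenic MKs, but at 3 replicates per group most changes with a log2 size under 3 were not detectable.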

Differences from the paper's values

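The tests named here were set before the results were seen. The paper reports 776 differentially expressed genes between BM and splenic MKs after saline, and edgeR called 253. Of the alternatives set before the data were examined, the count without the expression filter (529) and that of DESeq2 (1053) lay within 1.5 times the paper's number, and the others did not. The paper reports 275 of these genes as upregulated in BM MKs, and edgeR called 106. The count came within 1.5 times with scaling by library size alone (262), without the expression filter (230), without splenic saline replicate 3 (244) and without splenic sepsis replicates 1 (202), 2 (195) or 3 (235), and under no other alternative. The paper reports 501 as upregulated in splenic MKs, and edgeR called 147; only DESeq2 (624) came within 1.5 times.

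After sepsis the paper reports 789 genes, and edgeR called 361. The count without the expression filter (595) and that of limma-voom (724) came within 1.5 times, and the other alternatives did not. The paper reports 306 as upregulated in BM MKs, and edgeR called 121. The count came within 1.5 times with scaling by library size alone (214), without the expression filter (225), in limma-voom (236) and without splenic saline replicate 1 (207) or splenic sepsis replicate 3 (215), and under no other alternative. The paper reports 483 as upregulated in splenic MKs, and edgeR called 240. The count without the expression filter (370), that of DESeq2 (697) and that of limma-voom (488) came within 1.5 times, and the others did not.

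Between saline and sepsis, the paper shows about 280 genes in splenic MKs in Fig. 5E, read by eye, and edgeR called 32. Only the count without the expression filter (187) came within 1.5 times. In BM MKs it shows about 8 genes in Fig. 5E, read by eye, and edgeR called 0 (717 at an unadjusted p under 0.05, DESeq2 220, limma-voom 0). The counts without BM saline replicate 2 (7), BM sepsis replicate 1 (8) and splenic sepsis replicates 1 (12) or 3 (6) came within 1.5 times, and the other alternatives did not.

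Supplemental Tables 1 and 2 were available only in part, as the first 1581 and the first 1579 of their 11869 rows, and 18 fold changes of named genes could be compared. For Nkg7 after saline the log2 fold change, BM over spleen, is -0.10 in Supplemental Table 1 of the paper and was 0.18 (SE 0.61) in edgeR. The sign was that of the paper with RLE factors (-0.10), in DESeq2 (-0.10), and without BM saline replicate 2 or splenic saline replicate 3 (-0.19), and was opposite under the other alternatives. All 18 differed by less than their SE, and only that of Nkg7 differed in sign.

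Cd3g is called after saline in Supplemental Table 1, with an adjusted p of 0.0170 in the paper. It had 0.250 in edgeR and was called without the expression filter (0.000521), with the replicate block (0.0181) and without BM saline replicate 1 (0.0227) or BM sepsis replicates 1 (0.0327) or 2 (0.0291). The 18 correlations between libraries of equal replicate number lay between -0.0566 and 0.0447.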

Other observations

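The tests of B cell RNA, of expression by MKs themselves, of a lower share of MK RNA and of swapped labels, the lists of basophil genes and the thinning of libraries were chosen after the results were seen. B cell and MHC class II genes were higher, and MK genes lower, in splenic than in BM libraries after both treatments. In the B cell list 19 of 20 genes, and in the MK and platelet list 10 of 21, had all 6 libraries of one tissue above all 6 of the other, where chance gives 0.108% in one direction. The most abundant gene of the B cell list, Igkc, had 12329 ± 6558 CPM in BM and 160581 ± 24072 CPM in splenic libraries after saline, and 6439 ± 2037 CPM and 117555 ± 43431 CPM after sepsis. Several technical explanations were argued against. The median log2 fold change of the B cell list averaged over both treatments, which was -5.78, was -5.90 without immunoglobulin and T cell receptor segment genes, -5.75 after thinning to one total, and -5.59 after removal of the trend of fold change on GC content and gene length, a correction with a median size of 0.19. Labels of BM and spleen swapped in some libraries were argued against by a gap of 4.09 in mean log2(CPM + 1) of the list between the lowest splenic and the highest BM library. A lower share of MK RNA alone would raise the markers of other cells alike, and it was argued against by the mean of the B cell list minus that of the monocyte and macrophage list, which was higher in the lowest splenic than in the highest BM library by 2.58 after saline and 5.78 after sepsis, where the largest range within a group was 1.77 and 1.01. After saline the erythroid list also moved apart by more than that range (4.12, against 2.74), but the plasma cell (0.55), NK cell (0.18), neutrophil (0.13) and T cell lists (-0.34) did not. After sepsis the erythroid (5.86), neutrophil (4.07), NK cell (3.70) and T cell lists (2.25) did, and the plasma cell list (0.84) did not.

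For the 20 genes of the list, RNA of B cells in the splenic sort and expression by splenic MKs themselves cannot be told apart. Each library pooled 300 cells, and the count of 19 of 20 genes is the pattern itself. Between 61 and 90 Igkv segment genes had at least 10 counts in splenic libraries, against 18 to 51 in BM libraries. For Ighv genes the numbers were 17 to 48 and 4 to 31, ranges that overlap. So many different immunoglobulin segment genes, which are joined in B lineage cells, argue against MKs as their only source. They are not genes of the list. Of the 20 genes, 18 were above 3 counts in all BM saline libraries and 15 in all BM sepsis libraries, so the transcripts were not confined to spleen, and none of the 20 belongs to another list. The paper labels genes of the list, Cd79a, Cd79b and Ighm among them, in a heat map drawn from these libraries. A biological difference between MKs of BM and spleen therefore stays open.

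Basophil genes were lower in splenic libraries after sepsis. All 12 genes of a list drawn up after values were seen fell, with a median log2 fold change of -4.97, and in 11 the 3 libraries after sepsis lay under the 3 after saline, where chance gives 5% in one direction. The list holds 5 of the 20 genes called lower after sepsis in splenic MKs (Ccl4, Il4, Ccl3, Cpa3 and Ms4a2). The most abundant genes, Mcpt8 and Prss34, had 1280.4 ± 368 and 626 ± 369.8 CPM in splenic libraries after saline and 104 ± 137 and 94.6 ± 131 CPM after sepsis. In BM they had 6783 ± 5742 and 5564 ± 5017 CPM after saline and 2044 ± 840.2 and 2056 ± 886 CPM after sepsis. Library size was argued against, with a median of -4.98 after thinning. A second list of 6 basophil genes (Cyp11a1, Grm6, Aqp9, Itga2, Il1rl1 and Ifitm1, the last of which is also among the 20) had a median log2 fold change of -1.77 and fell in 6 of 6 genes, against -3.62 for Mcpt8. RNA of basophils in the saline libraries may explain the pattern but cannot be told apart from other explanations, since the result rested on 1 library and only 2 of the 6 genes were above 3 counts in all splenic sepsis libraries. With all libraries Grm6 (-5.79) and Ifitm1 (-5.19) fell further than Mcpt8 and the other 4 genes by less (-0.95 to -1.92). Without splenic sepsis replicate 3 the median of the 6 was -7.15 and Mcpt8 -5.62, with only Itga2 (-1.46) and Il1rl1 (-3.00) falling by less, and without any other library the median stayed between -2.16 and -1.21. Expression by MKs themselves cannot be told apart either, with 300 cells pooled per library, and a biological effect of sepsis on either cell stays open.

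Counts of calls were compared with those of other splits of the same libraries. For 3 against 3 libraries there are 10 splits, the real one included, so the share with as many calls is never under 10% and this count alone cannot exclude chance. Between tissues after saline, between tissues after sepsis and between treatments in splenic MKs, 1 of 10 splits gave as many calls, the real one itself, and the other 9 gave at most 0 (against 253), 1 (against 361) and 8 (against 32) in edgeR. Between treatments in BM MKs and for the interaction edgeR called 0 genes (717 and 1556 at an unadjusted p under 0.05, DESeq2 220 and 470, limma-voom 0 and 0), so all splits (10 of 10 and 50 of 50) had to give as many and nothing was learned about chance. For the average effect of tissue 1 of 50 splits drawn from 200 gave as many calls, the real one itself. The next largest gave 31 calls against 962, so chance was argued against for this count at a share under 0.05. For the average effect of sepsis 2 of 50 splits gave as many calls, and another split gave 16 against the real 14. Chance therefore stays open for the count of the average effect of sepsis.

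The erythroid list, with 9 of its 11 genes tested, had a median difference in log2 CPM, BM over spleen, of 3.75 after saline (adjusted p = 0.00753 in camera, median fitted log2 fold change 0.31) and 1.11 after sepsis (adjusted p = 0.0644, median fitted log2 fold change 0.66). The call after saline was lost without splenic saline replicate 2 (median 1.84, adjusted p = 0.0693), with fry and with an estimated correlation (0.0913 and 0.266). After sepsis the erythroid list was called in 7 of the 12 fits with a library left out. The cell cycle list had a median difference of 3.80 after saline (adjusted p = 3.68e-09, 0 of 17 genes called over all genes and 9 when adjusted over the list alone, median fitted log2 fold change 2.36) and 1.63 after sepsis (adjusted p = 0.00264), and only the call after saline held with fry (0.0111, against 0.148 after sepsis), while neither held with an estimated correlation (0.124 and 0.322).

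Of the first 4 genes of the lists, those of the T cell, neutrophil, monocyte and macrophage, erythroid, cell cycle and interferon response lists were not called between tissues by edgeR after either treatment. They were Cd3e, Cd3d, Cd3g, Trac, S100a8, S100a9, Camp, Ltf, Adgre1, Itgam, Csf1r, Cd68, Hbb-bs, Hba-a1, Hba-a2, Hbb-bt, Mki67, Top2a, Ccnb1, Ccnb2, Isg15, Ifit1, Ifit3 and Irf7. Their adjusted p values ranged from 0.0913 for Ccnb2 after saline to 0.997, and reads of the globin genes can be shared between paralogs. Of the NK cell genes, Nkg7 had a log2 fold change of 0.18 after saline (adjusted p = 0.953) and 3.30 after sepsis (adjusted p = 0.0116), and Ncr1 and Gzma were not called. Of the plasma cell genes, Mzb1, with 57.2% of its exonic sequence overlapping another gene, had -5.39 (adjusted p = 0.0163) and -5.99 (adjusted p = 0.00646), and Xbp1 had -1.70 (adjusted p = 0.125) and -1.67 (adjusted p = 0.118).

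Cd40lg, which encodes CD40L, was too low to be tested and had 134 counts (18.1 CPM) in splenic saline replicate 1, 49 counts (4.76 CPM) in splenic sepsis replicate 3, 4 counts in BM saline replicate 1 and 0 in the other libraries. Selp, which encodes CD62P, had 33.3 ± 6.97 CPM in BM MKs and 7.94 ± 8.03 CPM in splenic MKs after saline, and 46.4 ± 16.0 CPM and 1.05 ± 1.52 CPM after sepsis, with log2 fold changes of 2.07 (adjusted p = 0.475 in edgeR) and 5.49 (adjusted p = 0.0594). Of the IL-3 receptor genes, Il3ra had 2.26 ± 2.12 CPM in splenic MKs after saline and 15.3 ± 23.0 CPM after sepsis (log2 fold change 2.75, adjusted p = 0.623). The mean after sepsis rested mostly on replicate 3, which had 41.7 CPM against 4.16 and 0 CPM in replicates 1 and 2. Between tissues Il3ra had -0.30 (adjusted p = 0.979) and -1.27 (adjusted p = 0.866), Csf2rb -0.75 (adjusted p = 0.745) and -1.19 (adjusted p = 0.447), and Csf2rb2 -0.52 (adjusted p = 0.911) and 3.03 (adjusted p = 0.270).

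Xist, named after its values were seen, had 104 CPM (1256 counts) in splenic saline replicate 2 and at most 11.6 CPM in the other libraries, while the Y-linked gene Ddx3y had between 49.6 and 257 CPM in all 12 libraries. No explanation was tested. Splenic sepsis replicate 3 differed from the other two in its share of immunoglobulin and T cell receptor segment genes (13.0% of counts) and in Itga2b (320.5 CPM), and no explanation for this was tested.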
